# Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay

**DOI:** 10.1038/s41467-022-32766-3

**Published:** 2022-08-25

**Authors:** Sophie Martin, Kevin C. Allan, Otis Pinkard, Thomas Sweet, Paul J. Tesar, Jeff Coller

**Keywords:** RNA decay, tRNAs, Oligodendrocyte

## Abstract

Oligodendrocytes are specialized cells that confer neuronal myelination in the central nervous system. Leukodystrophies associated with oligodendrocyte deficits and hypomyelination are known to result when a number of tRNA metabolism genes are mutated. Thus, for unknown reasons, oligodendrocytes may be hypersensitive to perturbations in tRNA biology. In this study, we survey the tRNA transcriptome in the murine oligodendrocyte cell lineage and find that specific tRNAs are hypomodified in oligodendrocytes within or near the anticodon compared to oligodendrocyte progenitor cells (OPCs). This hypomodified state may be the result of differential expression of key modification enzymes during oligodendrocyte differentiation. Moreover, we observe a concomitant relationship between tRNA hypomodification and tRNA decoding potential; observing oligodendrocyte specific alterations in codon optimality-mediated mRNA decay and ribosome transit. Our results reveal that oligodendrocytes naturally maintain a delicate, hypersensitized tRNA/mRNA axis. We suggest this axis is a potential mediator of pathology in leukodystrophies and white matter disease when further insult to tRNA metabolism is introduced.

## Abstract (web summary)

Mutations in tRNA processing factors can lead to myelin disorders. This study shows that differentiated oligodendrocytes, cells that make the myelin, are characterized by different tRNA modifications and mRNA decay compared to their precursor cells.

## Introduction

Deciphering the genetic code involves transfer RNA (tRNA) selection by the ribosome to match a cognate codon displayed in the ribosomal A-site. Depending on functional tRNA concentrations; decoding speed, efficiency and accuracy for each codon varies. Moreover, codon context can influence decoding in similar ways. Thus, for many reasons, some codons/tRNA combinations are more optimal relative to others. This concept is termed c*odon optimality* which is defined broadly as the non-uniform decoding rate, determined (in part) by the functional concentration of tRNAs^1–3^.

Transfer RNA functionality not only impacts the rate by which an mRNA is read by the ribosome, but it also is a major determinant of the mRNA’s stability. First shown in budding yeast, *Codon Optimality-Mediated mRNA decay* (CO-MD) is now recognized as a general mechanism to regulate transcript stability, contributing broadly to the range of eukaryotic mRNA half-lives^4–8^. Key is that minute decoding hesitations induced by subtle difference in tRNA levels will result in a transient ribosome conformation^9–11^. This transitory state is recognized by mRNA degradation machinery; thus, each hesitation increases the probabilistic chance of degrading the mRNA transcript. The cumulative codon composition sets the transcript’s overall decay rate with transcripts enriched in codons that are translated efficiently (optimal) being more stable than mRNAs enriched in non-optimal codons. In this context, tRNAs themselves become master arbiters of both mRNA expression and stability.

Since the ribosome/tRNA axis mediates the overall rate of translational elongation and mRNA stability, perturbations to tRNA levels could powerfully influence overall gene expression. In a simple organism like yeast, tRNA pools are relatively static under normal conditions. Metazoans, however, are hallmarked by specialized cell types. Thus, tRNA pools might exhibit plasticity between cell types and tissues^12–14^. Indeed, proliferative and differentiated cells can vary tRNA expression and this is well matched to the cell specific mRNA codon content in some cases^15–17^.

Importantly, however, tRNA levels are not the only feature that should alter ribosome decoding potential. Translational elongation requires a fully functionalized tRNA in order to proceed normally. And the genesis of tRNAs is complex involving RNA processing, splicing (for some), 3′ end CCA addition, amino acid charging, and extensive RNA modification at numerous positions (including the anticodon loop; ACL)^18–20^. Thus, changes to any of these events can contribute to the “functional” concentration of cellular tRNAs and alter ribosome decoding efficiency.

In particular, tRNA nucleotide composition is heavily post-transcriptionally altered, with over 200 unique modifications occurring within tRNA transcripts. Many of these unique nucleotide modifications are required for tRNA stability, folding, and appropriate amino acid charging. An important class of modifications occur at or near the anticodon thereby affecting decoding efficiency and accuracy by the ribosome^21–24^. Like tRNA expression, tRNAs modifications can vary between tissues, during stress, cancer, or during cellular differentiation^13,25–29^. Of interest is when these programed changes in tRNA decoding potential might hypersensitize cells to disease susceptibility.

Leukodystrophies are rare progressive genetic disorders affecting the Central Nervous System (CNS) white matter resulting in neurodegeneration. A defined class of leukodystrophies result from aberrant myelin production^30,31^. Oligodendrocyte Progenitor Cells (OPCs) are proliferative glial cells that mature into myelin-producing oligodendrocytes during CNS development^32^. Oligodendrocytes generate myelin as an extension of their plasma membrane which wraps around neuronal axons, insulating and allowing for proper action potential conduction^33,34^. Loss of oligodendrocyte function (i.e., myelin production or maintenance) is highly debilitating, resulting ultimately in premature death. Critically, a large cohort of patients with hypomyelinating leukodystrophies have mutations mapping to factors implicated in the ribosome/tRNA axis:^35^ for example, mutations in the translation factor eIF2B cause Vanishing White Matter disease^36^, and mutations in RNA polymerase III subunits POLR3A and POLR3B, required for tRNA transcription, cause 4H Leukodystrophy or POLR3-Related Leukodystrophy, respectively^37–41^. Mutations in numerous aminoacyl-tRNA synthetases (ARSs) are also linked to hypomyelination, such as in HBSL (Hypomyelination with Brainstem and Spinal cord involvement and Leg spasticity, DARS related disorder) or HLD9 (Hypomyelinating Leukodystrophy 9, RARS related disorder)^42–46^. However, the mechanism governing this hypersensitivity of oligodendrocytes to perturbations in tRNA metabolism remains unknown.

In this study, we focus on the tRNA/mRNA interrelationship in oligodendrocytes in an attempt to understand the underlying hypersensitivity of these cells to perturbations in tRNA metabolism. Using a combination of approaches, we determine tRNA levels and their modification status in murine OPCs and oligodendrocytes. We observe key differences in the metabolism of certain tRNAs that may alter their function in oligodendrocytes vs. their progenitor cells. In particular, we observe several tRNAs are hypomodified in oligodendrocytes, impacting their decoding potential and concomitantly impacting CO-MD in these cells. Our results highlight specific characteristics of tRNA biology and its relationship to the post-transcriptional control of mRNA within oligodendrocytes. The observed hypersensitized ribosome/tRNA state provides some insight into the molecular underpinning that might result in leukodystrophy etiology and pathology whenever additional mutations occur to the translational apparatus.

## Results

### Differential tRNA expression in oligodendrocytes and their progenitors

For the most part, tRNA concentrations seem relatively constant between distinct tissues (Pinkard et al. 2020). Importantly, however, tRNA modifications^25^, tRNA abundance^16,17^ and/or tRNA aminoacylation^17,47^ can differ between distinct cellular proliferation states especially in the CNS^13,48^.

Given that numerous mutations in tRNA biogenesis enzymes lead to defects in myelin levels, we investigated tRNA expression and aminoacylation levels in OPCs and oligodendrocytes. We used a well-established method to generate OPCs from mouse pluripotent stem cells and differentiated them into oligodendrocytes in vitro^49–52^ (Fig. 1a and Supplementary Fig. 1a). We confirmed the expression of oligodendrocytes markers including the cell surface marker O1 and the myelin membrane proteins, myelin basic protein (MBP) and proteolipid protein 1 (PLP1), at 3 days after addition of thyroid hormone (T3) (Fig. 1a, b). Differentiation results in the majority of cells forming oligodendrocytes (mature or pre-differentiated), while a population remains as undifferentiated OPCs, as quantified by immunocytochemistry and transcript expression of OPC and oligodendrocyte specific markers (Fig. 1b, c).

**Fig. 1:**
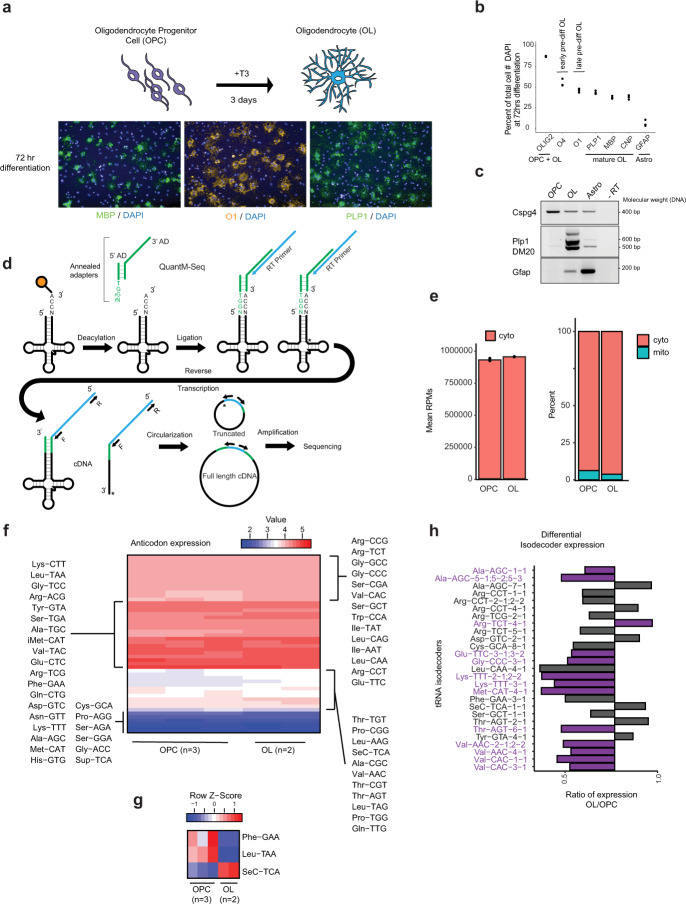
Differential tRNA expression in oligodendrocytes and their progenitors. **a** Model of differentiation of OPCs to oligodendrocytes (OL). At 3 days after addition of thyroid hormone T3, markers of mature oligodendrocytes are detected by immunocytochemistry. **b** Immunofluorescence quantitation after 3 days of differentiation. Percentage of cells that express the oligodendrocytes markers MBP, PLP1, CNP (mature oligodendrocytes), O1 (late pre-differentiating oligodendrocytes), O4 (early pre-differentiating oligodendrocytes), the oligodendrocyte lineage marker OLIG2 (OPCs and oligodendrocytes), or the astrocytes marker GFAP. A total number of cells n of 2341 for OLIG2, 2587 for O4 and GFAP, 5865 for O1 and MBP, and 2491 for PLP1 and CNP, were examined over 3 replicate wells (8 fields per replicate). **c** Detection of *Cspg4*, *Plp1* and *Gfap* mRNAs, respective markers of OPCs, oligodendrocytes (OL) and astrocytes (Astro), by RT-PCR. *-RT: control without Reverse Transcriptase*. **d** Outline of the QuantM-seq, that relies on the ligation of a double-stranded adapter complementary to the 5′ and 3′ termini of mature tRNAs, and circularization of the cDNA before library preparation. **e** Mean cytosolic tRNA reads per million (RPMs) (bar chart, left) and percentage of reads that correspond to cytoplasmic or mitochondrial tRNAs (stacked bar chart, right) in OPCs and oligodendrocytes (OLs). The values of *n* = 3 independent experiments for OPCs, and *n* = 2 independent experiments for oligodendrocytes, are superposed to the means. **f** Heatmap of tRNA reads collapsed by anticodon groups. *n* = number of biological replicates. **g** Row *Z*-score heatmap of expression for tRNAs that significantly change between OPCs and oligodendrocytes (adjusted *p* value < 0.01 from DESeq2 analysis, Wald test with Benjamini–Hochberg correction). *n* = number of biological replicates. **h** Expression of tRNA isodecoders that are significantly different between OPCs and oligodendrocytes (OL), represented as a log2 ratio OL/OPC (adjusted *p* value < 0.01 from DESeq2 analysis, Wald test with Benjamini–Hochberg correction).

We measured tRNA levels in OPCs and oligodendrocytes using QuantM-seq, which allowed robust quantitation of tRNAs in different cell lines and mouse tissues^5,13^ (Fig. 1d). The contribution of cytoplasmic and mitochondrial tRNA genes to the total number of reads was similar in OPCs and oligodendrocytes, with more than 90% being cytoplasmic in both cell types, although the mitochondrial pool was higher in OPCs than oligodendrocytes (Fig. 1e). Interestingly, when grouped by anticodon pools, most tRNAs are expressed at similar levels between OPCs and oligodendrocytes (Fig. 1f), similar to what was observed between mouse tissues^13^. However, three tRNAs showed a significant difference in expression between the two cell types at the anticodon level (Fig. 1g, adjusted *p* value 0.01). Phe-GAA and Leu-UAA isoacceptor classes were less expressed in oligodendrocytes while SeC-UCA tRNA was more expressed in oligodendrocytes. Importantly, while there are a few differences in tRNA anticodon pools between OPCs and oligodendrocytes, the expression of numerous isodecoders (different tRNAs with same anticodon) changed between the two cell types (Fig. 1h). Interestingly, half of the isodecoders differentially expressed between OPCs and oligodendrocytes are enriched in the CNS compared to non-CNS tissues (Fig. 1h; in purple^13^,), suggesting a cell-type specific regulation of expression within the CNS that might be important for function in oligodendrocytes. Thus, by QuantM-seq, total tRNA anticodon pools are relatively constant but isodecoder expression fluctuates between cell types within the oligodendrocyte lineage.

### tRNA charging status between OPCs and oligodendrocytes

Numerous leukodystrophies are linked to mutations in tRNA synthetases^43,44,53^. Appropriate aminoacylation of a tRNA will impact their decoding potential. Thus, in addition to evaluating tRNA levels by QuantM-seq, we also evaluated the aminoacylation status of each tRNA class using acid-urea PAGE followed by Northern analysis. This allows for the electrophoretic separation of different forms of a tRNA due to changes in bulk, charge, and/or conformation, notably depending on aminoacylation^54^. For this analysis, we included astrocytes, which were derived from the same OPCs, as a control to separate differentiation processes from oligodendrocyte-specific biology (Supplementary Fig. 1b). We observed that most tRNAs are fully aminoacylated in all cell types (Supplementary Fig. 2), with the exception of Cys-GCA which shows more deacylated species in oligodendrocytes. These results suggest that most tRNAs are aminoacylated to the same extent between different glial populations. While the Cys-GCA tRNA was less aminoacylated in oligodendrocytes, this phenomenon will not be the focus of this study.

### tRNA sequencing distinctions between OPCs and oligodendrocytes

tRNAs are heavily modified with unique nucleotide analogs. These modifications are required for tRNA function and can change under various cellular conditions^21,25,26^. To evaluate possible changes in tRNA modifications that might occur during oligodendrocyte differentiation, we analyzed sequence variances observed by QuantM-seq compared to the reference genome for each individual isodecoder. This analysis takes advantage of reduced reverse transcriptase (RT) fidelity in response to a non-canonical modified nucleotide. In addition, this approach allows for read length distinctions to be monitored in response to abortive transcription, which can be the result of some modified nucleotides. We and others have previously used this approach as a means to approximate the position and level of select tRNA base modifications^13,23,55^. For example, we can see a misincorporation by the RT in the TψC-loop (nucleotide position 58) of most of tRNAs known to be modified with N^1^-methyladenosine (m1A; Fig. 2a, b). For most tRNAs, we observed few distinctions between OPCs, oligodendrocytes and astrocytes; sequence variation and read length observed by QuantM-seq was uniform between cell types. This was true except for four specific tRNA classes which showed a difference in sequence identity and read length by QuantM-Seq in oligodendrocytes when compared to either OPCs or astrocytes. Specifically, all isodecoders for Phe-GAA tRNA and all isodecoders for the Lys-UUU tRNA exhibited unique read signatures in the ACL (asterisk, nucleotides 36–38) in OPCs and astrocytes that are diminished in oligodendrocytes (Fig. 2a, b). Moreover, most of the isoacceptors and isodecoders for the Ala tRNAs family exhibited unique D-loop read signature in OPCs and astrocytes that are decreased in oligodendrocytes (Supplementary Fig. 3a). Lastly, a read signature in the Arg-UCU isodecoder family was seen in the ACL, that had a modest decrease in oligodendrocytes compared to OPCs and astrocytes (Supplementary Fig. 3b). Importantly, the nature of QuantM-seq requires a mature tRNA, thus read length distinctions are not the result of tRNA fragmentation, rather are the result of abortive transcription in response to a modification^13^. In each case, the fidelity of read identity and length in oligodendrocytes is suggestive of a hypomodified state to these tRNAs that is specific to the cell type.

**Fig. 2:**
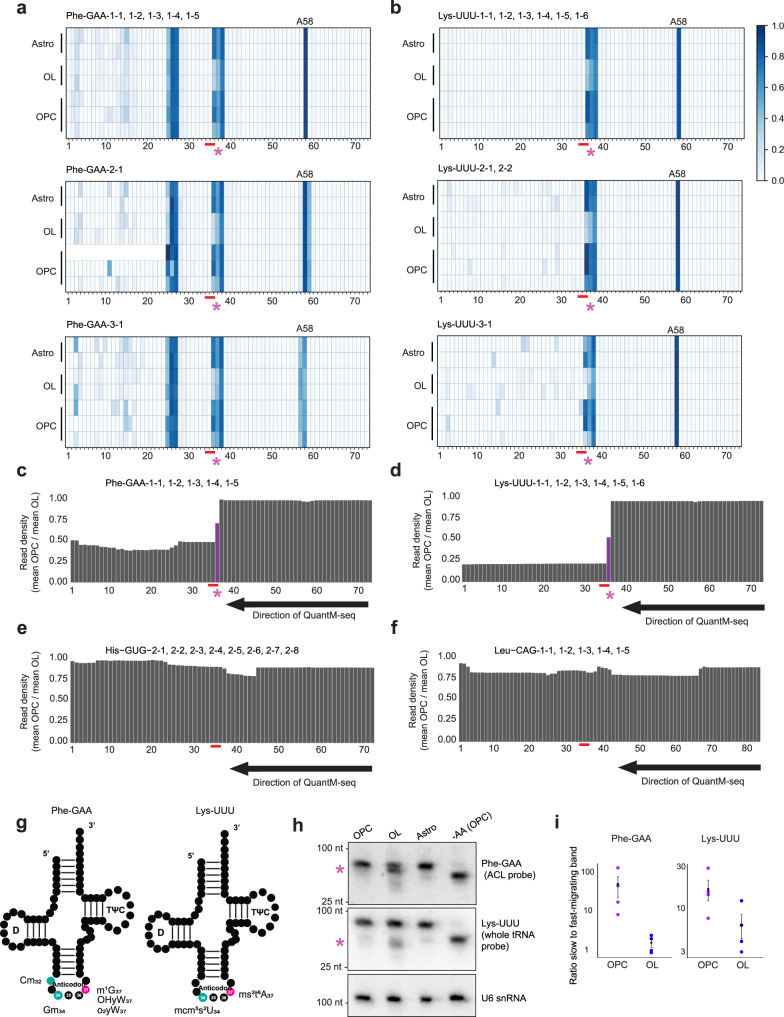
tRNA sequencing distinctions between OPCs and oligodendrocytes. **a–b** Heatmaps for the different isodecoders of Phe-GAA (**a**) and Lys-UUU (**b**), representing sequencing variant fractions at each tRNA position (*x*-axis) across OPCs (3 biological replicates), oligodendrocytes (OL, 2 biological replicates) and astrocytes (Astro, 2 biological replicates) (*y-*axis). The numbers below the plots indicate nucleotide position, the red line shows the anticodon position (nucleotides 34–36). The color bar indicates the color scale of the variant frequency. DEXSeq differential analysis with Benjamini–Hochberg correction between oligodendrocytes and OPCs/astrocytes at position 37 of Phe-GAA and Lys-UUU: adjusted *p* value < 0.02. **c–d** Bar charts of the ratio of reads density in OPCs vs. oligodendrocytes (OL), at each nucleotide position of Phe-GAA (isodecoder 1, in **c**) and Lys-UUU (isodecoder 1, in **d**) tRNAs. **e–f** Same as (**c–d**), for His-GUG (isodecoder 2, in **e**) and Leu-CAG (isodecoder 1, in **f**), showing the same density OPC vs. oligodendrocytes (OL) at each nucleotide. **g** Two-dimensional representation of Phe-GAA tRNA and Lys-UUU tRNA, with the modified nucleosides at position 32, 34 and 37 in the anticodon loop highlighted in color. **h** Northern blot analysis of Phe-GAA and Lys-UUU tRNAs. Probes complementary to the anticodon loop (ACL) or full-length tRNA (whole tRNA) sequence were used. U6 snRNA is used as a loading control. *-AA (Amino Acid)*: tRNAs were deacylated by alkaline hydrolysis. Asterisk: tRNA species with higher electrophoretic mobility in OL. nt: nucleotides, molecular weight estimated from bromophenol blue and xylene cyanol dyes signal. **i** Quantitation of the signal intensity of the two tRNA species detected by Northern blot after acid urea PAGE, for Phe-GAA and Lys-UUU tRNAs. Plotted are the values of four biological replicates in OPCs (purple) and oligodendrocytes (OL, blue), with the mean ± SEM (error bars) in black.

Phe-GAA and Lys-UUU tRNAs showed the highest degree of variation between OPCs/astrocytes and oligodendrocytes (significant from DEXSeq analysis with adjusted *p* value < 0.02^13^). Analysis of the reads density at each position confirmed a drop of reads in 5′ of these tRNAs, starting at nucleotide 37 in the ACL, suggestive of reverse transcription being impeded by a modification. However, there were more full-length reads in oligodendrocytes, with a twofold decrease in the ratio of reads OPC/oligodendrocyte from the anticodon position for tRNA Phe-GAA (Fig. 2c), and a 4-fold decrease for Lys-UUU (Fig. 2d), which supports the notion of a hypomodified state for these tRNAs in oligodendrocytes. The ratio of reads OPC/ oligodendrocyte for other tRNAs such as His-GUG (Fig. 2e) or Leu-CAG (Fig. 2f) tRNAs is close to 1 along the whole tRNA sequence, suggesting hypomodification -for modifications that impact the RT fidelity and can be detected by QuantM-seq- is specific to select tRNAs in oligodendrocytes (Supplementary Fig. 3c, d).

### Phe-GAA and Lys-UUU tRNA are hypomodified in oligodendrocytes

Phe-GAA and Lys-UUU tRNAs are heavily modified in their ACL^56^. Phe-GAA carries a 2′-O-methylguanosine (Gm) at the wobble position (nucleotide 34). At position 37, Phe-GAA bears 1-methylguanosine (m^1^G) which can be further modified to the complex nucleoside wybutosine (yW; Fig. 2g). The yW modification is unique to phenylalanine tRNA and enhances the stability of the ACL in the ribosome A-site upon tRNA accommodation^57^. Wybutosine synthesis is complex and in mammals it is further hydroxylated leading to the formation of the derivatives hydroxywybutosine (OHyW) and peroxywybutosine (o2yW)^20,58^.

In Lys-UUU tRNA, the wobble uridine U_34_ is modified to 5-methoxycarbonylmethyluridine (mcm^5^U) and further thiolated to mcm^5^s^2^U (5-methylcarboxymethyl-2-thiouridine)^59^. The nucleotide adjacent to the anticodon is also modified to ms^2^t^6^A (2-methylthio-N6-threonylcarbamoyladenosine), and both U_34_ and A_37_ modifications are suggested to be important in decoding potential^60^ (Fig. 2g).

To validate the use of QuantM-seq and analysis of sequencing variants as a proxy for select modification differences between cell types, we performed QuantM-seq on budding yeast RNA from WT and *TYW1* deletion (*tyw1∆)*. Tyw1 is an enzyme involved in the biosynthesis of wybutosine at G_37_ of Phe-GAA tRNA, both in yeast and mouse. The unique read signature observed at position 37-38 of Phe-GAA in WT, due to RT stall, is strongly diminished in *tyw1∆*, and gradually diminished in samples containing different ratios of RNA from WT and *tyw1∆* (Supplementary Fig. 4a). This decrease is linear (Supplementary Fig. 4b), validating the use of our first approach to study differences in the modification of Phe-GAA tRNA.

However, in an effort to validate and investigate the modification status of tRNA Phe-GAA and Lys-UUU in more detail, we performed acid urea PAGE/Northern blotting. This revealed a striking mobility pattern that is specific to oligodendrocytes for both tRNAs (Fig. 2h). In OPCs and astrocytes, a single predominant tRNA species is detected, while in oligodendrocytes a second faster migrating species is also observed (Fig. 2h, marked by asterisk). Quantitation of the signal intensity from the two Phe-GAA species shows a significant difference between OPCs and oligodendrocytes, as the ratio of the two bands (slow:fast) is more than 50:1 in OPCs while it is about 2:1 in oligodendrocytes (Fig. 2i). Similarly, for the Lys-UUU tRNA, the ratio is about 20:1 in OPCs but 6:1 in oligodendrocytes (Fig. 2i). In both cases, the faster migrating species do not co-migrate with the deacylated control, thus these unique species do not represent uncharged tRNA. Further, the mobility distinctions observed for Phe-GAA and Lys-UUU are distinct. As shown below, the mobility pattern observed for Phe-GAA is due to hypomodification of this tRNA. Although different from Phe-GAA tRNA, we hypothesize that the mobility pattern observed for Lys-UUU tRNA may also be the result of hypomodification for this tRNA in oligodendrocytes (see below). Finally, quantification of the signal from Phe-GAA from three different northern blots confirms the decrease of the levels of this tRNA in oligodendrocytes that was observed by QuantM-seq (Supplementary Fig. 5a).

### The Phe-GAA tRNA is hypomodified in oligodendrocytes

Looking at each of the two tRNAs (Phe-GAA and Lys-UUU tRNA) of interest, we chose to analyze them in isolation. First, focusing in on Phe-GAA tRNA, we hypothesized that the observed electrophoretic mobility distinctions are the result of differential G_37_ modification. Wybutosine derivatives are tricyclic nucleosides characterized by large hydrophobic side chains. However, wybutosine intermediates with hypo-modified lateral groups have been isolated in various tumor cells. These differently modified groups on yW precursors are known to affect their chromatographic mobility and hydrophobic properties^61–64^. They could alter their ionic charge under acidic gel electrophoresis conditions, thereby inducing a mobility shift^54^. Importantly, however, we had to rule out other possibilities.

First, we verified that the faster migrating species observed in oligodendrocytes is not the result of uncharged tRNAs accumulation. Alkaline hydrolysis, which leads to complete deacylation of the tRNA, was performed on tRNAs purified from OPCs and oligodendrocytes. While alkaline hydrolysis does result in a faster migrating band, the oligodendrocyte specific doublet is still observed when the amino acid is stripped off (Fig. 3a).

**Fig. 3:**
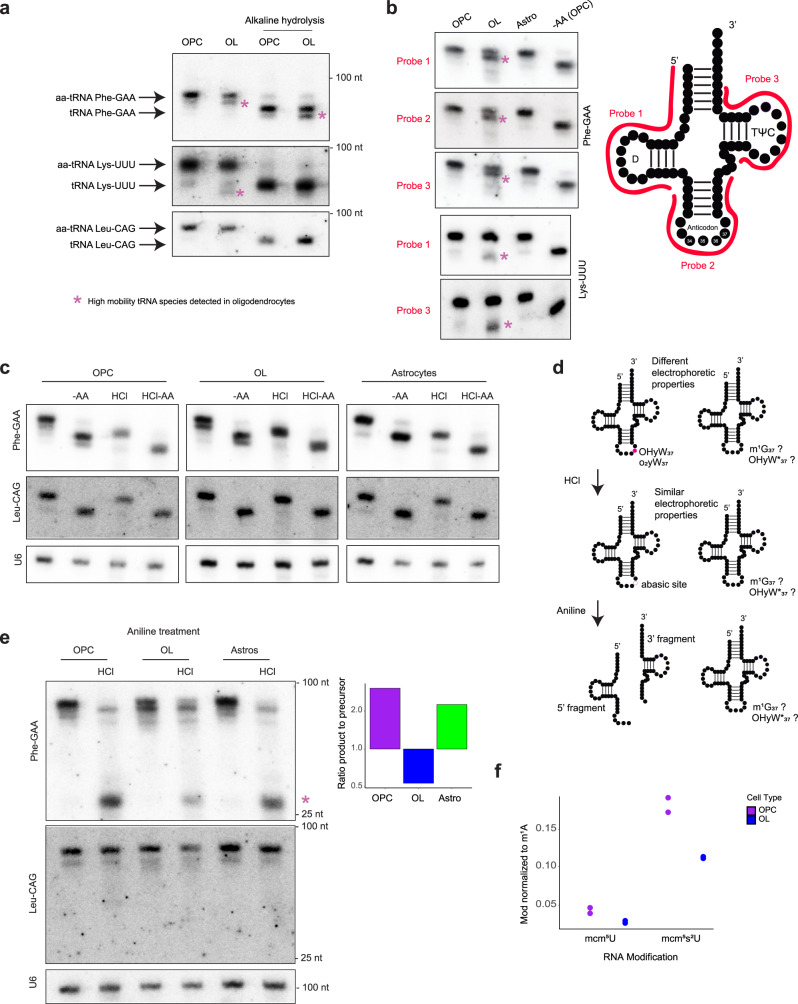
Phe-GAA and Lys-UUU modifications in the ACL differ between OPCs and oligodendrocytes. **a** Acid-urea PAGE and Northern blot analysis for Phe-GAA, Lys-UUU and Leu-CAG in OPCs and oligodendrocytes (OL), charged with amino acid (AA) or uncharged (alkaline hydrolysis). nt: nucleotides, molecular weight estimated from bromophenol blue and xylene cyanol signals. **b** Acid-urea PAGE and Northern blot analysis of Phe-GAA and Lys-UUU, probed with different oligonucleotides covering the D-loop, ACL or TψC-loop (-AA = minus amino acid, deacylation induced by alkaline hydrolysis). On the right is a two-dimensional representation of the tRNA. **c** Acid-urea PAGE and Northern blot analysis of OPC, oligodendrocytes (OL) and astrocytes (Astro) RNA submitted to alkaline hydrolysis (-AA, deacylation), acidic hydrolysis (HCl, depurination of wybutine) or acidic followed by alkaline hydrolysis (HCl -AA). Phe-GAA was detected with a full-length tRNA complementary probe. U6 snRNA is used as a loading control. **d** Two-dimensional representation of Phe-GAA tRNA modified with wybutosine (yW) derivatives (left), or hypomodified (right). Schematic of the consequences of acidic hydrolysis leading to the formation of an abasic site of the yW modified tRNA, and aniline treatment leading to chain scission at the abasic site. Phe-GAA tRNA that would not present the fully modified yW or derivatives (right) would not be sensitive to treatment. Modifications at G_37_: OHyW_37_, hydroxywybutosine; o_2_yW_37_, peroxywybutosine, m¹G_37_, 1-methylguanosine; OHyW*_37_, hypomodified hydroxywybutosine. **e** Acid-urea PAGE and Northern blot analysis of OPC, oligodendrocytes (OL) and astrocytes (Astro) RNA submitted to acidic hydrolysis (HCl, depurination of wybutine) and aniline treatment (chain scission). Phe-GAA was detected with probe 3 from (**b**), and the control Leu-CAG with an oligonucleotide probe complementary to the ACL. U6 snRNA is used as a loading control. On the right is a quantitation of the signal intensities for Phe-GAA after HCl and aniline treatment, expressed as a ratio of the product band (tRNA halves) intensity to the precursor tRNA (full-length) intensity. Asterisk: tRNA halves. nt: nucleotides, molecular weight estimated from bromophenol blue and xylene cyanol dyes signal. **f** Bar chart of the levels of mcm^5^U and mcm^5^s^2^U nucleosides normalized to m^1^A (LC-MS/MS quantification). *n* = 2 biological replicates.

Next, we determined if the faster migrating band observed in oligodendrocytes is a result of tRNA fragmentation. This was accomplished using three distinct Northern probes to walk around the transcript (D-loop, ACL and TψC-loop; Fig. 3b). In each case, we observed the exact same electrophoretic migration pattern, demonstrating the faster migrating species is not a Phe-GAA 5′ or 3′ tRNA half (tiRNA) or fragment (tRF)^65–67^. Furthermore, the fact that we still observe the fast-migrating band after deacylation confirms it is not a tRNA with cleaved CCA tail, as this would not be affected by deacylation (Fig. 3a).

We next chemically probed the presence of yW on tRNAs in the three cell types. yW can be uniquely depurinated by hydrochloric acid treatment leading to the formation of an abasic site^68,69^. Acid hydrolysis was performed at pH2.9 and this dramatically affected the mobility of the Phe-GAA tRNAs as they collapsed to the same electrophoretic level in all three cell types (Fig. 3c–d). Moreover, the collapsed band co-migrates with the faster running species that naturally occurs in oligodendrocytes, suggesting they share similar isoelectric properties under these electrophoretic conditions (Fig. 3c). As a control, we also probed for the Leu-CAG tRNA. The only mobility shift seen for this tRNA occurs upon amino acid removal. This result strongly suggests that in oligodendrocytes a fraction of Phe-GAA tRNAs bears a hypo-modified yW derivative or a precursor intermediate, that changes the hydrophobic properties of the tRNA and is thus not affected by HCl (Fig. 3d).

Finally, the yW status of the Phe-GAA tRNA in oligodendrocytes was further tested by additional chemical probing techniques. Importantly, HCl treatment of yW creates an abasic site. This abasic ribose is susceptible to chain cleavage via a β-elimination reaction. We induced chain cleavage with the use of aniline in combination with heat and low pH. This assay has been used to study the maturation of Phe-GAA tRNA in yeast^70^ (Fig. 3d). As expected, the combination of HCl and aniline treatment leads to conversion of the slow-moving, full-length species into a faster migrating species of predicted size for the two 5′ and 3′ tRNA halves (Fig. 3e). Conversion toward a small species is not observed upon aniline treatment alone. Strikingly however, conversion of the full-length species to the tRNA halves is markedly reduced in oligodendrocytes (ratio product to full-length 0.5:1) when compared to OPCs and astrocytes (ratio product to full-length 2:1) (Fig. 3e). The resistance of the full-length tRNA to aniline/HCl treatment demonstrates that a hypo-modified state for Phe-GAA exists in oligodendrocytes. As a last control, we performed the same experiment with RNA from WT and *TYW1* deletion yeast strains (Supplementary Fig. 5b, c). Phe-GAA tRNA from *tyw1∆* has a different electrophoretic mobility compared to Phe-GAA from WT (migrates faster), confirming that loss of yW can indeed affect the tRNA mobility by acid-urea PAGE (Supplementary Fig. 5b). As expected, aniline and HCl treatment leads to fragmentation in WT but not in *tyw1∆* strain (Supplementary Fig. 5c).

Altogether, we predict that the hypomodified state will impact the function of the Phe-GAA tRNA specifically in oligodendrocytes compared to OPCs (see below).

### The Lys-UUU tRNA and select mcm^5^s^2^U_34_-bearing tRNAs are hypomodified in oligodendrocytes

Analysis of the Lys-UUU tRNA by Northern blot demonstrated a distinct electrophoretic mobility signature than was observed for Phe-GAA tRNA (Figs. 2g and 3a). The faster migrating species observed in oligodendrocytes does not appear to be the result of uncharged tRNAs accumulation as it runs slightly faster than the deacylated control (Fig. 3a). We repeated our northern probe walking strategy as described above. Using two distinct Northern probes to walk around the transcript (D-loop and TψC-loop; Fig. 3b) we observed the exact same electrophoretic migration pattern for Lys-UUU tRNA. A northern probe specific to the ACL failed to work in our hands and we cannot rule out the possibility that for this tRNA, the faster migrating species is a result of fragmentation. This would be supported by the fact that the species with high electrophoretic mobility doesn’t shift under deacylation in oligodendrocytes (Fig. 3a). Nonetheless, as seen below, we demonstrate that Lys-UUU tRNA appears to be hypomodified in oligodendrocytes. It has been shown that some modifications affect tRNA cleavage (inducing or inhibiting)^67^, thus the pattern observed for Lys-UUU tRNA may be an indirect effect of hypomodification.

As mentioned, nucleotides in the ACL in Lys-UUU tRNA are known to be modified and these modifications impact its decoding potential. In particular, position U_34_ is modified to mcm^5^U/mcm^5^s^2^U. To assay mcm^5^U/mcm^5^s^2^U levels in oligodendrocytes vs. OPCs, we conducted quantitative mass spectrometry analysis. Importantly, we observed a 38% reduction in the levels of mcm^5^s^2^U in oligodendrocytes as compared to OPCs (Fig. 3f). These data support that position U_34_ of Lys-UUU is hypomodified in oligodendrocytes in the anticodon. While U_34_ modification would not strongly impede the RT and would not be observed with the variant analyses, QuantM-seq analysis suggests that A_37_ is also hypomodified in oligodendrocytes. However, we were unable to confirm ms^2^t^6^A_37_ modification status on the Lys-UUU tRNA due to a lack of chemical means and commercially available standards.

Finally, we performed PAGE for OPCs and oligodendrocytes RNA in the presence of [(*N*-acryloylamino)phenyl]mercuric chloride (APM), which leads to slower migration of sulfur-containing tRNAs compared to their unthiolated counterparts^71^. If Lys-UUU tRNA is modified in the ACL (mcm^5^s^2^U_34_ and ms^2^t^6^A_37_), it will then affect its mobility. As expected, the ratio of thiolated to unthiolated Lys-UUU tRNA was lower in oligodendrocytes than in OPCs, confirming that this tRNA is less modified in oligodendrocytes (Supplementary Fig. 5d). In addition to Lys-UUU, mcm^5^s^2^U_34_ is found in other mammalian cytoplasmic tRNAs: Glu-UUC, Gln-UUG and Arg-UCU^59,72,73^. Consistent with the decrease in the levels of mcm^5^s^2^U modification (Fig. 3f) in oligodendrocytes, we observed a decrease in the ratio of sulfur-containing vs. unthiolated tRNA for Glu-UUC and Gln-UUG in oligodendrocytes compared to OPCs, suggesting they are less modified in oligodendrocytes, while there was no mobility shift for Arg-UCU in any cell type (Supplementary Fig. 5d).

Altogether, we conclude that multiple tRNA specifies are hypomodified in oligodendrocytes, potentially impacting decoding potential within these cells.

### Genes required for modification of the anticodon loop of Phe-GAA and Lys-UUU tRNAs are poorly expressed in oligodendrocytes

Collectively our data suggest that both yW and mcm^5^s^2^U levels are significantly decreased in oligodendrocytes. To investigate why this hypomodified tRNA state exists, we analyzed expression of ACL modifying enzymes from published RNA-Seq data from OPCs, newly formed oligodendrocytes (NFO), myelinating oligodendrocytes (MO) and astrocytes isolated from mouse cortex, as well as whole cortex (WC) (herein and Zhang et al., 2014) (Fig. 4a). Strikingly, several genes required for yW synthesis (such as *Tyw3*) are markedly reduced in MO relative to OPCs (Fig. 4a, b). Moreover, transcripts such as *Elp1*, *Elp3*, and *Elp6*, required for mcm^5^U/mcm^5^s^2^U modification, are also reduced in MO relatively to OPCs (Fig. 4a, b). Statistical analysis with the differential RNA-Seq expression analysis tool *limma* reveals the expression of most of these transcripts (except *Ftsj1* and *Trmt12*) is significantly different between OPCs and MOs (limma-trend *p* value < 0.05)^74^.

**Fig. 4:**
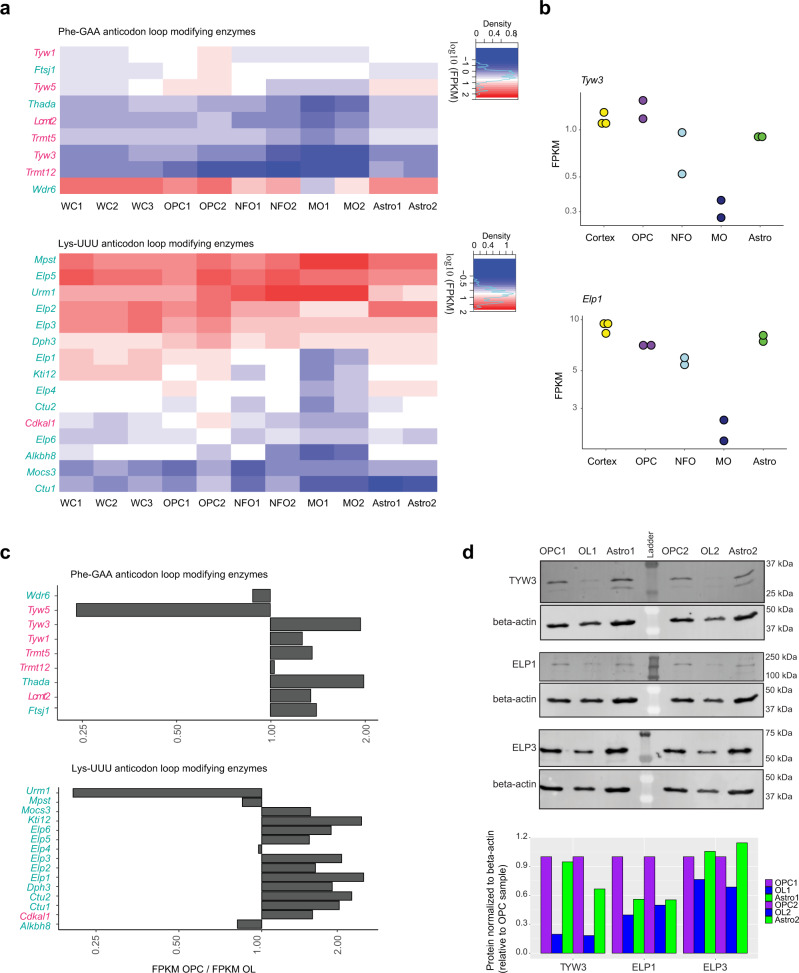
Genes required for modification of the anticodon loop of Phe-GAA and Lys-UUU tRNAs are poorly expressed in oligodendrocytes. **a** Heatmap of the expression levels (FPKM) of the factors involved in the modification pathways of Phe-GAA ACL (top) and Lys-UUU ACL (bottom), data from^111^ for the whole cortex (WC), OPCs, Newly Formed Oligodendrocytes (NFO), Myelinating Oligodendrocytes (MO) and astrocytes (Astro) purified from mouse brain. The numbers are the biological replicates numbers. **b** Expression levels (FPKM) from RNA-Seq data from (**a**) for examples of genes differentially expressed between OPCs and Myelinating oligodendrocytes (MO) (*p* < 0.05), in the whole cortex (*n* = 3 biological replicates), OPC (*n* = 2 biological replicates), NFO (*n* = 2 biological replicates), MO (*n* = 2 biological replicates) and Astro (*n* = 2 biological replicates). **c** Expression levels (FPKM) from RNA-Seq data from OPCs and OPCs differentiated to oligodendrocytes (OL), for the factors involved in the modification pathways of Phe-GAA ACL and Lys-UUU ACL, expressed as a ratio of FPKM OPC/OL. These values are the average from 5 biological replicates for OPCs and four biological replicates for oligodendrocytes. DESeq2 analysis: adjusted *p* value < 0.05 for *Thada*, *Urm1*, *Elp1*, *Elp3*, *Elp6* and *Kti12* (adjusted *p* value: Benjamini–Hochberg correction). **d** Western blot analyses of TYW3, ELP1 and ELP3 in OPCs, oligodendrocytes (OLs) and astrocytes (Astro) (OLs and Astro differentiated from OPCs). The numbers represent two biological replicates. Βeta-actin is used as a loading control. The signals from the Western blots were quantified and expressed relative to the levels in OPCs.

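The RNA-seq libraries analysed here came from 2 cultures of OPCs and 2 cultures of oligodendrocytes of the cell model, in which OPCs made from mouse pluripotent stem cells are differentiated in vitro and collected after 3 days. Total RNA was fragmented with alkali and excised in the size range of ribosome footprints, since these libraries were prepared beside those of the ribosome profiling. The authors trimmed the reads, mapped them to GRCm38 with hisat2 and tabulated FPKM with stringtie and ballgown for canonical coding transcripts. FPKM are fragments scaled to the length of the transcript in kilobases and to the number of mapped reads, and replicates were kept apart. The deposited FPKM cover 10987 transcripts, and the 8346 with a mean of at least 1 FPKM over the 4 RNA-seq libraries were tested. Because FPKM do not give read counts, depth was estimated from the smallest step between low values. It came to 241 and 166 Mb (megabases) aligned for OPC replicates 1 and 2, and to 120.3 and 77.9 Mb for oligodendrocyte replicates 1 and 2. On simulated libraries the same estimate was between 0.967 and 2 times the true depth. Across the listed transcripts, the Spearman correlation of FPKM between replicates was 0.976 in OPCs and 0.956 in oligodendrocytes. Differential expression was tested with limma on log2(FPKM + 0.1), with a trend of variance on abundance and Benjamini-Hochberg adjustment. Fold changes are therefore on the log2(FPKM + 0.1) scale, which shrinks changes of transcripts with few FPKM. With 2 cultures in each group, the smallest p-value of a two-sided exact permutation test is 0.333, so the adjusted p-values rest on the variance that limma shares between transcripts.

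At an adjusted p-value under 0.05, 2772 transcripts differed between oligodendrocytes and OPCs, of which 1083 were higher and 1689 lower in oligodendrocytes. The median log2 fold change of all tested transcripts was -0.23. When each library was scaled by its median ratio to the geometric mean of the RNA-seq libraries, this median moved by 0.18 to -0.047. The share of differing transcripts that were higher in oligodendrocytes was 39.1% with the FPKM as deposited and 51.5% with that scaling, the alternative that moved this share most. Of the 2608 transcripts past the threshold with that scaling, 2347 were also past it without. With the replicate block, which pairs each oligodendrocyte culture with the OPC culture of the same number, 3323 transcripts passed the threshold. Deviations of same-numbered cultures from their group means had a Pearson correlation of 0.108 across transcripts, which are not independent replicates.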

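Of the 24 genes of the Phe-GAA and Lys-UUU anticodon loop pathways in Fig. 4c, 16 are reported here. The mean FPKM was higher in OPCs than in oligodendrocytes for 12 of the 16 genes, and 13 changed in the same direction in both pairs of cultures. Kti12, a gene with a single exon on chromosome 4 of GRCm38 from 108847785 to 108849413 on the plus strand, had 23.4 ± 0.954 FPKM in OPCs and 11.4 ± 0.899 FPKM in oligodendrocytes (mean ± SD, n = 2 cultures each). Its log2 fold change was -1.03 (standard error 0.20, adjusted p = 0.0133). Ctu2 fell from 14.9 ± 1.93 to 7.20 ± 1.76 FPKM, a log2 fold change of -1.05 (standard error 0.28, adjusted p = 0.0341). Elp6 fell from 22.6 ± 0.321 to 13.0 ± 3.22 FPKM, a log2 fold change of -0.82 (standard error 0.24, adjusted p = 0.0471). Cdkal1 fell from 9.28 ± 1.02 to 3.25 ± 1.98 FPKM, a log2 fold change of -1.62 (standard error 0.48, adjusted p = 0.0484). Relative to the median of all tested transcripts, the log2 fold changes were -0.80 for Kti12, -0.82 for Ctu2, -0.59 for Elp6 and -1.39 for Cdkal1. In the opposite direction, Urm1 rose from 20.8 ± 1.97 to 140.2 ± 13.3 FPKM, a log2 fold change of 2.75 (standard error 0.17, adjusted p = 5.47e-04). Wdr6 rose from 50.9 ± 8.75 to 82.5 ± 0.128 FPKM, a log2 fold change of 0.71 (standard error 0.18, adjusted p = 0.0299). Exons of Kti12, Ctu2, Wdr6, Dph3, Tyw3, Tyw5, Lcmt2 and Elp5 overlap exons of a gene on the opposite strand, and the example of the authors' code that runs stringtie gives it no strand option.

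Tyw3 was under the minimum for testing, at 0.722 and 0.824 FPKM in OPC replicates 1 and 2 and 0.667 and 1.39 FPKM in oligodendrocyte replicates 1 and 2. Of the 15 genes tested, 6 passed an adjusted p-value of 0.05 over all transcripts, 4 lower and 2 higher in oligodendrocytes. Adjusted over these 15 genes alone, 8 passed, with Dph3 (log2 fold change -0.67, list-adjusted p = 0.0378) and Ctu1 (log2 fold change -0.85, list-adjusted p = 0.0403) added. The count over the list moved most with median-ratio scaling, under which 3 genes passed. With the replicate block, 7 genes passed over all transcripts and 8 over the list, beside the pairing correlation of 0.108. The block gave adjusted p-values of 0.00987 for Kti12 and 5.48e-05 for Urm1. Over the 10 settings tried, the adjusted p-value ranged from 0.00849 to 0.0335 for Kti12 and from 5.48e-05 to 0.00699 for Urm1, which stayed past the threshold in each of them. It ranged from 0.0145 to 0.0918 for Wdr6, from 0.0254 to 0.153 for Ctu2, from 0.0305 to 0.0902 for Elp6 and from 0.0232 to 0.622 for Cdkal1, which did not. Ftsj1, Tyw1, Tyw5, Lcmt2, Elp4, Elp5 and Mocs3 did not pass the threshold in any setting in which they were tested.

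**Figure D1:**
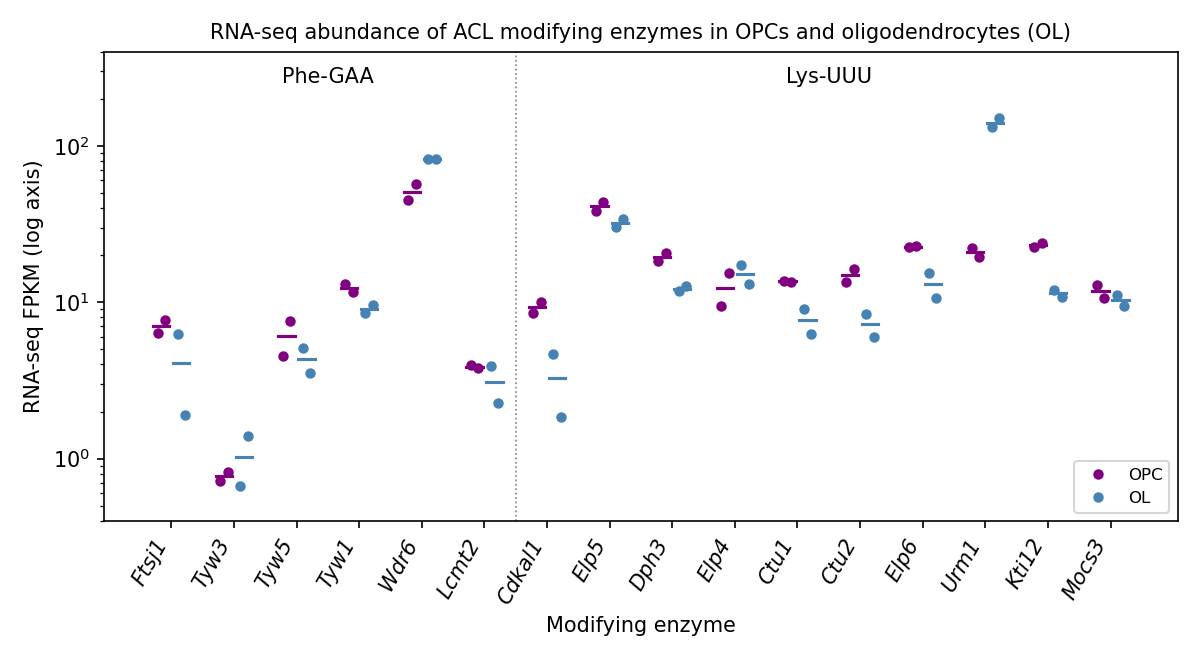
RNA-seq FPKM of 16 enzymes on a log axis, with a point for each culture and a bar at the mean of the 2 cultures of OPCs (purple) and of oligodendrocytes (blue). The mean is higher in OPCs for 12 of the 16 genes, and Urm1 has the widest gap in the opposite direction.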

We further validated a decrease in the expression level of several transcripts required for Phe-GAA and Lys-UUU ACL modifications from RNA-Seq data from our OPC and oligodendrocyte cell model (Fig. 4c) (DESeq2 analysis, adjusted *p* value < 0.05 for *Thada*, *Elp1*, *Elp3*, *Elp6* and *Kti12*). Importantly, a decrease in the protein levels of TYW3, ELP1 and ELP3 in oligodendrocytes compared to OPCs or astrocytes was also confirmed by Western Blot analysis (Fig. 4d).

These data demonstrate that several of the modifying enzymes for the ACL of Phe-GAA, ACL of Lys-UUU and mcm^5^s^2^U-containing tRNAs are less expressed in oligodendrocytes compared to other cell types, possibly altering their function.

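In the RNA-seq libraries of OPCs and oligodendrocytes, the median log2 fold change of the 15 tested enzymes reported here was -0.46, or -0.23 relative to the median of all tested transcripts. Among 10000 random lists of 15 transcripts matched on mean expression, whose median was -0.24, this value lay at percentile 16.0. The 10 reported enzymes of the Lys-UUU pathway had a median of -0.74, at percentile 3.72 of their random lists. The 5 tested enzymes of the Phe-GAA pathway had a median of -0.44, at percentile 30.3. Of all tested transcripts, 60.0% had a lower mean in oligodendrocytes. With each culture left out in turn, between 12 and 13 of the 16 enzymes had a higher mean in OPCs, and the median log2 fold change ranged from -0.74 to -0.44. The paper reasons from the RNA-seq of this cell model (Fig. 4c), the expression in sorted cells (Fig. 4a, b) and the Western blots (Fig. 4d) together. Of these, a part of the RNA-seq of the cell model was analysed here.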

### The cognate codons for Phe-GAA and Lys-UUU tRNAs have altered impact on mRNA decoding and stability in oligodendrocytes

The impact of mcm^5^s^2^U on the translation of AG or AA-ending codons is not completely understood in all organisms. Nonetheless, loss of mcm^5^s^2^U leads to decreased translation of transcripts enriched in the AAA codon^75,76^. Similarly, hypomodification at both G_34_ and G_37_ of Phe-GAA tRNA specifically decreased the translation efficiency of genes enriched in the UUU codon but not the UUC codon in human cells^77^.

Translation decoding efficiency and mRNA stability are intimately connected through CO-MD^6,10,11^. Since CO-MD is a function of each tRNA’s decoding potential, oligodendrocytes may alter CO-MD concomitantly to their altered tRNA landscape (Fig. 5a). To test this hypothesis, we determined global mRNA decay rates in OPCs and oligodendrocytes by combining metabolic labelling, Click-IT chemistry and deep RNA sequencing^5^ (Fig. 5b). In brief, cells were incubated in the presence of 5-ethynyluridine (5-EU) for 24 h. Following, 5-EU was removed from the media and replaced by uridine. Time points were then collected during the ensuing chase. Critically, a spike-in 5-EU labeled control was added to each time point prior to library preparation, allowing for robust quantitation. Using this approach, we robustly determined the half-life of about 8000 transcripts common between OPCs and oligodendrocytes (Fig. 5c).

**Fig. 5:**
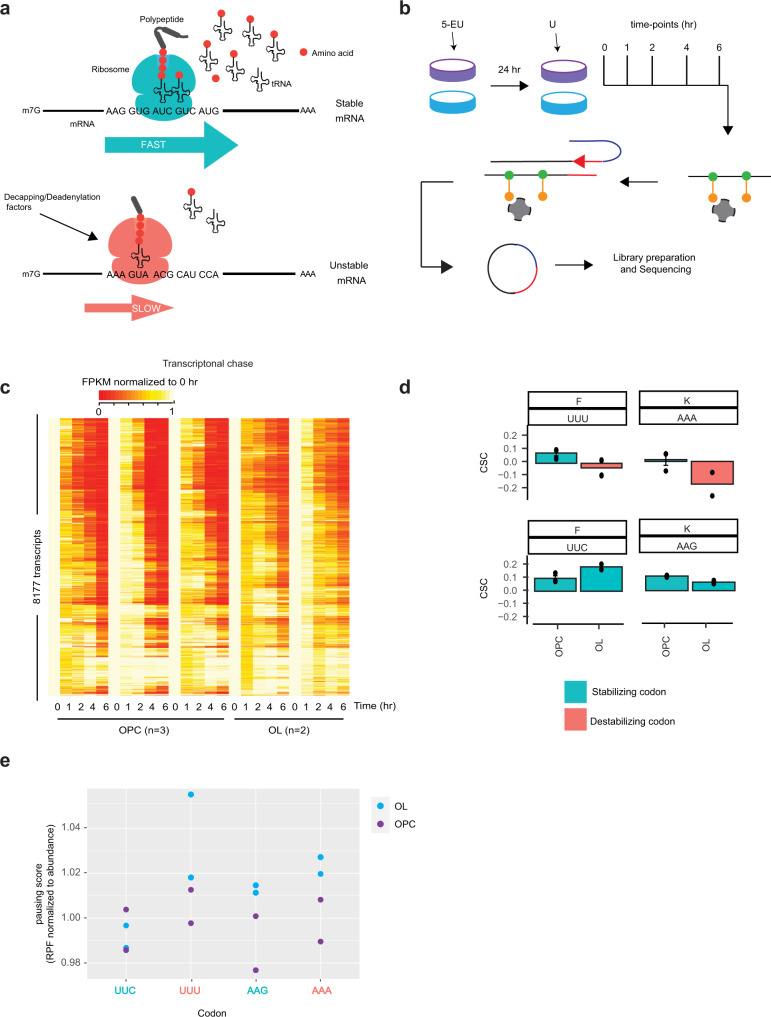
The cognate codons for Phe-GAA and Lys-UUU tRNAs have altered impact on mRNA decoding and mRNA stability in oligodendrocytes. **a** Ribosome translocation on each codon depends on the availability of functional tRNAs, which affects translation efficiency and Codon Optimality-Mediated mRNA Degradation. **b** Outline of Decay-Seq performed in OPCs and oligodendrocytes. 5-EU was added to cells then replaced by U and RNA was collected at various time-points. 5-EU (green circles)-labelled RNAs were coupled to biotin (orange circles) and specifically pulled down with streptavidin beads (gray). After adapter ligation (red line) and reverse transcription (red arrow) on beads, cDNA was eluted, circularized and amplified before sequencing. **c** Heatmap of the FPKM of each transcript at every time-point after removal of 5-EU, normalized to 0 h, in OPCs and oligodendrocytes replicates. *n* = number of biologically independent experiments. **d** CSC values for the synonymous codons of phenylalanine and lysine in OPCs and oligodendrocytes. Represented are the values of three biological replicates in OPCs and two biological replicates in oligodendrocytes (dots), with the mean plotted as a bar (mean ± SEM for OPCs). **e** Ribosome pause scores for the Phe and Lys codons in OPCs (purple dots) and oligodendrocytes (blue dots). The codons with optimal CSC value in oligodendrocytes are labelled in tile color on the *x*-axis, non-optimal codons in pink. Represented are the pause score values of two biological replicates.

We previously established the Codon Stabilization Coefficient (CSC) as a means to empirically determine how each of the 61 codons contribute to overall transcript half-lives^6^. The CSC metric has been used to successfully determine the general contribution of codons to mRNA stability in budding and fission yeast, zebrafish, drosophila, mice, CHO cells, and humans^4,5,8,78^. The CSC for each codon is an empirical metric rooted in decoding efficiency. Negative CSC values represent codons that cause significant ribosome pauses that can create a ribosomal conformation recognized by the mRNA deadenylase/decapping complex, stimulating mRNA decay (Fig. 5a)^9,79^. Optimal codons with positive CSC evade recognition by the deadenylase/decapping complex, thereby stabilizing the mRNA. It is important to point out that other mRNA features contribute to transcript stability, but CSC is a reliable metric that can predict a large amount of the variance in transcript half-lives^80^ via changes in decoding potential. We calculated the CSC for every codon in OPCs and oligodendrocytes. Both cell types show codons preferentially enriched in stable or unstable transcripts, confirming the correlation between codon content and mRNA decay in mammalian cells (Supplementary Fig. 6a). In the rest of this study, we will define optimal/non-optimal codons as codons with positive/negative CSC values respectively.

In theory, lower levels of Phe-GAA and hypomodification of the Phe and Lys tRNAs in oligodendrocytes could manifest in change in how their cognate codons elicit CO-MD. Accordingly, the Phe-encoding UUU and Lys-encoding AAA codons switch in optimality between OPCs and oligodendrocytes. In OPCs, both UUU and AAA codons are rather optimal (i.e., transcript stabilizing), while in oligodendrocytes, both UUU and AAA are non-optimal/ transcript destabilizing (Fig. 5d). Furthermore, there is a clear flip in optimality in oligodendrocytes for their respective synonymous codons UUC and AAG while they remain optimal in OPCs (Fig. 5d). Both UUU and UUC codons are decoded by the single Phe-GAA tRNA. Moreover, Lys-UUU tRNA decodes both AAA and AAG codon albeit AAG to a lesser extent due to the presence of Lys-CUU tRNA in cells. Interestingly, replacing Phe UUC by UUU codons and Lys AAG by AAA codons in an eGFP reporter (85% optimality in oligodendrocytes) in oligodendrocytes results in a 50% decrease in the transcript levels of the reporter (Supplementary Fig. 6b). Furthermore, switching all the possible codons of the eGFP sequence to their synonymous non-optimal codons (final optimality 13%) reduced the transcript levels by more than 95% in oligodendrocytes.

Interestingly, the codons GAA and GAG, decoded by the tRNA Glu-UUC that showed the highest difference between OPC and oligodendrocytes by APM PAGE (Supplementary Fig. 5d), showed a similar pattern as Lys codons, with a flip from non-optimal for GAA to optimal for GAG that is specific to oligodendrocytes (Supplementary Fig. 6c). Although CAA was less optimal than CAG in oligodendrocytes, all the codons decoded by Gln-UUG and Arg-UCU were non-optimal in both OPCs and oligodendrocytes (Supplementary Fig. 6c).

Taken together, it is possible that the distinctions in CSC values observed in oligodendrocytes vs. OPCs are manifestations, at least in part, of the alterations in the tRNA landscape of oligodendrocytes.

Importantly, CO-MD is elicited by ribosome hesitations in response to limited functional tRNA pools. 

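The ribosome footprints were sequenced from the lysates of the same 4 cultures as the RNA-seq, 2 of OPCs and 2 of oligodendrocytes. In ribosome profiling, a nuclease digests the mRNA that is not covered by a ribosome, and the protected fragments are isolated from the monosomes and sequenced. For footprints, the authors tabulated FPKM on the coding sequence (CDS) of each canonical transcript instead of the whole transcript. The estimated depth of the footprint libraries was 249 and 207 Mb aligned for OPC replicates 1 and 2, and 214 and 93.0 Mb for oligodendrocyte replicates 1 and 2, with the same possible factor of 2. Footprint FPKM of the replicates had a Spearman correlation of 0.979 in OPCs and 0.925 in oligodendrocytes across the listed transcripts. Of the 8342 transcripts with a mean of at least 1 FPKM over the 4 footprint libraries, 1969 differed at an adjusted p-value under 0.05, by the same limma test. Footprints were higher in oligodendrocytes for 1065 of them and lower for 904, and the median log2 fold change of all tested transcripts was -0.16. Fitting limma without the trend moved this count most, to 1036, of which 64.8% were higher in oligodendrocytes against 54.1% with the trend. With the replicate block, 1735 transcripts passed, and the pairing check gave a Pearson correlation of 0.0860. Between footprints and RNA-seq, 1505 transcripts passed the threshold in both, 1504 of them in the same direction. Across the transcripts tested in both, which are not independent replicates, the fold changes had a Spearman correlation of 0.824.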

To evaluate ribosome pausing over UUU and/or AAA codons in oligodendrocytes, we performed ribosome profiling. We used micrococcal nuclease (MNase) rather than RNase I to generate the ribosome-protected fragments, as has been done previously, to preserve monosome integrity^81^ (Supplementary Fig 7a). Footprints of about 30–31 nucleotides were obtained, that mapped predominantly to the coding regions of transcripts (Supplementary Fig 7c–e). Because of reads homogeneity and sequence specificity, it is challenging to assess the P- and A-site with MNase-produced footprints. Nonetheless, by estimating P-sites from the 3′end of reads, we observed 3-nucleotide periodicity in the CDS (although it has been suggested to come from the sequence specificity of the MNase^82^) (Supplementary Fig 7d), and a majority of the reads are in frame (Supplementary Fig 7e). 

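Ribosome density (RD) was computed for each culture as footprint FPKM divided by RNA-seq FPKM, over transcripts with a mean of at least 1 FPKM in each kind of library and above 0 in both libraries of the culture. FPKM are scaled within each library, so an RD is relative to the other transcripts of its culture and is not a number of ribosomes. The median RD was 1.72 in OPC replicate 1 (quartiles 1.05 and 2.68, 7915 transcripts) and 1.77 in OPC replicate 2 (quartiles 1.10 and 2.76, 7824 transcripts). It was 2.02 in oligodendrocyte replicate 1 (quartiles 1.28 and 3.06, 7964 transcripts) and 1.95 in oligodendrocyte replicate 2 (quartiles 1.07 and 3.24, 7043 transcripts). A minimum mean of 5 FPKM moved these medians most, to 1.86 and 1.89 in OPCs and 2.14 and 2.06 in oligodendrocytes. Across transcripts, RD had a Spearman correlation of 0.860 between the OPC replicates and 0.766 between the oligodendrocyte replicates. Between cell types it was 0.849 for the cultures numbered 1 and 0.729 for those numbered 2, so the correlation between the oligodendrocyte replicates lay between these.

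The change in RD between cell types was tested as the interaction of cell type and kind of library in a limma fit over the 8 libraries. Of 8056 transcripts, 1 passed an adjusted p-value of 0.05 and 387 had an unadjusted p-value under 0.05. That transcript, Dpm1, is listed at 0 in the RNA-seq of both oligodendrocyte cultures, and its exons overlap those of Gm20716 on the same strand. The median change in log2 RD of all tested transcripts was 0.10, and median-ratio scaling moved it by -0.16 to -0.057, so its sign depends on the scaling. Fitting limma without the trend moved the count most, to 14. With the replicate block 0 transcripts passed, with 439 at an unadjusted p-value under 0.05 and a Pearson correlation of 0.0604 in the pairing check. In simulated data with the spread of these libraries, this test recovered 62 of 200 transcripts given a 4-fold change in RD, and 26 of its 88 calls were false.

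**Figure D2:**
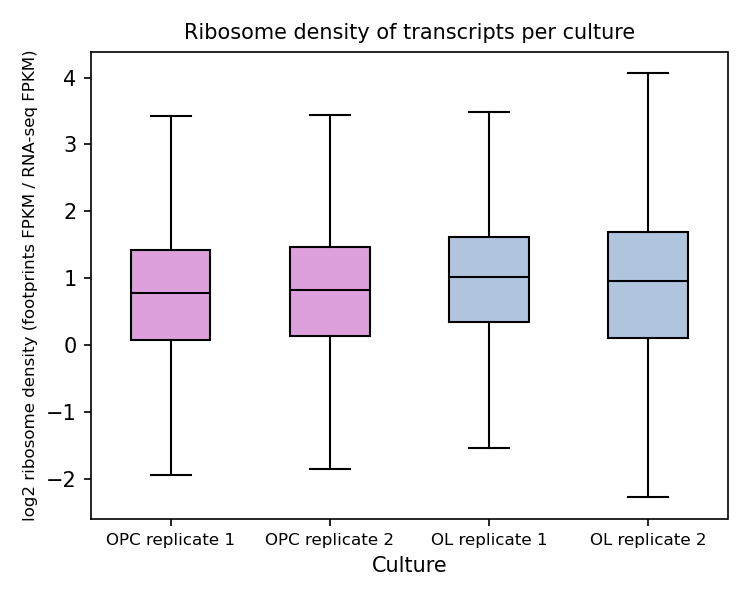
Box plots of log2 RD across transcripts for the 4 cultures, OPCs in purple and oligodendrocytes in blue, with the box at the quartiles, the line at the median and whiskers to the last value within 1.5 times the interquartile range. The boxes overlap, with median RD between 1.72 and 2.02.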

We first looked at ribosome footprints density over mRNA abundance as a proxy for translational efficiency (Ribosome Density, RD). Translation is correlated with mRNA stability, as ribosome density increases with increasing half-life in both OPCs and oligodendrocytes (Supplementary Fig. 8a). To estimate ribosome pausing, and due to the MNase limitations as described above, we quantified the average ribosome footprint density in a restrictive window around each codon normalized to the coverage on the whole CDS, as in Darnell et al^81^. This gave us the overall difference in ribosome density at codons without the need for frame information. Strikingly, in oligodendrocytes, non-optimal codons have a higher ribosome occupancy score than their optimal synonymous codon (Supplementary Fig. 8b), suggesting ribosome slow down or stalling at these codons. Importantly, the codons UUU, AAA and AAG have a higher pause score in oligodendrocytes than in OPCs, and the difference UUU/UUC and AAA/AAG is higher in oligodendrocytes than in OPCs (Fig. 5e). This suggests that Phe-GAA and Lys-UUU tRNAs, which are less modified in the ACL in oligodendrocytes, lead to extended ribosome pausing on the UUU and Lys codons.

Consistently, the difference in pausing score and CSC between the two cell types shows an opposite relationship, with the difference oligodendrocytes to OPCs for UUU, AAA and AAG being positive for ribosome pausing but negative for CSC (Supplementary Fig. 8c). Importantly, although the changes in pause score and CSC between OPCs and oligodendrocytes are not restricted to Lys and Phe codons, these codons represent some of the highest difference values, confirming their importance in CO-MD of the differentiated oligodendrocytes (Supplementary Fig. 8c).

### mRNAs with a low UUU and AAA codon bias are stabilized in oligodendrocytes and are enriched in plasma membrane components

Having observed distinct flip in codon optimality and ribosome pausing for UUU and AAA codons in oligodendrocytes vs. OPCs, we next evaluated their influence on CO-MD. To evaluate UUU codon usage on CO-MD, we calculated the occurrence of the codon UUU normalized to UUU and UUC (codon bias) in each transcript. This value was then binned into increasing ratios of UUU bias and compared to mRNAs half-life. Importantly, while the mean of half-lives doesn’t change significantly between the different bins in OPCs, there is a marked decrease in mRNA stability as UUU occurrence increases in oligodendrocytes (Fig. 6a, OPC *p* = 0.71, oligodendrocytes *p* < 2.2 × 10^−16^, Kruskal–Wallis test). A similar correlation is observed for the lysine AAA (Fig. 6b, OPC *p* = 0.68, oligodendrocytes *p* < 2.2 × 10^−16^, Kruskal–Wallis test). Shown in Fig. 6c–d are specific examples. For instance, the *Cdipt* (CDP-diacylglycerol—inositol 3-phosphatidyltransferase) transcript is enriched in UUC vs. UUU codons and in AAG vs. AAA codons (Fig. 6c). Conversely, the *Rlim* (ring finger protein, LIM domain interacting) transcript is highly enriched in UUU and AAA. While *Rlim* and *Cdipt* share similar half-lives in OPCs, in oligodendrocytes *Cdipt* is more stable than *Rlim* (Fig. 6d). Together, these data support the hypothesis that enrichment of UUU or AAA codons (vs. their synonymous counterpart) enhances CO-MD specifically in oligodendrocytes.

**Fig. 6:**
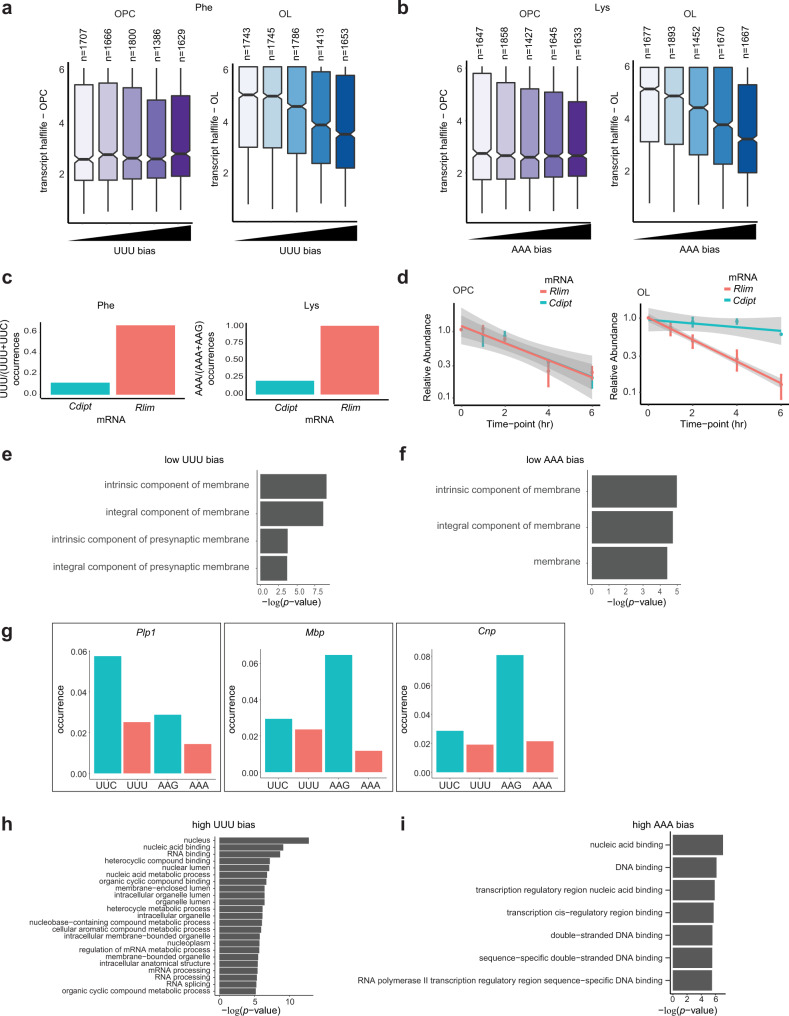
mRNAs with a low UUU and AAA codon bias are stabilized in oligodendrocytes and are enriched in plasma membrane components. **a–b** Boxplots of transcript half-lives binned by increasing occurrence of UUU over Phe codons (**a**) and occurrence of AAA over Lys codons (**b**), in OPCs (purple) and oligodendrocytes (OL, blue). Boxplots display the median with hinges at the 25th and 75th percentiles and whiskers extending 1.5 times the interquartile range. Number of transcripts in bin is indicated above each boxplot. Kruskal–Wallis test *p* value = 0.71 (OPC) and 2.2 × 10^−16^ (OL) in (**a**), 0.68 (OPC) and <2.2 × 10^−16^ (OL) in **b**. **c** Example of transcripts with a low occurrence of UUU and AAA (*Cdipt*) or a high UUU and AAA codon bias (*Rlim*). **d** Decay of the transcripts from (**c**) in OPCs and oligodendrocytes. Plotted are the relative FPKM over time (mean of 3 and 2 biological replicates for OPCs and oligodendrocytes, respectively), with the linear regression in gray shade. **e–f** GO term analysis of the transcripts with a low UUU bias over Phe codons (Bins of lowest values from Fig. 6a) (**e**) and a low AAA bias over Lys codons (Bins of lowest values from Fig. 6b) (**f**). Represented are the GO classes that are over-represented compared to the whole list of transcripts expressed in oligodendrocytes (Panther, Fisher exact test with Benjamini–Hochberg false discovery rate correction (FDR), adjusted *p* value < 10^−3^). **g** Occurrence of the Phe (UUC and UUU) and Lys (AAG and AAA) codons in the oligodendrocytes markers *Plp1* (*proteolipid protein 1*), *Mbp* (*myelin basic protein*) and *Cnp* (*2’,3’-cyclic nucleotide 3’ phosphodiesterase*) (canonical isoform sequence). **h–i** GO term analysis of the transcripts with a high UUU bias over Phe codons (Bins of highest values from Fig. 6a) (**h**) and a high AAA bias over Lys codons (Bins of highest values from Fig. 6b) (**i**). Represented are the GO classes that are over-represented compared to the whole list of transcripts expressed in oligodendrocytes (Panther, Fisher exact test with Benjamini–Hochberg FDR correction, adjusted *p* value < 10^−5^).

More specifically, our data indicate that genes containing a high percentage of either UUU or AAA codons are going to be significantly downregulated in oligodendrocytes. We would predict, therefore, that genes required for oligodendrocyte function most likely have evolved to limit UUU and AAA codon usage. To test this hypothesis, we looked at GO term over-representation in the first and last bins of codon bias from Fig. 6a–b. The transcripts with a low ratio of UUU (normalized to Phe codons, ratio 0-0.286, *n* = 1743) or AAA (normalized to Lys codons, ratio 0-0.226, *n* = 1677) are enriched in ‘components of membranes’ (Fig. 6e–f). This suggests that transcripts which are particularly important for the biology of oligodendrocytes membranes and are long-lived in oligodendrocytes favor the usage of the optimal Phe and Lys codons. Consistently, mature CNS oligodendrocytes express a high amount of a few proteins such as PLP1, MBP or CNP (2′,3′-cyclic nucleotide 3′-phosphodiesterase), which are essential components of the myelin^83^. As suggested above, their mRNAs are characterized by a lower occurrence of UUU and AAA compared to their optimal counterpart (Fig. 6g).

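The canonical transcript of Cnp lies on chromosome 11 of GRCm38 from 100574904 to 100581728 on the plus strand, with 4 exons and a CDS of 420 codons in Gencode, counted without the stop codon. It has 8 UUU and 12 UUC codons for Phe, and 9 AAA and 34 AAG codons for Lys. The UUU share of Phe codons is 0.400, and the median over the 10909 listed transcripts with Phe codons is 0.429. The AAA share of Lys codons is 0.209, and the median over 10923 transcripts is 0.368. In the RNA-seq of the cell model, Cnp had 27.1 and 28.0 FPKM in the 2 OPC cultures and 1325 and 1118 FPKM in the 2 oligodendrocyte cultures. Its log2 fold change was 5.46 (limma, adjusted p = 1.23e-04).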

Conversely, the transcripts with the highest ratio of UUU and AAA (0.615-1 for Phe, *n* = 1653, and 0.521-1 for Lys, *n* = 1667) are enriched in classes such as ‘nucleic acid binding’, ‘RNA processing’ and ‘transcription’ (Fig. 6h, i). Oligodendrocytes are highly differentiated cells expressing select transcripts once mature. Genes that are the most affected by tRNA hypomodification and downregulated in oligodendrocytes may underlie a decrease in global transcription and functions associated to cell proliferation in these cells.

Taken together, our collective findings suggest that the hypomodified tRNA environment of oligodendrocytes presents a translational challenged environment that can limit gene expression at the level of mRNA stability and protein expression. Moreover, the transcriptome of oligodendrocytes has evolved to circumvent these challenges through selective codon usage away from affected tRNAs.

## Discussion

Our study provides the description of tRNA biology and mRNA stability in murine OPCs and oligodendrocytes. We demonstrated that at least two tRNAs, Phe-GAA and Lys-UUU, are differently modified in oligodendrocytes compared to their precursor cells OPCs. These hypomodified tRNAs may be the result of the reduced expression of modification enzymes in oligodendrocytes. Moreover, we demonstrate a possible biological consequence to the oligodendrocyte-specific hypomodified tRNA state in that CO-MD is altered in a concomitant pattern. Moreover, we observe increased ribosome pausing over UUU and AAA codons in oligodendrocytes vs. OPCs. Interestingly, genes required for oligodendrocyte function are biased away from affected codon usage, implicating that these cells are translationally challenged by the tRNA hypomodification landscape. Lastly, this observed tRNA phenotype is specific to oligodendrocytes and not shared by astrocytes; another type of glial cells with a different function in the CNS.

Transfer RNA modification is critical to the decoding potential within a cell. Modifications in the ACL of Phe-GAA and Lys-UUU tRNAs, both at position 34 and 37, are important to maintain a correct reading frame on Phe and Lys codons^84–87^. In yeast, mutation in the wybutosine pathway results in ribosome pausing on Phe codons^88^. Furthermore, yeast and nematodes lacking mcm^5^s^2^U tRNA modification, exhibit ribosome pausing at AAA and CAA codons^88–91^.

Critically a hypomodified tRNA state is known to create cellular stress. A common feature in *S. cerevisiae* and *C. elegans* deficient for mcm^5^s^2^U_34_, is impairment of protein homeostasis, characterized by an aggregation of endogenous proteins and an increase of the ubiquitin-proteasome system genes. Moreover, the conditional deletion of *Elp3* in cortical neuron progenitors in mouse, which led to ribosomal pausing on AAA and AGA codons, triggered the Unfolded Protein Response, leading to neurogenesis defects^71^. It has also been shown that reduced expression of ELP3 in NSC34 cells is correlated with an increased abundance of insoluble mutant SOD1 responsible for Amyotrophic Lateral Sclerosis^92^. Together, these data argue that appropriate tRNA-modification status is required for appropriate cellular homeostasis.

Despite the observed hypomodified tRNA state that naturally exists in oligodendrocytes, we did not observe signatures of cellular stress hallmarked by nonnatural perturbation of tRNA processing. Nonetheless, we do observe in oligodendrocytes ribosome pausing and a decrease in mRNA stability for transcripts enriched in UUU and AAA. So why does a hypomodified tRNA landscape exist in oligodendrocytes?

It is important to consider that oligodendrocytes produce an enormous amount of myelin-related proteins such as PLP1, characterized by folding of its transmembrane domains that would support its structural function in the myelin membrane^83,93^. Surprisingly, full *PLP1* gene deletions are associated with the mildest form of the hypomyelinating leukodystrophy PMD, Pelizaeus-Merzbacher disease, while rare aneuploidy events, supernumerary copies, nonsense, missense, and partial frameshift or in-frame deletions, present with severe symptoms, suggesting that over-production and production of aberrant proteins is the most severe trigger of myelin dysfunction in PMD^52,94^. Further, it has been suggested that non-optimal codons, which lead to ribosome slowing during elongation, locally influence pausing and protein folding^1,2,95–98^. It is tempting to speculate that hypomodification of tRNAs in oligodendrocytes is relevant to their function, leading to different transit times of the ribosomes on specific codons, necessary for protein folding. Indeed, the frequency of non-optimal codons in transcripts like *Plp1* is low but not zero (Fig. 6c), suggesting their importance throughout the sequence. In the case of a transmembrane protein like PLP1, it may be important to both optimize translation and co-translational folding. However, in the context of mutations that affect tRNA charging or protein trafficking, the exacerbation of this phenomenon may lead to protein aggregation and disruption of the myelin or death of the oligodendrocytes.

Interestingly, we noticed an overall increase in mRNA stability in oligodendrocytes compared to OPCs (Fig. 5c and Fig. 6a, b), suggesting additional factors regulating mRNA stability, such as RNA binding proteins. For example, quaking (QKI) is a protein that is highly upregulated in MO, and involved in the stabilization and transport of mRNAs that are targeted to the myelin compartment^99^. Especially in mature oligodendrocytes expressing a define population of myelin transcripts at very high levels, such factors may interplay with codon effects to regulate codon optimality-mediated mRNA decay. And while there may be other factors explaining the difference in stability between OPCs and oligodendrocytes, our data suggest that a change in some tRNA levels and modifications influence CO-MD in the differentiated oligodendrocytes. Finally, as suggested by our results with Glu-UUC tRNA and the number of codons affecting CO-MD differently in oligodendrocytes and OPCs, more tRNAs may differ between these cells and would need further investigation.

As mentioned, myelin disorders associated with oligodendrocytes and hypomyelination often result when the ribosome/tRNA axis is impaired. Examples include AIMP1/p43 (aminoacyl tRNA synthetase-interacting multifunctional protein 1), a noncatalytic component of the mammalian multi-tRNA synthetase complex that consists of 9 different ARSs^100^. Loss-of-function mutations in AIMP1 lead to hypomyelinating leukodystrophy-3 disease (HLD3). Likewise, mutations in subunits of POLR3, that synthetizes tRNAs, underlie an important group of myelin defects. In addition, tRNA modification factors have been associated to intellectual disability in humans^101,102^. Given our observations, it is important to consider that the naturally hypomodified tRNA landscape present in oligodendrocytes could predispose these cells to disease when further insult is made to the translational apparatus. We anticipate therefore, that it is the unique tRNA/mRNA landscape that exists naturally in oligodendrocytes that hypersensitizes these cells toward leukoencephalopathies when translation is further impaired.

## Methods

### Pluripotent stem cell-derived OPC culture

Mouse protocols were approved by Case Western Reserve University School of Medicine’s Institutional Animal Care and Use Committee. Mouse (*Mus musculus*) OPCs were generated from epiblast stem cells (EpiSCs) as in ref. 50. In brief, EpiSCs were isolated from 129 S/SvEv male embryos (E3.5; The Jackson Laboratory) and pushed to form neural rosettes^51^. Neural rosettes were then passaged into nunclon plates coated with poly-L-ornithine (PO) and laminin, in OPC growth media consisting of DMEM/F12 supplemented with N2 Max (R&D Systems, AR009), B27 (Thermo Fisher, 12587010), 20 ng/mL bFGF (R&D Systems, 23-3FB-01M), and 20 ng/mL PDGFA (R&D Systems, 221-AA). Media was changed every 48 h and cultures were maintained in 37 °C with 5% CO_2_.

### Mouse OPC differentiation to oligodendrocytes and astrocytes

For OPC differentiation to oligodendrocytes, OPCs were grown through two passages in OPC growth media without bFGF. They were then seeded onto dishes coated with PO and laminin, at a density of 5 million cells on 10 cm dishes, 12.5 million cells on 15 cm dishes, or 1 million/well of six-well plates. They were differentiated in oligodendrocyte differentiation media that consisted of DMEM/F12 supplemented with N2 Max, B27, 100 ng/mL noggin (R&D, 3344NG050), 100 ng/mL IGF-1 (R&D, 291G1200), 10 uM cyclic AMP (Sigma, D0260-100MG), 10 ng/mL NT3 (R&D, 267N3025) and 40 ng/mL T3 (thyroid hormone, Sigma, T-6397). Cells were analyzed after 68–72 h.

For astrocyte generation, 4 million OPCs were plated on 10 cm dishes or 10 million on 15 cm dishes containing astrocyte differentiation media, which consisted of a 1:1 (v/v) mixture of neurobasal media and high glucose DMEM supplemented with sodium pyruvate, glutamax, N2 Max, and N-acetyl-cysteine and with growth factors including 20 ng/mL bFGF, 5 ng/mL Hb-EGF (R&D, 259-HE-050), 10 ng/mL CNTF (R&D, 557-NT-010), and 10 ng/mL BMP4 (R&D, 314-BP-050), for 3 days^50^.

### Immunocytochemistry

Staining and imaging were performed as in ref. 50. For O1 antigen live staining, antibodies were diluted in N2B27 base media supplemented with 10% Donkey Serum (v/v) (Jackson ImmunoResearch, 017-000-121) and added to cells for 18 min at 37 °C. Cells were then fixed in cold 4% PFA for 18 min at room temperature, washed with PBS, and permeabilized and blocked in blocking solution (0.1% Triton X-100 in PBS supplemented with 10% normal donkey serum (v/v)) for 30 min at room temperature. Primary antibodies were incubated overnight at 4 °C in blocking solution. The primary antibodies anti-MBP (1:100, Abcam, ab7349), anti-O1 (1:50, CCF Hybridoma Core), anti-O4 (1:100, CCF Hybridoma Core), anti-OLIG2 (1.2 mg/mL, Proteintech, 13999-1-AP), anti-GFAP (1:5000, Dako, Z033401-2) and anti-PLP1 (1:1000, Lerner Research Institute Hybridoma Core) were used. The next day, cells were rinsed with PBS and incubated in blocking solution for 1 h with the appropriate secondary antibody conjugated to an Alexa Fluor (4 μg/mL, Thermo Fisher) along with the nuclear stain DAPI (Sigma, 1 μg/mL).

For quantitation in Fig. 1b, plates were imaged using the Operetta High Content imaging and analysis system (PerkinElmer). Images were analyzed with PerkinElmer Harmony and Columbus software. In brief, each DAPI positive nucleus of live cell was expanded by 50% to determine potential intersection with staining of GFAP, MBP, PLP1 or O1 in a separate channel. Percentages were then calculated by dividing the number of each of these markers positive cells by the total number of DAPI positive cells per image.

### RNA extraction

RNA was extracted with Trizol (Thermo Fisher Scientific, 15596018) following the manufacturer’s protocol. Media was removed from cells grown into 10 cm dishes, and 2 mL of Trizol were added directly to the plates. The cells were homogenized by pipetting up and down and incubating in Trizol for 5 min. 200 μL of chloroform were added to each 1 mL of Trizol, the samples were vortexed briefly, incubated for 3 min at room temperature then centrifuged at 4 °C and 12,000 × *g* for 15 min. The aqueous phase was then precipitated with an equal volume of isopropanol for 10 min at room temperature and centrifuged at 4 °C for 10 min. The RNA was washed twice with 75% ethanol and resuspended in water except for tRNA analyses.

### RT-PCR

Reverse transcription was performed with 1.5 μg of RNA extracted with Trizol and resuspended in water, with Superscript III (18080-044, Thermo Fisher Scientific) and random primers. The RT was omitted from the reaction for the negative controls. A tenth of the cDNA was used for PCR reactions using Phusion polymerase (M0530L, New England Biolabs) as per the manufacturer’s protocol, and the primers listed in Supplementary Table 1, for 24 cycles of amplification. The amplicons were run on 2% agarose gels and visualized with ethidium bromide staining and a GelDoc imaging system.

### tRNA sequencing by QuantM-seq

QuantM-seq was performed as in ref. 13. In brief, total Trizol isolated RNA resuspended at 1 µg/µL was deacylated at 37 °C for 45 min in 20 mM Tris-HCl pH 9. For each library preparation, 1 µg of deacylated total RNA was annealed to a double-stranded adapter, obtained by annealing of a 3′ single-stranded adapter and a 5′ single-stranded adapter mix, with RNA ligase 2 (0.5 U/µL) at 37 °C for 1 h then 4 °C for 1 h. After ethanol precipitation and resuspension in 10 µL of water, reverse transcription was performed with 10 pmol of RT primer using Superscript IV (Thermo Fisher Scientific, 18090010) at 55 °C for 1 h (the same RT batch was used for all the samples). RNA was hydrolyzed with 0.1 N NaOH at 98 °C for 20 min and the cDNA was precipitated with ethanol. The cDNA was then separated using 7 M urea 6% denaturing polyacrylamide gels, stained with 1× SYBR gold in 1× TBE for 15 min, and extracted overnight in DNA elution buffer (300 mM NaCl, 10 mM Tris-HCl pH 8, 1 mM EDTA). Following isopropanol precipitation, the cDNA was circularized with CircLigase at 60 °C for 1 h, precipitated, and amplified with the NEBnext Ultra II Q5 next-generation master mix (M0541S, NEB) (Supplementary Table 1). Amplified libraries were purified from 2% agarose gels stained with ethidium bromide and extracted using the Qiaquick gel extraction kit (Qiagen). Sequencing was performed as single-end reads for 110 cycles on a NextSeq 550 (v2.5).

### QuantM-seq analyses

QuantM-seq data was processed as in Pinkard et al, 2020. 5′ adapter and 3′ CCA and adapter sequences were removed from reads using cutadapt v.2.8 (-g TCCAACTGGATACTGGN and -a CCAGTATCCAGTTGGAATT, respectively). Example of bash command line is as follows:

cutadapt—cut 2 -o temp.fastq.gz $x

cutadapt -g TCCAACTGGATACTGGN -e 0.2 -o temp2.fastq.gz temp.fastq.gz

cutadapt -a CCAGTATCCAGTTGGAATT -e 0.2 -o ${x%%.fastq.gz}.fastq.trimmed.gz temp2.fastq.gz

Reads were then mapped with bowtie2 v.2.42^103^ to a mouse tRNA reference generated from GtRNAdb mm10 high-confidence mature tRNA fasta file^104^ (or GtRNAdb S288c high-confidence mature tRNA set for yeast). To generate this reference, tRNAs were collapsed into single genes for tRNAs with multiple identical genes. Very sensitive local alignment mode was used as follows:

bowtie2—quiet—min-score G,1,8—local -D 20 -R 3 -N 1 -L 10 -i S,1,0.5 -p 3 -x $tRNA_reference.fa -U ${x%%.fastq.gz}.fastq.trimmed.gz -S ${x%%.fastq.gz}.sam

The sam files were converted to bam, and read count tables for each isodecoder were produced with Rsubread package’s featureCounts function in R^105^. Reads were summed to generate anticodon-level tables, and both raw reads or RPM tables were obtained for tRNAs grouped by isodecoders or anticodons. Differential tRNA expression analysis was performed with DESeq2 in R using default settings and *p* value adjustment (Benjamini–Hochberg correction)^106^.

Variants in tRNA sequencing reads were computed for every tRNA in each of the cell types using a custom python script, that summed four types of variants at each position: mutation, insertion, or deletion were inferred by using the CIGAR string and MD tags from the bam files; and sites of RT stalling or fall-off were tabulated from 5′ ends of reads internal to tRNA.

All the scripts used (alignment, python and R scripts) are provided in “Supplementary software” of Pinkard et al^13^. and in this paper Supplementary files (Code).

The read density per nucleotide at each position of the tRNAs were computed from the bam files with samtools depth^107^. The density at each position was averaged between the different biological replicates and expressed as a ratio OPC/oligodendrocyte. Downstream data visualization and plotting were performed with R v4.1.1 (R Core Team 2021, https://www.R-project.org/) and RStudio v1.4.1717 (RStudio Team 2021, http://www.rstudio.com/), using ggplot2^108^ and gplots (heatmap.2)^109^.

### tRNA treatments before electrophoresis

For tRNA Northern Blots, the pellet of RNA extracted with Trizol was resuspended in 10 mM sodium acetate buffered with acetic acid at pH 4.5, 1 mM EDTA. The RNA was kept on ice at all times to preserve aminoacylation of the tRNAs, except when submitted to further treatments as follows^110^. 2.5–5 μg of total RNA was used for each individual treatment. For complete deacylation of the tRNAs, the RNA was resuspended in water and Tris-HCl pH 9 was added to a final concentration of 200 mM. The samples were incubated at 37 °C for 40 min. For HCl induced depurination of wybutosine, the RNA was resuspended in water and HCl added to a final concentration of 1.2 mM (pH 2.9) and incubated at 37 °C for 2 h 15 min^68,69^. For Aniline induced chain scission, the RNA was first treated with HCl as above (this step was not performed for control with aniline only), quenched with KOH 0.93 mM, then incubated with an equal volume of 0.5 M aniline (Millipore Sigma, 242284-100 ML) pH 4.5 for 20 min at 60 °C^70^. Following the different treatments as well as for the untreated controls, the samples were then precipitated by adding 1 μL glycoblue, 4 μL NaCl 5 M, 4 μL buffered acetate 1 M and water to a final volume of 200 μL, then 600 uL of 100% ethanol. After precipitation at −20 °C from 1 h to overnight, the samples were centrifuged at 12,000 *g* at 4 °C for 20 min, washed twice with 75% ethanol, and resuspended in 10 mM sodium acetate pH 5.2.

### Acid urea polyacrylamide gel electrophoresis and Northern blot

We followed the protocol from Köhrer and RajBhandary^54^ to analyze tRNAs by acid urea PAGE. An equal volume of acid urea sample buffer (0.1 M NaOAc pH 5.2, 8 M urea, 0.05% bromophenol blue, 0.05% xylene cyanol) was added to 2 μg of the RNA samples resuspended in sodium acetate as described above. The samples were kept cold and ran on acid urea gels (6.5% polyacrylamide 19:1, 0.1 M NaOAc pH 5.2, 8 M urea; 0.4 mm × 20 cm × 30 cm), in 0.1 M NaOAc pH 5.2, at 280 V for 14 to 17 h, at 4 °C. The samples were then transferred to Hybond-N membranes (Fisher, RPN303N) in 1X transfer buffer (40 mM Tris-HCl pH 8, 2 mM Na_2_EDTA) at 15 V for 4.5 h at 4 °C. The RNA was crosslinked to the membrane twice at 140 mJ/cm2, then washed for 1 h at 65 °C in 0.1 X SSC/0.1% SDS. The blots were pre-hybridized either in 6X SSC, 10X Denhardt’s, 0.1% SDS at 42 °C for short oligomer probes (∼20 nt), or in 2X SSC, 10X Denhardt’s, 0.1% SDS at 60 °C for whole tRNA probes (∼73 nt). They were incubated in the same buffer/temperature overnight with probes that were end-labelled with ɣ−32P-ATP using T4 Polynucleotide Kinase (Supplementary Table 1). Short probes were washed with 6X SSC, 0.1% SDS twice at room temperature for 15 min, then once at 50 °C for 20 min. Full-length probes were washed twice at room temperature for 15 min with 2X SSC, 0.1% SDS, then once at 65 °C for 45 min in 0.5X SSC, 0.1% SDS. Blots were exposed on a storage phosphor screen for 1 h to overnight. Signal was read using an Amersham Typhoon 5 laser-scanner platform (Cytiva). Quantitation of phosphorimager signal was performed using ImageQuant (Molecular Dynamics; version 5.2) and Image Lab (Biorad) softwares. Further data visualization and plotting were performed in R using ggplot2.

### Yeast strains, growth conditions and RNA extraction

The genotypes of the *Saccharomyces cerevisiae* strains used in this study are listed in Supplementary Table 1. Strains are based on BY4741. Cells were grown in Yeast extract-Peptone-Dextrose media at 24 °C. They were collected at mid-log phase (3 × 10^7^ cells. mL^−1^). Cell pellets were vortexed in Trizol reagent (1 mL per 50 mL yeast culture) with glass beads, for 5 min, then incubated at room temperature for 5 min. They were vortexed again for 5 min after addition of 200 uL chloroform, then processed the same as described above for mammalian cells.

### LC-MS/MS quantitative analysis

Quantification of mcm^5^U, mcm^5^s^2^U and m^1^A was performed by the RNA Epitranscriptomics & Proteomics Resource at the University at Albany. Small RNA was purified using the RNA Clean and concentrator Kit (R1015, Zymo research), following the manufacturer’s protocol for purification of small and large RNAs into separate fractions. 500 ng were adjusted with 10 μL water followed by digestion to nucleosides using the Nucleoside Digestion Mix (NEB, M0649S) for 1 h at 37 °C. The resulting nucleoside mixtures were then reconstituted to 100 μL using 0.01% formic acid. LC-MS/MS analysis was performed with a Waters I-Class UPLC conFig.d with triple quadrupole mass spectrometer Waters Xevo TQ-S equipped with step-way technology and an ESI-source maintained at 500 °C, capillary voltage of 0.95 kV and extraction cone of 18 V. Modified nucleoside standards were used to obtain calibration curves: a method to extract peak areas from raw data to allow quantification was developed using a combination of instrument manufactures software suites: MassLynx 4.1 and TargetLynx (Waters). This allowed extraction of information to produce calibration curves and quantify the concentration of each nucleoside. The Waters software program was applied to find optimal collision energy parameters for the signature daughter ions. The concentration of each nucleoside were used to further normalize the levels of mcm^5^U and mcm^5^s^2^U to the levels of m^1^A for each sample, and averaged between two biological replicates of OPCs and two of oligodendrocytes (using the R package Rmisc). Further data visualization and plotting were performed in R using ggplot2.

### APM polyacrylamide gel electrophoresis

RNA resuspended in water was diluted in formamide loading dye and run on gels 6.5% polyacrylamide 19:1, 1X TBE, 8 M urea (0.4 mm × 20 cm × 30 cm) containing 50 ug/mL APM ([(*N*-acryloylamino)phenyl]mercuric chloride, Toronto Research Chemicals, A191380), at 200 V for 14 h in 1X TBE. The samples were then transferred and the blots probed as described above for acid-urea PAGE.

### Data processing of the cortex-purified cells RNA-Seq

FPKM values from^111^ were downloaded from the Gene Expression Omnibus (GEO) repository GSE52564. They were processed using heatmap.2 from the gplots package and ggplot2 in R. Differential expression was assessed with the *limma*-trend approach (linear modelling and eBayes statistics) of the Bioconductor *limma* package, that can be used with CPM values^74^.

### Western blots analysis

OPCs were seeded into 10 cm dishes at 2 million cells per dish for OPCs, 5 million cells per dish in oligodendrocyte media for oligodendrocytes, or 4 million cells per dish in astrocyte media for astrocytes. After 3 days, media was removed and cells were lysed on the plate by adding 400 uL of lysis buffer (50 mM HEPES, pH 7.5, 150 mM KCl, 2 mM EDTA, 1 mM NaF, 0.5% v/v NP40, 0.5 mM DTT, 1X Halt protease inhibitor cocktail (Thermo Fisher scientific, 78430)) per plate, on ice, and scraping the cells off. After transfer to a microfuge tube and incubation on ice for 20 min, the lysate was triturated 12 times through a 25 G needle then cleared at 16,000 × g for 10 min at 4 °C. Protein concentrations were measured by Bradford assay. 20 ug of total protein was run on a 10% polyacrylamide-SDS gel and transferred to PVDF membrane. The blots were blocked with 5% milk in TBS-Tween, and incubated overnight at 4 °C in TBS-Tween + 5% milk with the following antibodies: anti-TYW3 (1:1,000, MyBioSource, MBS150652), anti-ELP1 (1:250, Millipore Sigma, SAB2701068), anti-ELP3 (1:2,000, Abcam, ab190907) or anti-beta-actin (1:5,000, Abcam, ab6276). After three washes in TBS-Tween, they were incubated for 2 h at room temperature with secondary antibodies (anti-Mouse IgG,1:5,000, Abcam, ab216772, or anti-Rabbit IgG, 1:5,000, Abcam, ab216777) in TBS-Tween + 5% milk, washed three times, and the fluorescence signal was read using an Amersham Typhoon 5 laser-scanner platform (Cytiva). Quantitation of the signal was performed with Image Lab (Biorad) software, and the result expressed as a normalization to beta-actin signal, for two biological replicates of each cell type. Further data visualization and plotting were performed using ggplot2 in R^108^.

### Global half-life analysis by 5-EU-Seq

RNA decay analyses were performed in OPCs an oligodendrocytes by an integrated approach combining metabolic labeling with 5-ethynyluridine (5-EU) (Thermo Fisher Scientific, Click-iT nascent RNA capture kit, C10365) and next-generation sequencing library preparation (^112^, see below), as in ref. 5. OPCs were seeded into six 10 cm dishes at 2 million cells each for OPCs, or into five 10 cm dishes at 5 million cells each in oligodendrocyte differentiation media for oligodendrocytes. Cells were pulse-labelled with 0.2 mM of 5-EU after 40 h. After 24 h of incorporation (64 h after seeding), one plate for each cell type was collected as the 0 h time-point, as well as an extra plate for OPCs to use as a control without biotinylation. For the other plates, 5-EU was chased by replacing the media and adding 5 mM of uridine. Cells were collected in 2 mL Trizol at the following time-points: 1 h, 2 h, 4 h and 6 h of chase. RNA was extracted following the Trizol extraction protocol and resuspended in water. 4 ng of in vitro-labelled spike-in was added to 8 μg of each RNA sample, and the samples were treated with 2U of Turbo DNAse (Thermo Fisher Scientific, AM2238) for 30 min at 37 °C. The spike-in mix consisted of partial RNA sequences of *B*.*subtilis* LYSa and firefly luciferase transcripts, of which the gene sequences were cloned into pBluescript SK + plasmid (pJC879 and pJC880, respectively) and transcribed using T7 RNA polymerase (HiScribe kit, NEB E2040S) and 2 mM of 5-EUTP (Abcam, ab146744). After DNAse treatment, NaOAc pH 5.2 was added to a final concentration of 0.3 M and RNA isolated with phenol-chloroform. RNA was precipitated with sodium acetate and 100% ethanol at −20 °C, then spun down at 16,000 × *g* for 30 min at 4 °C, washed twice with 75% ethanol and resuspended in water. Samples were depleted of ribosomal RNAs (rRNA) using Illumina Ribo-Zero Gold rRNA removal kit (MRZG12324), then purified using the RNA Clean and concentrator Kit (R1015, Zymo research). RNA was fragmented by alkaline treatment at 95 °C for 20 min (NaCO3 pH9.2 50 mM final, EDTA 1 mM final). The reaction was stopped on ice by addition of 0.3 M NaOAc pH 5.2, 2 μL glycoblue and 500 μL water. RNA was precipitated with isopropanol, spun at 16,000 × g for 30 min at 4 °C, washed with 75% ethanol and resuspended in 15.75 μL of water. Biotinylation of the 5-EU labelled RNA was performed following the Click-iT nascent RNA capture kit protocol, using 0.5 mM biotin azide (biotin azide was omitted in the control sample), and precipitated at −80 °C overnight. The samples were then purified on Novex denaturing polyacrylamide gels (TBE-urea 15% polyacrylamide, Thermo Fisher Scientific) ran at 200 V, excising RNA between 20 and 70 nucleotides (RNA markers of 26, 34, and 70 nt were used as size control). After extraction from the gel with 500 μL of RNA gel extraction buffer (300 mM NaOAc pH5.2, 1 mM EDTA, 0.25% (w/v) SDS) on a rotator at room temperature overnight, samples were spun through a microfuge spin filter (VWR 29442-752), precipitated with isopropanol, and resuspended in 10 μL of 10 mM Tris-HCL pH 8. Pull-down of the biotinylated RNA was performed following the Click-iT nascent RNA capture kit protocol, using 50 μL of C1 myOne streptavidin beads (Thermo Fisher Scientific) per reaction in a total volume of 300 μL, for 30 min at room temperature, and washed 8 times with 500 μL wash buffer (Click-iT kit, C10365). The beads were then resuspended in 10 μL of wash buffer from the kit and the RNA was dephosphorylated on the beads by adding 10 μL of 10 mM Tris-HCL pH 8 and 20 μL of water, denaturing at 80 °C for 90 s then incubating for 1 h at 37 °C in a thermomixer at 900 rpm, with 5 μL of 10 X PNK reaction buffer, 1 μL SUPERase-In RNase inhibitor (Thermo Fisher Scientific, AM2694) and 1 μL of T4 polynucleotide kinase (NEB, M0201S). The PNK was inhibited by incubating at 70 °C for 10 min, and the sample washed once with 500 μL Wash buffer 2 from the Click-iT kit before resuspending in 9 μL of 10 mM Tris-HCl pH8. A preadenylylated linker (1 μL of 0.5 μg/μL) (Universal miRNA Cloning Linker, NEB, S1315S) was then ligated after a brief denaturation of 90 s at 80 °C, with T4 truncated RNA ligase 2 (T4 Rnl2(tr), M0242L, NEB), for 2 h at 24 °C then overnight at 16 °C, shaking at 900 rpm to avoid the beads from pelleting down. The next day, the samples were washed with 500 μL wash buffer 1 then 500 μL wash buffer 2 and resuspended in 10 μL of 10 mM Tris-HCl pH8. Reverse transcription was performed on the beads with 2 μL of 1.25 μM of reverse transcription primer oJC3453^112^ and Superscript III, incubating at 50 °C at 900 rpm for 1 h. The cDNA was then eluted from the beads by heating at 90 °C for 8 min, mixing at 1200 rpm, and immediately collected from the beads. After isopropanol precipitation, the cDNAs were purified on a 15% denaturing polyacrylamide gel as described above, excising the product above the unextended reverse transcription primer. After extraction from the gel overnight (400 μL of DNA gel extraction buffer: 300 mM NaCl, 10 mM Tris-HCl pH8, 1 mM EDTA) and isopropanol precipitation, the cDNAs were circularized with CircLigase (Epicenter, CL4115K) for 1 h at 60 °C. A tenth of the circularized cDNA was used for each 20 μL PCR amplification reaction (0.2 μL of Phusion polymerase (NEB, M0530L), 0.2 mM dNTPs and 0.5 μM forward and reverse library primers (different indexing reverse primers to multiplex samples, see Supplementary Table 1). After checking the libraries obtained at 12, 14, 16 cycles (1 min initial denaturation at 98 °C, then cycles of 20 s at 98 °C, 20 s at 65 °C and 20 s at 72 °C), the rest of the cDNA was used in 7 individual PCR reactions of 14 or 16 cycles, and separated by 8% non-denaturing PAGE, then excised from the gel (avoiding any lower product band derived from unextended reverse transcription primer). The libraries corresponding to the same sample were pooled together in a total of 15 μL of 10 mM Tris-HCl pH 8, and sequenced on an Illumina HiSeq 2500 using single read 76 cycles runs.

### Reporter assay

The EF.CMV.RFP construct, a dual EF1a/CMV promoter plasmid expressing RFP under the CMV promoter, was used to make dual GFP/RFP reporters. EF.CMV.RFP was a gift from Linzhao Cheng obtained from Addgene (Addgene plasmid # 17619; http://n2t.net/addgene:17619; RRID:Addgene_17619)^113^. This plasmid was linearized with EcoRV. Gene blocks (IDT) of eGFP sequence (oJC4794), eGFP with synonymous substitutions of Lys and Phe codons (oJC4795) and eGFP with synonymous substitutions to all possible oligodendrocyte non-optimal codons (oJC4803) sequences were designed with overhangs for insertion after EF1a promoter at EcoRV restriction site in EF.CMV.RFP. These were inserted into EF.CMV.RFP by Gibson assembly, using 0.05 pmol of vector and 0.1 pmol of each insert oJC4794, oJC4795 and oJC4803, to give plasmids pJC1191, pJC1192 and pJC1196, respectively (Supplementary Table 1). 5 μg of each plasmid were electroporated into 5 million OPCs, which were then plated into six-well plates at 1 million cells/plate, and grown in oligodendrocyte differentiation media. GFP and RFP fluorescence were checked by microscopy and cells collected into Trizol after 3 days. RNA was extracted as described above, DNase treated, and 0.5 μg was reverse transcribed with Superscript III. The cDNA was diluted 50 times and 8 μL was used for every 20 μL reaction with 200 nM of each primer and 1X TB Green Advantage qPCR premix (639676, Takara Bio). Amplification signal was acquired with a StepOne real-time PCR system instrument (Applied Biosciences). For each primer pair (RFP and 5′UTR of eGFP), a standard curve was obtained with 4 samples of a tenfold serial dilution ranging from 1/20 to 1/20,000 of a control cDNA, and used to get the absolute values of each test sample. Relative expression levels between the different GFP reporters were inferred from the ratio of absolute values first normalized to the values of the internal control RFP. Each reaction was performed in technical duplicates or triplicates (and negative control included RFP-only expressing plasmid).

### Ribosome profiling and RNA-Seq experiments

Ribosome profiling and parallel RNA-Seq were performed similarly to^112^. OPCs were seeded into six 15 cm dishes at 5 million cells each for OPCs, or into six 15 cm dishes at 12.5 million cells each in oligodendrocyte differentiation media for oligodendrocytes. After 3 days, the media was removed and the cells flash-frozen over a thin layer of liquid nitrogen. The cells were scraped off on ice in 2X lysis buffer (20 mM Tris-HCl pH7.5, 10 mM MgCl2, 200 mM KCl, 2% Triton X-100, 2 mM DTT, 100 ug/mL emetine (Abcam, ab141478), 1000 U/mL RNAsin (Promega, N2111)), pooling the different plates’ lysates from the same cell type. The lysates were sheared ten times with a 22-gauge needle then ten times with a 25-gauge needle, then cleared from nuclei by spinning at 20,000 × g for 10 min at 4 °C with a TLA120.2 rotor. For total RNA-Seq, an aliquot of this input lysate was directly precipitated without nuclease digestion. Different nucleases have been used to generate ribosome-protected fragments^81,114^. Treatments with RNase I, even for a very short period of time, led to an important loss of the monosomes peak, presumably due to rRNA degradation, while MNase treatment preserved the monosome integrity (Supplementary Fig. 7a). To generate the footprints samples, 3 OD_260_ were thus treated with 360 units of MNase (Roche/Sigma, 10107921001) with 5 mM CaCl2 on a nutator, at room temperature for 30 min, then quenched with 10 mM EGTA and 5 uL SUPERase-In. The resulting lysates were loaded onto 15-45% (w/w) sucrose density gradients generated by a Biocomp Gradient Master in gradient buffer (in 50 mM Tris-Acetate pH 7, 50 mM NH_4_Cl, 12 mM MgCl_2_, 1 mM DTT), and centrifuged in SW41Ti rotor for 2 h and 26 min at 41,000 rpm (288,000 × g) and 4 °C. Fractionation was performed with a Brandel Fractionation System and an Isco UA-6 ultraviolet detector. The monosome fractions were precipitated overnight at −80 °C using 2 volumes 95% ethanol, and both monosome and total input samples were pelleted at 16,000 × g for 30 min at 4 °C and washed with 75% ethanol. RNA was isolated by two phenol chloroform extractions and precipitated with one-tenth volume of 7.5 M ammonium acetate and 2 volumes 95% ethanol. RNA pellets were recovered by centrifugation at 16,000 x *g* for 30 min. Total RNA samples for RNA-Seq were treated with 2U of DNAse I at 37 °C for 30 min, then phenol chloroform extracted and precipitated. 5 μg of DNase treated total RNA or footprint RNA were depleted of rRNAs, then purified using the RNA Clean and concentrator Kit. Total RNA samples were fragmented by alkaline treatment to obtain RNA sizes similar to the footprints samples, at 95 °C for 35 min, and the reaction was stopped on ice by addition of 0.3 M NaOAc pH 5.2, 2 μL glycoblue and 500 μL water before precipitation with isopropanol. The next steps were similar to the decay RNA library preparation. The samples were purified by TBE-urea 15% PAGE and RNA excised between ~26 and 40 nucleotides (RNA oligomers of 26 and 34 nt were used as size markers). After extraction from the gel, RNA was precipitated with isopropanol and resuspended in 10 mM Tris-HCL pH 8. After dephosphorylation of the RNA with T4 polynucleotide kinase and precipitation, 0.5 μg of preadenylylated linker was ligated with T4 truncated RNA ligase 2. The ligated RNAs were purified by TBE-urea 15% PAGE and excised from the gel as above. Reverse transcription was performed with reverse transcription primer oJC3453 and Superscript III. After RNA hydrolysis with 0.1 N NaOH for 20’ at 98 °C, the cDNAs were precipitated and gel purified. They were circularized with CircLigase, and PCR amplified using Phusion polymerase and the forward and reverse library primers selected for each sample (see Supplementary Table 1). The libraries from the 12 cycles PCR reactions were separated and excised from 8% non-denaturing PAGE, then sequenced on an Illumina HiSeq 2500 using single read 50 cycles runs.

### 5-EU-seq and ribosome profiling reads processing

All library QC, multiplexing, and sequencing was carried out by the Genomics Core Facility of the CWRU School of Medicine’s Genetics and Genome Sciences Department. The raw reads quality was assessed with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were trimmed off the adapter with fastx_clipper (FASTX-Toolkit, http://hannonlab.cshl.edu/fastx_toolkit/) with the options -a CTGTAGGCACCATCAAT -l 18 -n -c -v. Reads were mapped to GRCm38 (mm10) genome using hisat2 v2.1.0^115^ and default parameters with—dta option, then converted into bam format and indexed using samtools v.1.7–2. Sequence annotation gff3 files were generated for the mouse canonical transcripts and coding sequence (CDS) from Gencode vM9 (GRCm38) using an R script from^81^ (https://github.com/rasilab/adarnell_2018). These files included only coding transcripts to filter out rRNA reads. For decay and ribosome density analyses, FPKM were tabulated using stringtie v.1.3.5 and ballgown^116^, annotating reads to transcripts for RNA-Seq and to CDS for ribosome footprints.

### mRNA half-lives and codon to stability correlation coefficient calculation

The raw FPKM numbers at each time-point were normalized to the relative number of reads aligning to the spike-ins (average of reads aligning to Luc and LYSa normalized to the number of total reads). Transcripts with <1 FPKM at time-point 0 and with 0 FPKM at time-point 1 and 2 h were filtered out. Spike-in-normalized FPKM values for each timepoint were further normalized to the 0 h value, and half-lives were estimated by fitting a least absolute deviations regression model to an exponential decay equation as in ref. 6, using solver in excel. Estimated half-lives longer than 6 h were set up at ≥6 h as the experiment didn’t include further time-points. Further data visualization and plotting were performed using ggplot2 in R^108^.

The CDSs of the canonical mouse transcripts were filtered to keep sequences starting with “ATG”, and half-life datasets were filtered to obtain half-lives > 0. Codon occurrences for each sequence were obtained using the oligonucleotideFrequency function in the Biostrings R package^117^ with width = 3, step = 3, as.prob = TRUE to normalize to transcript length. CSCs were calculated as the Pearson correlation coefficient between transcript half-life and codon frequency for all 61 non-stop codons using the cor.test function in the R stats package with method = “pearson” (Supplementary Software).

### Ribosome profiling quality controls and pausing scores

Most quality controls (read counts mapping to rRNA, read length distribution, read density around start and stop codons) were performed and plotted in R as in ref. 81 (https://github.com/rasilab/adarnell_2018). The fraction of reads mapping to rRNA was inferred using bowtie2 and a fasta file of mouse rRNA sequences (mm10) downloaded from NCBI. Footprints lengths were calculated from the bam files using the function readGAlignments in GenomicAlignments package^118^. Read density around the start and stop codons were inferred using the function mapToTranscripts from the R GenomicFeatures package^118^ and our annotation file for mouse canonical transcripts (see above). To get the fraction of reads mapping to CDS or UTRs, we used the Rsubread package’s featureCounts function^105^ and normalized the coverage on each feature by the feature length. Finally, the read density over each coding frame was calculated and plotted after estimation of the P-site offset from the 3′ end of reads using the R package ribosomeProfilingQC^119^.

Pause scores were calculated as in ref. 81 (https://github.com/rasilab/adarnell_2018) with some minor adaptations. In brief, footprints were trimmed (9 nucleotides from 5′ and 12 nucleotides from 3′) to smooth ribosome density profiles and the reads coverage estimated at each position over canonical CDS. This was normalized to the mean read count for each CDS, filtering out CDS with read densities lower than 1 read per codon. Codons sequences were extracted for each CDS and the normalized read density was computed for each codon in a 50 nucleotides window on either side of all occurrences of that codon. The sum of this 100 nucleotide ribosome density values was then computed for each codon. The values were normalized to the same coverage over each codon window calculated for the total RNA-seq reads processed the same way, to account for position biases in library amplification. Pause scores for biological replicates (two OPCs, two oligodendrocytes) were averaged using the R package Rmisc.

### Gene ontology over-representation analyses

Lists of genes identifiers from the bins of lowest UUU and AAA codon bias were uploaded into Panther Classification system (http://pantherdb.org/)^120,121^. A statistical overrepresentation test was performed over the reference list of all the genes expressed in oligodendrocytes in the decay RNA-Seq, using Fisher’s exact test and False Discovery Rate correction, and the Gene Ontology cellular component annotation dataset^122^.

### Statistical analyses and reproducibility

Statistical tests, replicate descriptions and *p* values are specified in Fig. legends. Data are typically graphed as replicate data points or/and mean ± standard error of the mean (SEM) as detailed in the Fig. legend. The function summarySE of the R package Rmisc was used to calculate the mean and SEM from biological replicates data.

Three biological replicates of OPCs and two biological replicates of oligodendrocytes (differentiated from two of the OPCs replicates), and two biological replicates of WT and *tyw1∆* yeast, were used for tRNA sequencing. Two OPCs and oligodendrocytes replicates were used for the LC-MS/MS analyses. For the large-scale mRNA half-life analysis, three biological replicates of OPCs and two biological replicates of oligodendrocytes (that match two of the OPC replicates) were used. Two OPC replicates and the corresponding differentiated oligodendrocytes generated the ribosome footprints and paralleled RNA-seq samples. DESeq2 analyses performed for the differential expression of modification enzymes in our OPCs and differentiated oligodendrocytes included the RNA-Seq data that matches the ribosome footprints as well as the 0 h time-point from the decay experiment, hence a final pool of five biological replicates for OPCs and four biological replicates for oligodendrocytes.

The RT-PCR from Fig. 1c was repeated three times independently with similar results. The quantified Phe-GAA and Lys-UUU Northern blot analyses from Fig. 2h–i were repeated four times independently with similar results, and Fig. 3a, b were reproduced similarly on three different PAGE using three biological replicates. The HCl experiment in Fig. 3c, e is from two biological replicates of OPCs, oligodendrocytes, and astrocytes. The quantitation of Supplementary Fig. 2 was obtained from independent PAGE of biological replicates, with the exact n indicated in the Fig. The Northern blots in Supplementary Fig. 5b and c were repeated twice independently with similar results. Supplementary Fig. 5d was reproduced independently twice for Glu, Gln and Arg tRNAs.

All statistical tools and softwares are publicly available and listed in the Methods. The R packages dplyr (Kruskal–Wallis)^123^ and ggpubr^124^ were used to assess significance unless it was evaluated as part of an analysis tool (DEseq2, DEXseq, *limma* and Panther). A *p* value < 0.05 was considered significant unless otherwise noted.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Software 1

Reporting Summary

## Data Availability

All datasets generated in this study (QuantM-seq, Decay-Seq, Ribosome profiling) have been deposited in Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under the SuperSeries accession code GSE182811. These include raw Fastq files as well as processed data. The expression dataset from myelinating oligodendrocytes, newly formed oligodendrocytes, whole cortex, OPCs and astrocytes are available in the GEO datatbase under accession code GSE52564. Other datasets are publicly available: GtRNAdb high confidence list of tRNAs for mouse (GRCm38) (http://gtrnadb.ucsc.edu/genomes/eukaryota/Mmusc10/Mmusc10-gene-list.html) and yeast (S288c) (http://gtrnadb.ucsc.edu/genomes/eukaryota/Scere3/Scere3-gene-list.html), hisat2 genome index (GRCm38 genome_tran, https://cloud.biohpc.swmed.edu/index.php/s/grcm38_tran/download), gff3 files for mouse canonical transcripts and coding sequence from Gencode vM9 (https://www.gencodegenes.org/mouse/release_M9.html), and mouse ribosomal RNA sequences from NCBI (https://www.ncbi.nlm.nih.gov/nuccore/). Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay
**Source:** Nat Commun. 2022 Aug 25;13:5003. doi: 10.1038/s41467-022-32766-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay**

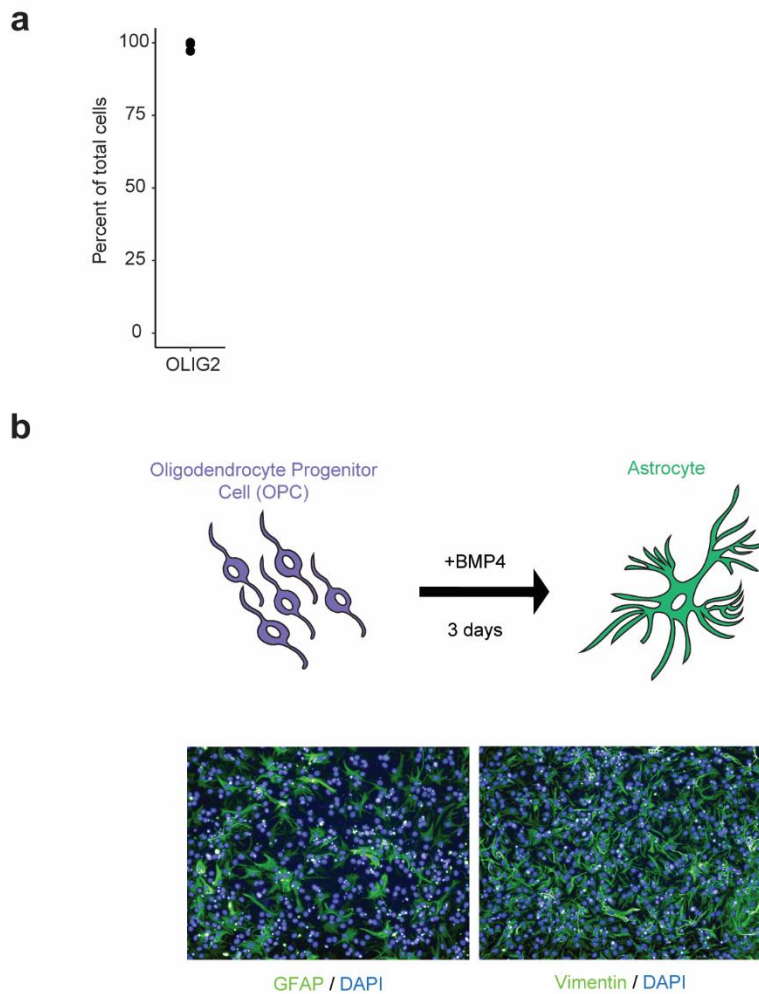

### Supplementary Fig. 1 - Related to Fig. 1. Characterization of the cell culture models

**a** Percent of cells derived from mouse pluripotent stem cells (epiblast) that express the oligodendrocyte lineage marker OLIG2 (n=3 separate wells).

**b** Model of differentiation of OPCs to astrocytes. At 3 days after addition of Bone Morphogenetic Protein 4 (BMP4), the markers of mature astrocytes GFAP and Vimentin are detected by immunocytochemistry.

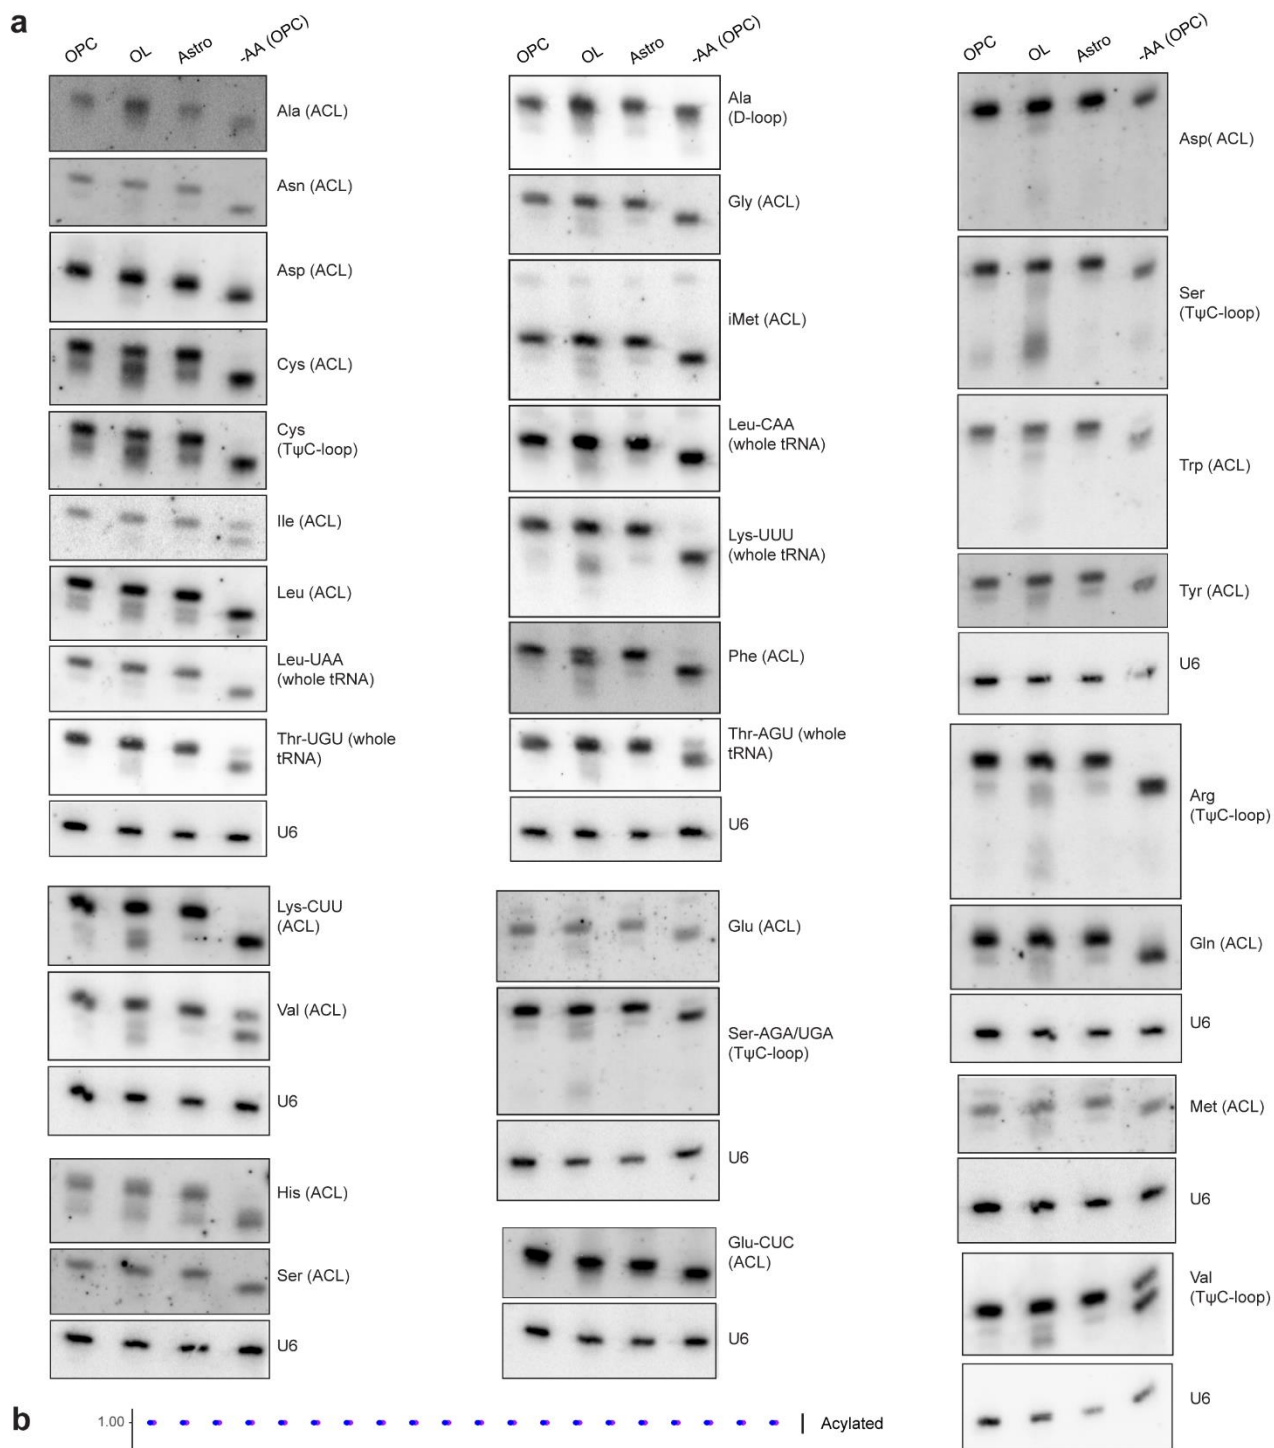

## **Supplementary Fig. 2 - Related to Fig. 1. tRNA charging status between OPCs and oligodendrocytes**

**a** Acid-urea PAGE and Northern Blot analysis of tRNAs in OPCs, oligodendrocytes and astrocytes. tRNAs were detected by radiolabelled probes complementary to sequences in the anticodon loop (ACL), D-loop, T $\psi$ C-loop or the whole tRNA sequence. A control of deacylation (OPC tRNA submitted to alkaline hydrolysis for 40 min) is included (-AA, - Amino Acid). U6 snRNA is probed as a loading control.

**b** Ratio of deacylated tRNA over acylated tRNA in OPCs and oligodendrocytes (OL), as quantified from Northern blot signal (n= number of biologically independent experiments).

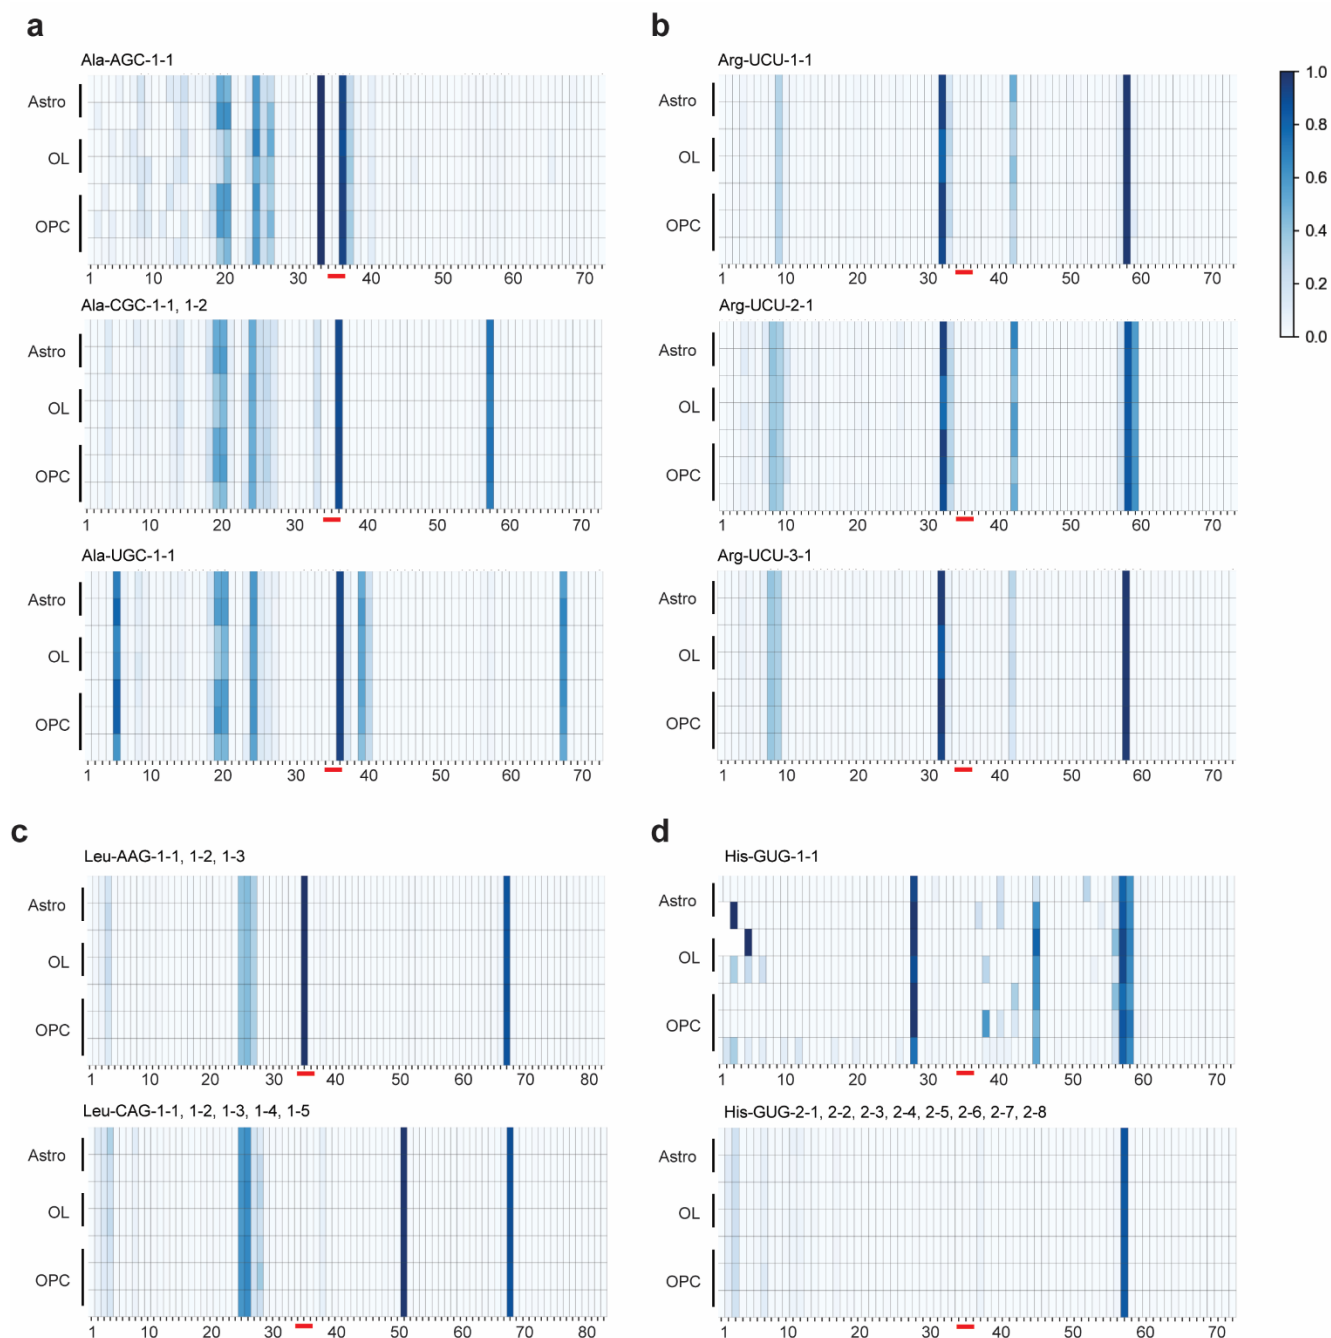

**Supplementary Fig. 3 - Related to Fig. 2. tRNA sequencing distinctions between OPCs and oligodendrocytes**

Heatmaps for different Ala tRNAs (**a**), Arg-UCU isodecoders (**b**), Leu tRNAs (**c**) and His-GUG isodecoders (**d**). Each represents sequencing variant fractions at each tRNA position (x-axis) across OPCs (3 biological replicates), oligodendrocytes (OL, 2 biological replicates) and astrocytes (Astro, 2 biological replicates) (y-axis). The numbers below the plot indicate

nucleotide position, the red line shows the anticodon position (nucleotides 34-36). The color bar indicates the color scale of the frequency of variants.

**a**

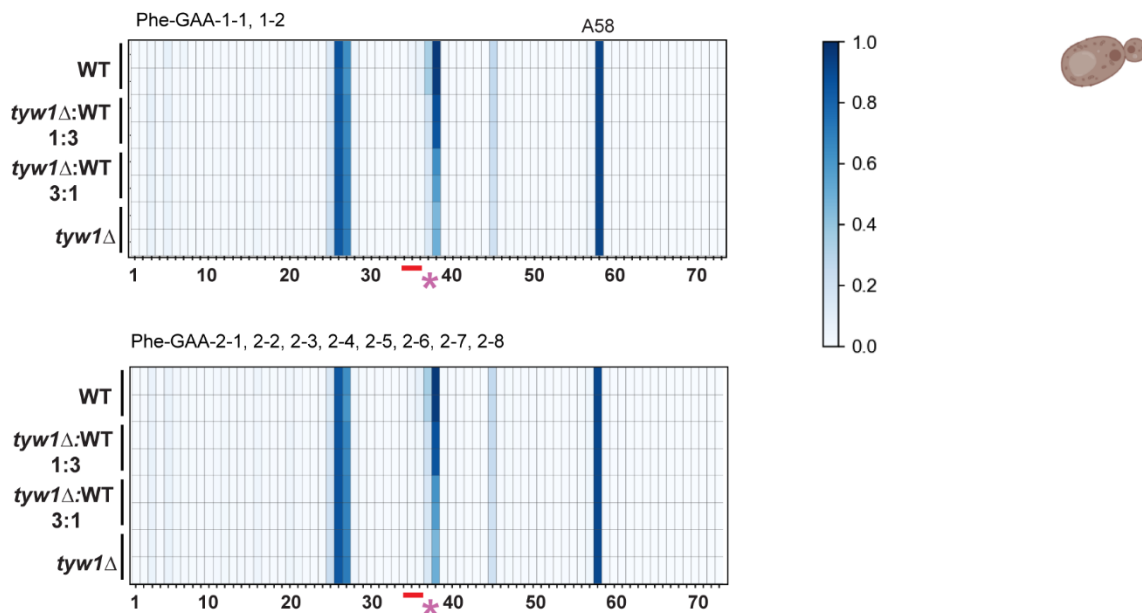

**b**

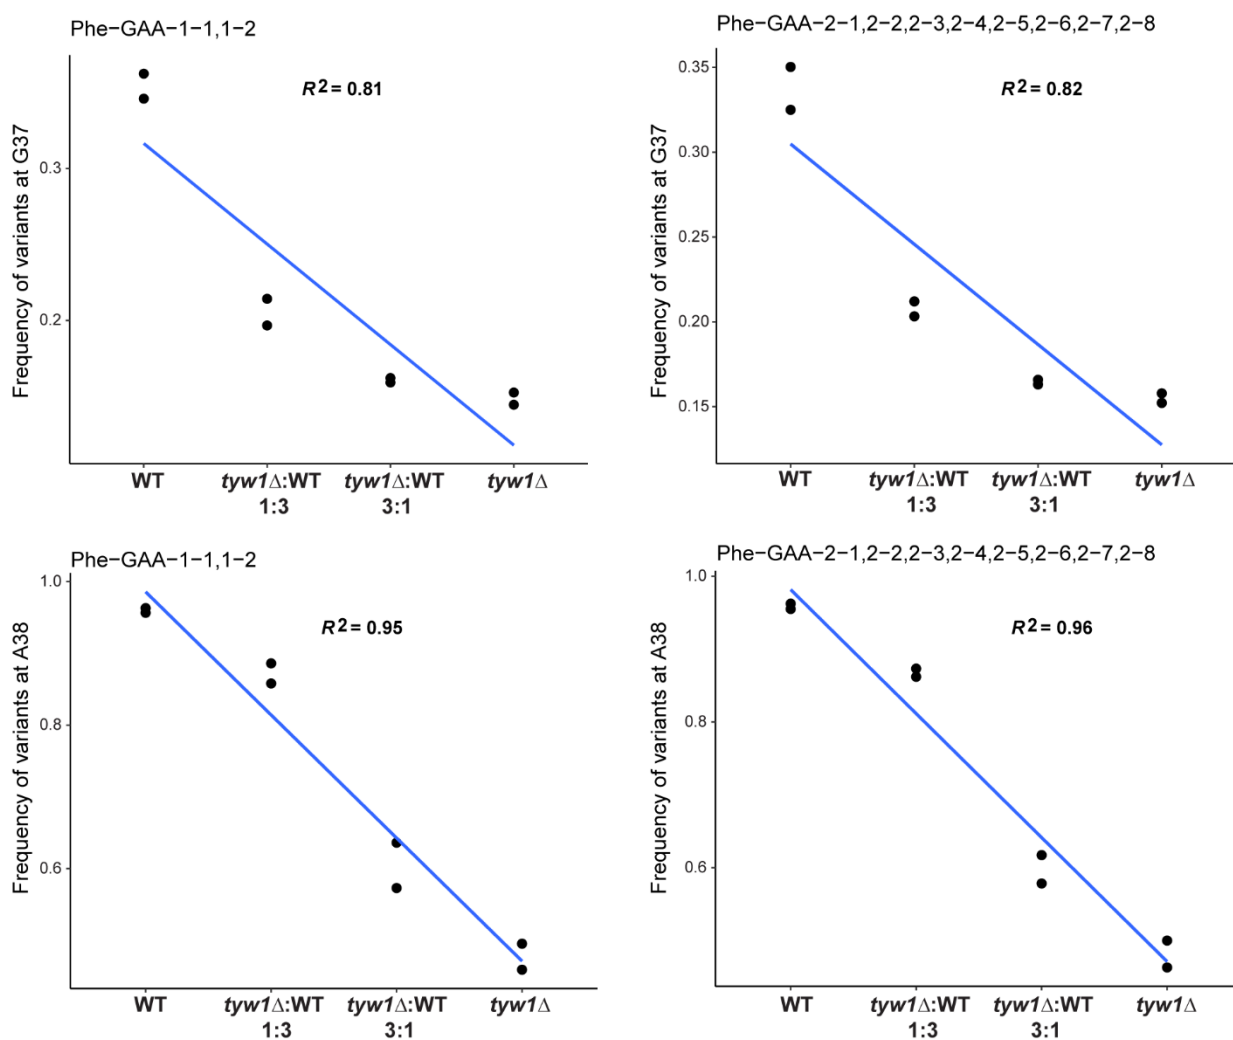

### **Supplementary Fig. 4 - Related to Fig. 2. QuantM-seq to estimate differences in tRNA modifications**

**a** Heatmaps for the different isodecoders of yeast Phe-GAA tRNA, representing sequencing variant fractions at each tRNA position (x-axis) across WT yeast, *TYW1* deletion (*tyw1Δ*, lacking wybutosine at G37) and mixes of *tyw1Δ* and WT RNA (ratio 1:3 and 3:1) (each has 2 biological replicates) (y-axis). The numbers below the plots indicate nucleotide position, the red line shows the anticodon position (nucleotides 34-36), and the asterisk where the variance to the reference is observed (nucleotide 37-38). The color bar indicates the color scale of the variant frequency.

**b** Dot plot of the fraction of variants at position G37 and A38 of Phe-GAA tRNA (isodecoder 1 family, top, and isodecoder 2 family, bottom), in WT yeast, *TYW1* deletion, and mixes of *tyw1Δ* and WT RNA (ratio 1:3 and 3:1) (each has 2 biological replicates). Blue line: linear regression model.

*Budding yeast illustration created with BioRender.com.*

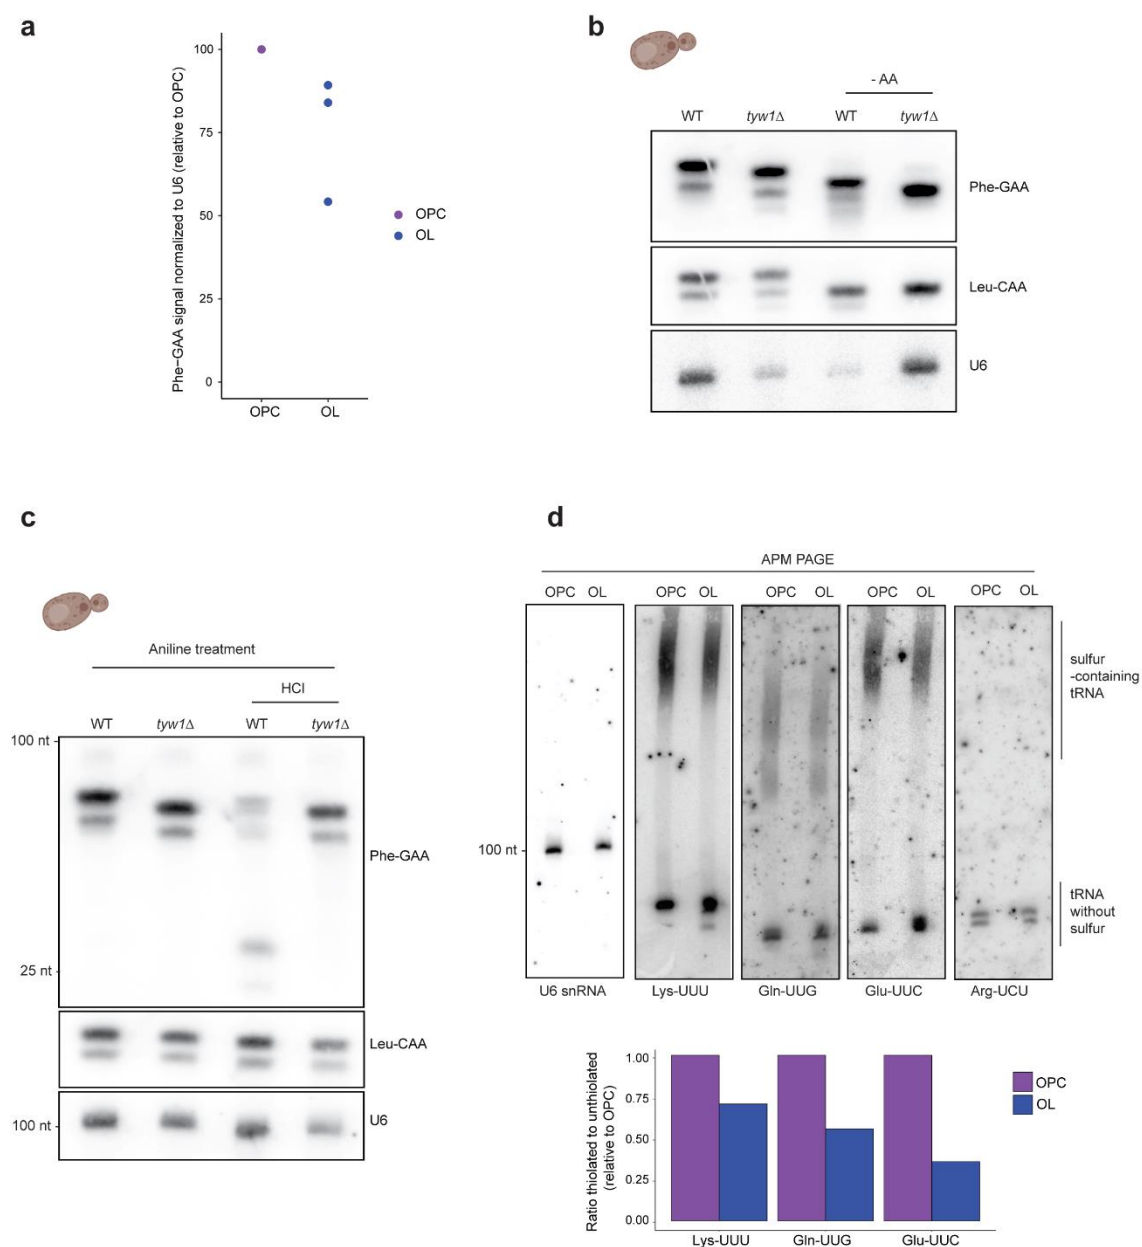

## Supplementary Fig. 5 - Related to Fig. 3. Investigation of tRNA modifications by Northern blot

**a** Quantitation of Phe-GAA tRNA signal from 3 different Northern blots, normalized to the signal of the snRNA U6 used as a loading control, and expressed relative to the signal in OPCs.

**b** Acid-urea PAGE and Northern blot analysis of WT and *TYW1* deletion yeast RNA, with or without alkaline hydrolysis (-AA, deacylation). Phe-GAA and Leu-CAA were detected with a full-length tRNA complementary probe. U6 snRNA is used as a loading control.

**c** Acid-urea PAGE and Northern blot analysis of WT and *TYW1* deletion yeast RNA, submitted to aniline treatment with or without acidic hydrolysis (HCl). Phe-GAA and Leu-CAA were detected with a full-length tRNA complementary probe. U6 snRNA is used as a loading control. nt: nucleotides, molecular weight estimated from bromophenol blue and xylene cyanol signals.

**d** APM/PAGE and Northern blot analysis of OPCs and oligodendrocytes (OL). Lys-UUU tRNA, Gln-UUG and Glu-UUC were detected with a full-length tRNA complementary probe, and Arg-UCU with a probe complementary to the T $\psi$ C-loop. The bar chart is the quantitation of the top band (tRNA with s<sup>2</sup> modification) to the lower band (without s<sup>2</sup> modification) for Lys-UUU, Gln-UUG and Glu-UUC tRNAs in both cell types, relative to OPCs. U6 was used as a loading control as well as a control of RNA without s<sup>2</sup> modification. nt: nucleotides, molecular weight estimated from xylene cyanol dye signal.

*Budding yeast illustration created with BioRender.com.*

**a**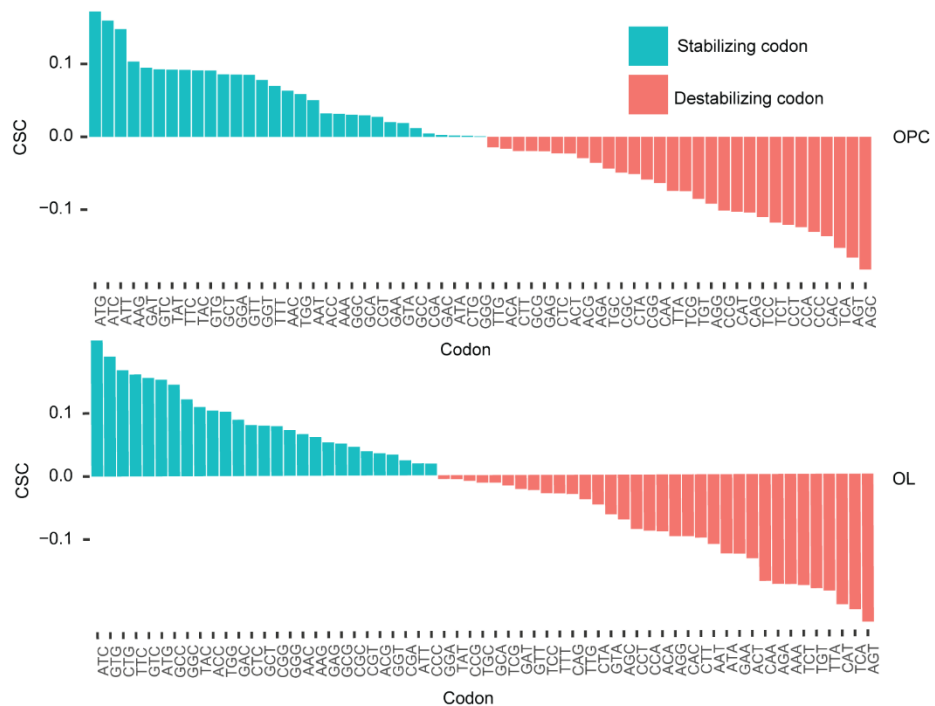**b**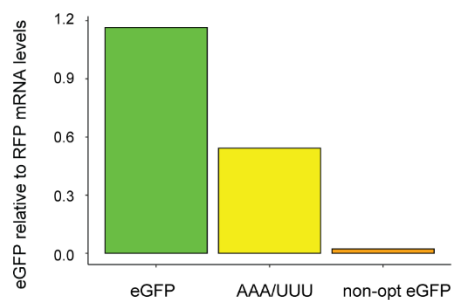**c**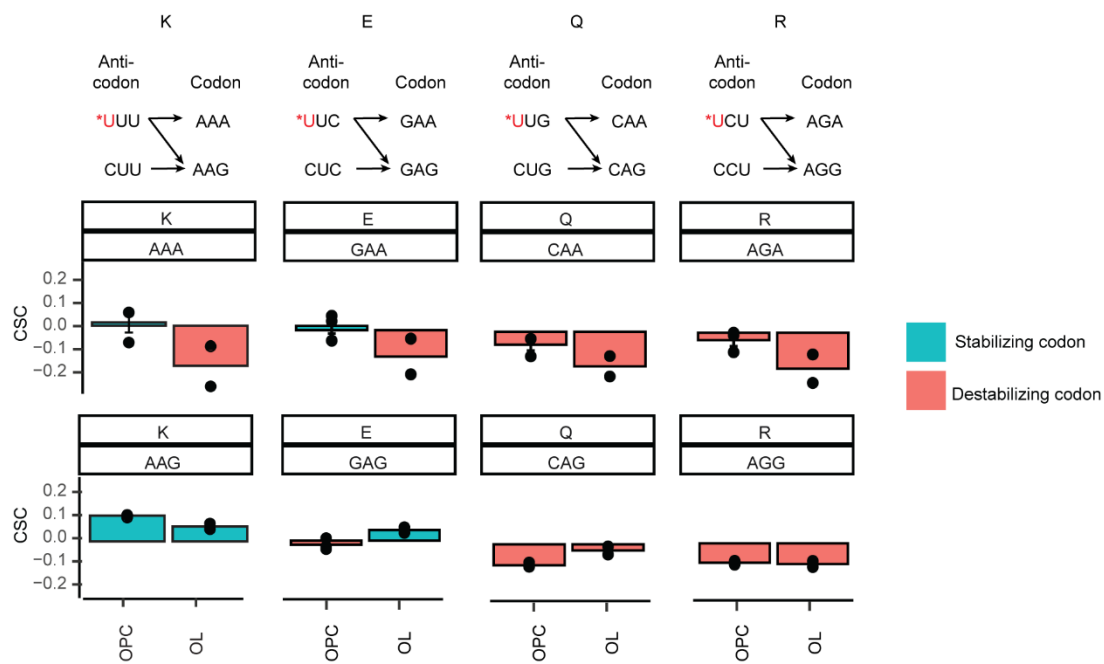

## **Supplementary Fig. 6 - Related to Fig. 5. Effect of codon identity on mRNA stability in oligodendrocytes**

**a** Codon Stabilization Coefficient (CSC) plotted for each codon in OPCs and oligodendrocytes. Tile color represents codons enriched in stable transcripts, and pink represents codons enriched in unstable transcripts.

**b** Expression levels of eGFP mRNA relative to RFP mRNA (RT-qPCR), in oligodendrocytes differentiated from OPCs after electroporation of the following reporters: eGFP: optimal reporter (normal eGFP sequence); AAA/UUU: optimal eGFP with AAG and UUC codons replaced by AAA and UUU, respectively; non-opt eGFP: non-optimal reporter with all optimal codons replaced by non-optimal.

**c** CSC values for the synonymous codons of lysine, glutamate, glutamine and the 2 arginine codons that are decoded by a tRNA bearing a mcm<sup>5</sup>s<sup>2</sup> modification on U<sub>34</sub> in the anticodon, in OPCs and oligodendrocytes. Represented are the values of 3 biological replicates in OPCs and 2 biological replicates in oligodendrocytes (dots), with the mean superposed as a bar (mean +/- SEM for OPCs). Stabilizing codon: codon with a positive CSC value; destabilizing codon: codon with a negative CSC value. Above is a schematic of the tRNA anticodon that can decode each codon, the asterisk and red letter represent mcm<sup>5</sup>s<sup>2</sup>U<sub>34</sub>.

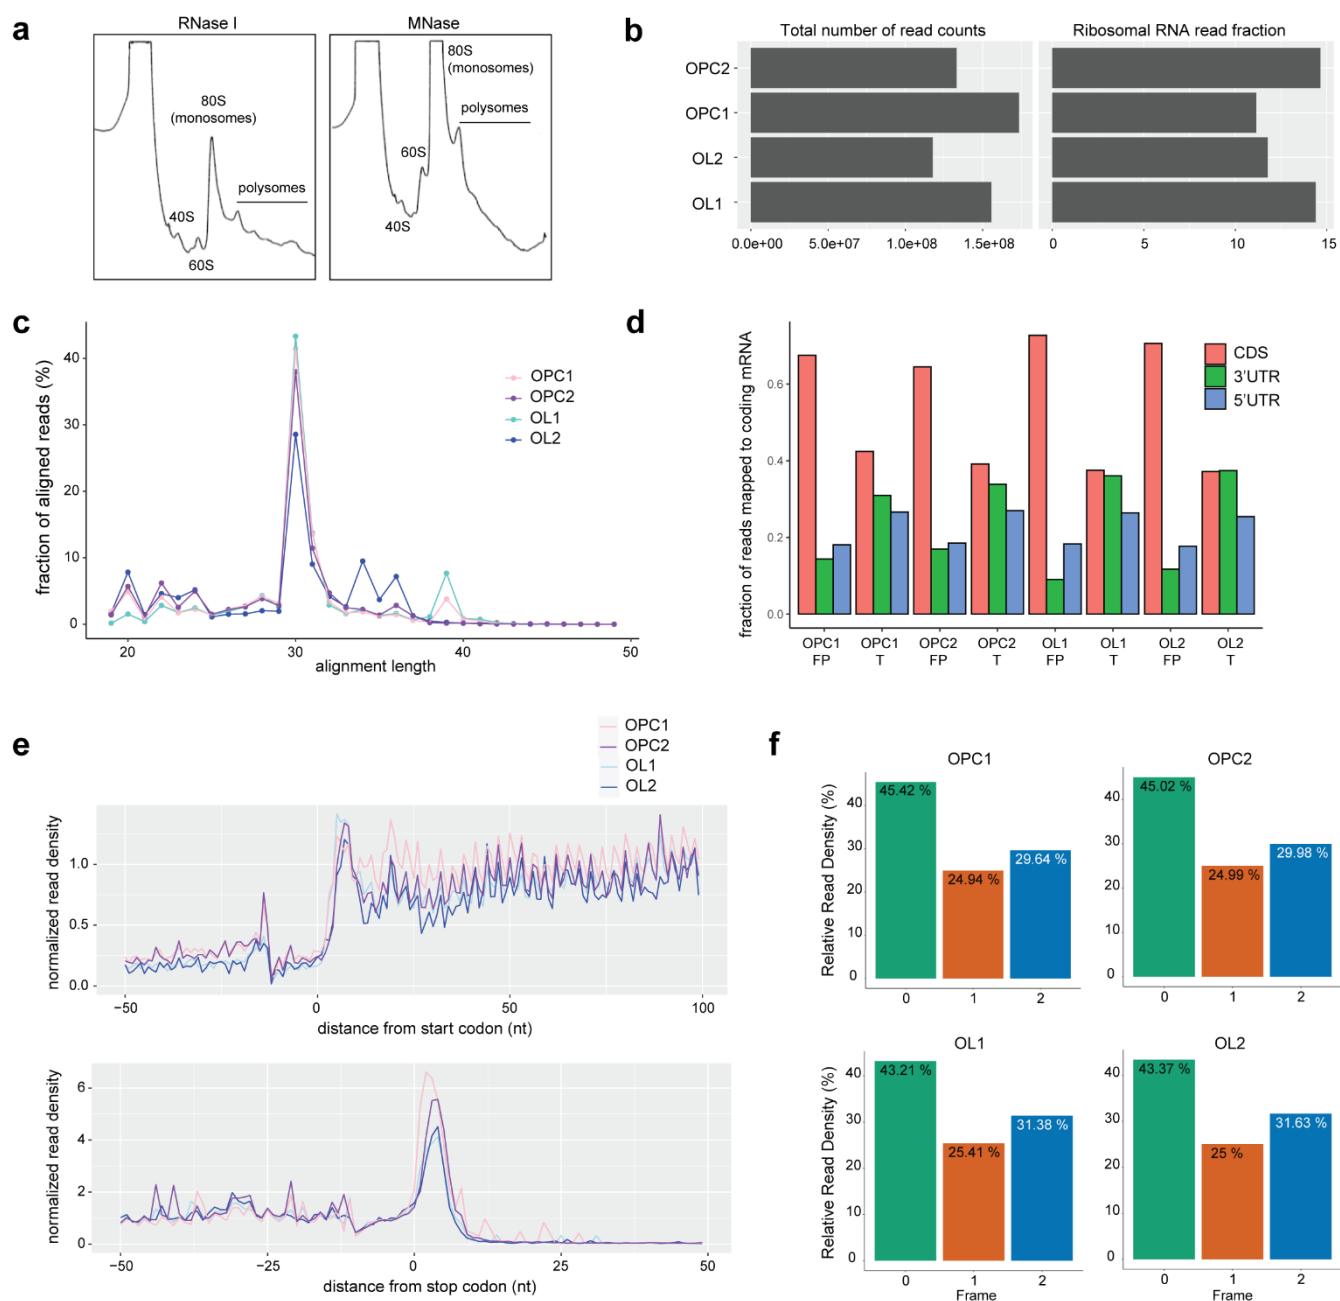

## Supplementary Fig. 7 - Related to Fig. 5. Ribosome profiling quality controls

**a** Polyribosome traces from extracts of OPCs treated with RNase I or MNase (micrococcal nuclease).

**b** Total number of reads and fraction of reads mapping to ribosomal RNA in ribosome footprint samples from OPCs and oligodendrocytes (OL) replicates. 

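The total in panel b counts reads before they are assigned to genes, and its rRNA fraction is the part that aligns to ribosomal RNA left after depletion. These rRNA reads do not enter the footprint FPKM, because the authors annotated only coding transcripts. In the deposited footprint FPKM, 18.7% and 20.5% of the transcripts are listed at 0 in OPC replicates 1 and 2. In oligodendrocyte replicates 1 and 2, 14.7% and 31.1% are listed at 0. The RNA-seq libraries list 9.48% and 14.4% of transcripts at 0 in OPCs and 12.8% and 18.2% in oligodendrocytes.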

1 and 2 are the replicate number.

**c** Read length distribution of the ribosome footprints from the two replicates of OPCs and oligodendrocytes (OL).

**d** Fraction of reads mapping to coding sequences (CDS) and UTRs in each replicate of OPCs and oligodendrocytes (OL) footprints samples (FP) or total input samples not treated with nuclease (T). The coverage on each feature (CDS, UTR) was normalized to the length of this feature.

**e** Genome-wide read density profiles around annotated start (top) and stop codons (bottom) for each replicate of OPCs and oligodendrocytes footprints. nt: nucleotide.

**f** Percentage of reads in each reading frame from the ribosome footprint samples of each replicate of OPCs and oligodendrocytes (ribosomeProfilingQC Bioconductor package).

**a**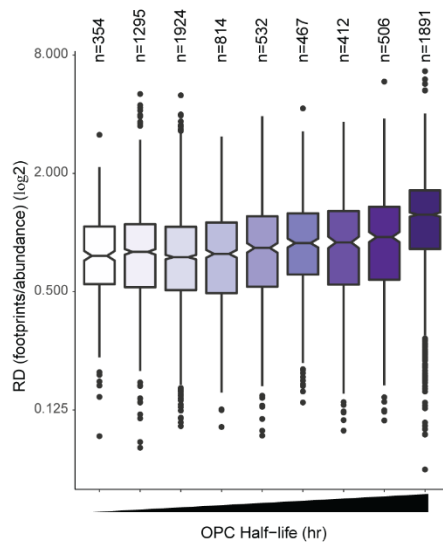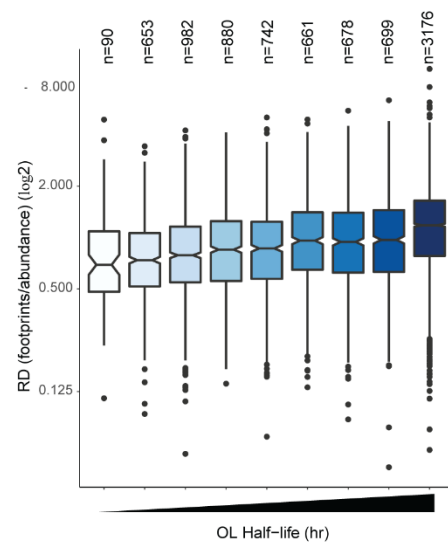**b**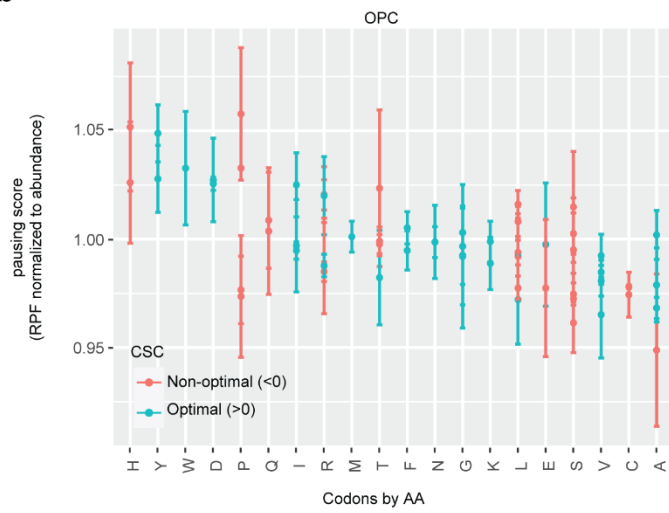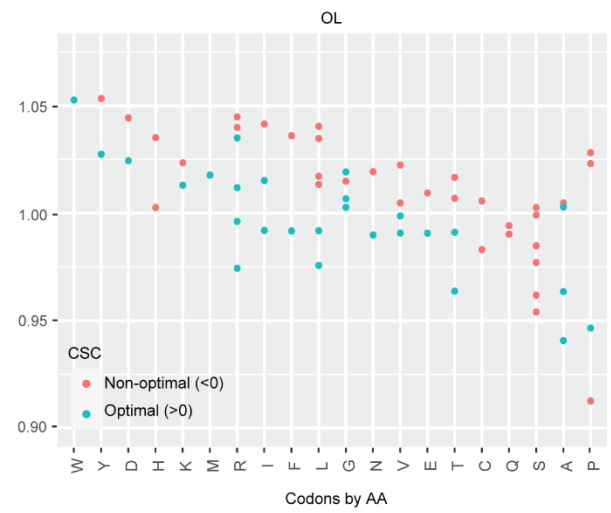**c**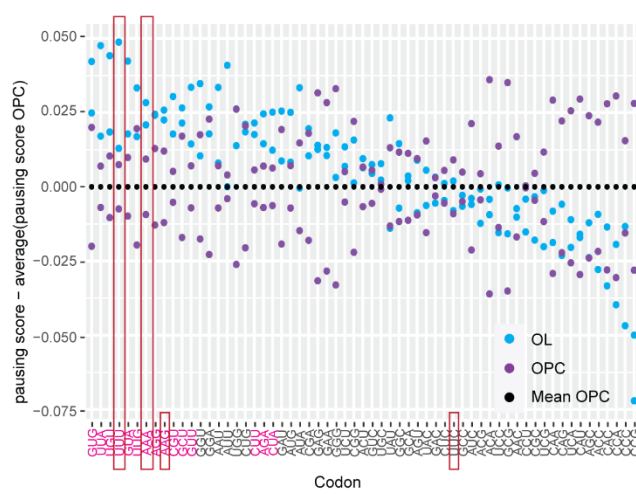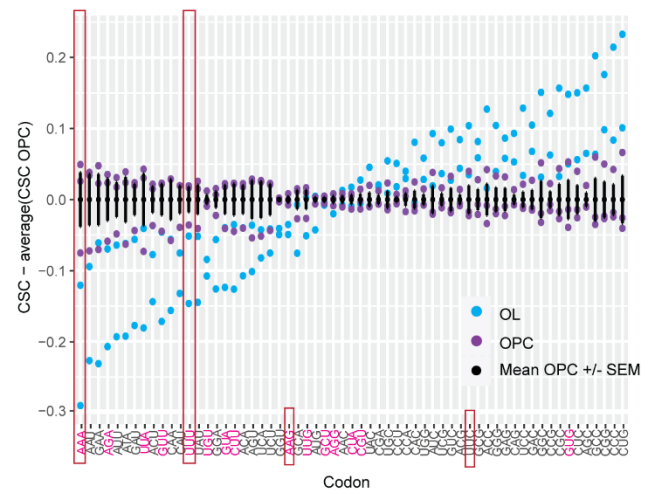

## **Supplementary Fig. 8 - Related to Fig. 5. Ribosome density and mRNA stability in oligodendrocytes**

**a** Boxplot of ribosome density, RD (footprints FPKM normalized to total RNA seq FPKM) binned by increasing half-life, in OPCs (left) and oligodendrocytes (OL) (right). 

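Panel a compares measurements of separate experiments. RD comes from the ribosome profiling and its parallel RNA-seq, and the half-life of each transcript from the loss of RNA labeled with 5-ethynyluridine over a time course. Each box holds the transcripts of a range of half-lives, so a rise of the boxes from left to right means that transcripts with longer half-lives carry more footprints per unit of mRNA. Half-lives were not analysed here, so the RD values of these libraries are given without bins. Footprint FPKM are counted on the CDS and RNA-seq FPKM on the whole transcript, each per kilobase of its own length. From the rise of RD with half-life in both cell types, the paper concludes that translation is correlated with mRNA stability.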

Number of transcripts in bin is indicated above each boxplot. Boxplots display the median with hinges at the 25<sup>th</sup> and 75<sup>th</sup> percentiles and whiskers extending 1.5 times the interquartile range. Both in OPCs and oligodendrocytes,  $p < 2.2 \times 10^{-16}$ , Kruskal-Wallis test.

**b** Ribosome pause scores for each codon in OPCs and oligodendrocytes, represented by amino acid (x-axis). The codons with optimal CSC value are represented by tile dots, non-optimal codons by pink dots. Represented are the means of two biological replicates +/- SEM.

**c** Pausing score and CSC differences between OPCs and oligodendrocytes, represented as the difference between each value and the average value in OPCs. N= 2 independent experiments for OPCs and oligodendrocytes for the pause scores, and n= 3 biological replicates for OPCs and 2 for oligodendrocytes for the CSC values. In black are the mean values for OPCs pausing scores and mean +/- SEM for OPCs CSC values. The codons in pink are the ones for which the differences in pause score from oligodendrocytes to OPCs have the highest positive values. Phenylalanine and lysine codons are highlighted by red rectangles. Oligodendrocytes values are in blue, OPCs in purple.

**Supplementary Table 1. List of oligonucleotides, gene blocks, plasmids and yeast strains used in this paper.**

| <b>Oligonucleotides and gene blocks</b>                                             |                                                                |             |               |
|-------------------------------------------------------------------------------------|----------------------------------------------------------------|-------------|---------------|
| <b>Sequence</b>                                                                     | <b>Description</b>                                             | <b>Name</b> | <b>Source</b> |
| 5'-TGTGCTGTTCTCACACAGAGG-3'                                                         | <i>Cspg4</i> PCR Forward                                       | oJC3322     | This paper    |
| 5'-AGGTGGTGAGGACAGTAGGAG-3'                                                         | <i>Cspg4</i> PCR Reverse                                       | oJC3323     | This paper    |
| 5'-TGCGACTGTTCTGTGGATGT-3'                                                          | <i>Plp1/DM20</i> PCR Forward                                   | oJC3330     | This paper    |
| 5'-GGGCCAAAGCCTCAAGGA-3'                                                            | <i>Gfap</i> PCR Forward                                        | oJC4498     | This paper    |
| 5'-AGAAAGTCTGTACAGGAATGGTGATG-3'                                                    | <i>Gfap</i> PCR Reverse                                        | oJC4499     | This paper    |
| 5'-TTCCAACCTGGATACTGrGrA-3'                                                         | QuantM-seq 5' adapter                                          | oJC4190     | Pinkard, 2020 |
| 5'-TTCCAACCTGGATACTGrGrU-3'                                                         | QuantM-seq 5' adapter                                          | oJC4191     | Pinkard, 2020 |
| 5'-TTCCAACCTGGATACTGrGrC-3'                                                         | QuantM-seq 5' adapter                                          | oJC4192     | Pinkard, 2020 |
| 5'-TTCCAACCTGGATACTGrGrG-3'                                                         | QuantM-seq 5' adapter                                          | oJC4193     | Pinkard, 2020 |
| /5'Phos/GTATCCAGTT-GGAATTCTCGGGTGCCAAGG/3ddC/                                       | QuantM-seq 3' adapter                                          | oJC3385     | Pinkard, 2020 |
| /5'Phos/NNGATCGTCGGACTG-TAGAACTCTGAACGTGT/iSp18/CCTTGG-CACCCGAGAATTCCAACCTGGATAC-3' | QuantM-seq RT primer                                           | oJC4291     | Pinkard, 2020 |
| 5'-AATGATACGGCGACCACCGA-GATCTACACGTTTCAGAGTTCTACAG-TCCGA-3'                         | QuantM-seq PCR primer                                          | oJC4033     | Pinkard, 2020 |
| 5'-CAAGCAGAAGACGGCATAACGA-GAT[BARCODE]GTGACTGGAGTTCCTT-GGCACCCGAGAATTCCA-3'         | QuantM-seq PCR bar-coded primer (Illumina compatible barcodes) |             | Pinkard, 2020 |
| 5'-CCTTTAGATCTTCAGTCTAACGC-3'                                                       | Northern probe Phe-GAA ACL                                     | oJC4189     | This paper    |
| 5'-CGCCCGAACAGGGACTTGAACCCTG-GACCCTCAGATTAAGTCTGATGCTC-TACCGACTGAGCTATCCGGGC-3'     | Northern probe Lys-UUU FL                                      | oJC4370     | This paper    |
| 5'-TGCGTGTCATCCTTGCGCAG-3'                                                          | Northern probe U6                                              | oJC4339     | This paper    |
| 5'-TGCCGAAACCCGGGATCGAAC-CAGGGACCTTTAGATCTTCAGTCTAAC-GCTCTCCCAACTGAGCTATTTCCGGC-3'  | Northern probe Phe-GAA FL                                      | oJC4378     | This paper    |
| 5'-GGAGACTGCGACCTGAACGCAG-3'                                                        | Northern probe Leu-CAG ACL                                     | oJC4188     | This paper    |

|                                                                                      |                                     |         |            |
|--------------------------------------------------------------------------------------|-------------------------------------|---------|------------|
| 5'-CTCCCAACTGAGCTATTTTCGG-3'                                                         | Northern probe Phe-GAA D-loop       | oJC4668 | This paper |
| 5'-AAACCCGGGATCGAACCAGG-3'                                                           | Northern probe Phe-GAA TψC-loop     | oJC4667 | This paper |
| 5'-CTACCGACTGAGCTATCCGG-3'                                                           | Northern probe Lys-UUU D-loop       | oJC4673 | This paper |
| 5'-GAACAGGGACTTGAACCCTG-3'                                                           | Northern probe Lys-UUU TψC-loop     | oJC4672 | This paper |
| 5'-CATGCAAAGCATGCGCTCTAC-3'                                                          | Northern probe Ala ACL              | oJC4335 | This paper |
| 5'-TTCGGTTAACAGCCGAACGC-3'                                                           | Northern probe Asn-GUU ACL          | oJC4277 | This paper |
| 5'-CGCGTGACAGGCGGGGATA-3'                                                            | Northern probe Asp-GUC ACL          | oJC4274 | This paper |
| 5'-CCTCTTGATCTGCAGTCAAA-3'                                                           | Northern probe Cys-GCA ACL          | oJC4119 | This paper |
| 5'-TGGCGTTATTAGCACACGC-3'                                                            | Northern probe Ile-AAU ACL          | oJC4336 | This paper |
| 5'-TACCAGGAGTGGGGTTCTGAACCCAC-GCGGACATATGTCCATT-GGATCTTAAGTCCAAC-GCCTTAACCACTCGGC-3' | Northern probe Leu-UAA FL           | oJC4384 | This paper |
| 5'-AGGCTCTACTGGGATTCTGAACCCAG-GATCTCCTGTTTACAAGA-CAGGCGCTTTAAC-CAACTAAGCCATAGAGCC-3' | Northern probe Thr-UGU FL           | oJC4382 | This paper |
| 5'-CCTGAGATTAAGAGTCTCATGC-3'                                                         | Northern probe Lys-CUU ACL          | oJC4331 | This paper |
| 5'-ACCTTTCGCGTGTGAGGCCGA-3'                                                          | Northern probe Val-CAC/AAC ACL      | oJC4332 | This paper |
| 5'-TGCTGCGGCCACAACGCAGAGTA-3'                                                        | Northern probe His-GUG ACL          | oJC4224 | This paper |
| 5'-CAATGGATTAGCAGTCCATCG-3'                                                          | Northern probe Ser-GCU ACL          | oJC4273 | This paper |
| 5'-CTACCACTGAGCTACATCCC-3'                                                           | Northern probe Ala D-loop           | oJC4674 | This paper |
| 5'-CCGCGTGGCAGGCGAGAAT-3'                                                            | Northern probe Gly-GCC ACL          | oJC4122 | This paper |
| 5'-CTCTGGGTTATGGGCCCAGCACGC-3'                                                       | Northern probe iMet ACL             | oJC3761 | This paper |
| 5'-TGTCAGAAGTGGGATTCTGAACCCAC-GCCTCCATTGGAGACCAGAACTTGAG-TCTGGCGCCTTAGACCACTCGGC-3'  | Northern probe Leu-CAA FL           | oJC4386 | This paper |
| 5'-AGGCCTCGCTGGGATTCTGAACCCAG-GATCTCCTGTTTACTAGA-CAGGCGCTTTAAC-CAGCTAAGCCACGAAGCC-3' | Northern probe Thr-AGU FL           | oJC4385 | This paper |
| 5'-CGCCTGGGTGAAAACCAGGA-3'                                                           | Northern probe Glu-UUC ACL          | oJC4187 | This paper |
| 5'-TAGTCGGCAGGATTCTGAACCTG-3'                                                        | Northern probe Ser-AGA/UGA TψC-loop | oJC4222 | This paper |

|                                                                                                                                      |                                                                   |         |               |
|--------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------|---------|---------------|
| 5'-GGCGGTGAGAGCGCCGAAT-3'                                                                                                            | Northern probe Glu-CUC ACL                                        | oJC4186 | This paper    |
| 5'-TCCCCGTCGGGGAATCGAAC-3'                                                                                                           | Northern probe Asp-GUC TψC-loop                                   | oJC4275 | This paper    |
| 5'-ACGAGGATGGGATTCGAACCCA-3'                                                                                                         | Northern probe Ser-GCU TψC-loop                                   | oJc4223 | This paper    |
| 5'-ACCCCGACGTGATTTGAACAC-3'                                                                                                          | Northern probe Trp TψC-loop                                       | oJC4327 | This paper    |
| 5'-CTACAGTCCTCCGCTCTACC-3'                                                                                                           | Northern probe Tyr-GUA ACL                                        | oJC4276 | This paper    |
| 5'-AGCCAGCCAGGAGTCGAACCT-3'                                                                                                          | Northern probe Arg TψC-loop                                       | oJC4329 | This paper    |
| 5'-GCTGGATTCAGAGTCCAGAG-3'                                                                                                           | Northern probe Gln-CUG/UUG ACL                                    | oJC4337 | This paper    |
| 5'-CTTCAGATTATGAGACTGACGCGC-3'                                                                                                       | Northern probe Met ACL                                            | oJC3762 | This paper    |
| 5'-GTTTCCGCCCCGGTTTCGAAC-3'                                                                                                          | Northern probe Val-CAC/AAC TψC-loop                               | oJC4333 | This paper    |
| 5'-(Phos)-AGATCGGAAGAGCGTCGTG-TAGGGAAAGAGTG-TAGATCTCGGTGGTCGC-(SpC18)-CAC-TCA-(SpC18)-TTCAGAC-GTGTGCTCTTCCGATCTATTGATGGTGCC TACAG-3' | Reverse transcription primer for decay-seq and ribo-seq libraries | oJC3453 | Ingolia, 2012 |
| 5'-AUGUACACGGAGUCGACCCAACGCGA-(Phos)-3'                                                                                              | 26 nt RNA size marker for decay-seq and ribo-seq libraries        | oKB687  | Ingolia, 2012 |
| 5'-AUGUACACGGAGUCGAGCUCAACCCG-CAACGCGA-(Phos)-3'                                                                                     | 34 nt RNA size marker for decay-seq and ribo-seq libraries        | oKB688  | Ingolia, 2012 |
| 5'-AUGUACACGGAGUCGAGCUCAACCCG-CAACGCGAACCGAUCCUAGAGGUCUAG-CAAGAUCGGCCAUGAAU-(Phos)-3'                                                | 70 nt RNA size marker for decay-seq libraries                     | oJC3131 | Forrest, 2020 |
| 5'-AATGATACGGCGACCACCGA-GATCTACAC-3'                                                                                                 | Forward PCR primer for decay-seq and ribo-seq libraries           | oJC4547 | Ingolia, 2012 |
| 5'-CAAGCAGAAGACGGCATAACGAGAT-TGGTCA-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                               | Reverse PCR primer for decay-seq and ribo-seq libraries           | oKB690  | Forrest, 2020 |
| 5'-CAAGCAGAAGACGGCATAACGAGAT-CACTGT-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                               | Reverse PCR primer for decay-seq and ribo-seq libraries           | oKB691  | Forrest, 2020 |
| 5'-CAAGCAGAAGACGGCATAACGAGAT-ATTGGC-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                               | Reverse PCR primer for decay-seq and ribo-seq libraries           | oKB692  | Forrest, 2020 |
| 5'-CAAGCAGAAGACGGCATAACGAGAT-TCAAGT-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                               | Reverse PCR primer for decay-seq and ribo-seq libraries           | oKB693  | Forrest, 2020 |
| 5'-CAAGCAGAAGACGGCATAACGAGAT-CTGATC-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                               | Reverse PCR primer for decay-seq and ribo-seq libraries           | oKB694  | Forrest, 2020 |

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |                                                                                                                   |         |               |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------|---------|---------------|
| 5'-CAAGCAGAAGACGGCATACGAGAT-TACAAG-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Reverse PCR primer for decay-seq and ribo-seq libraries                                                           | oKB695  | Forrest, 2020 |
| 5'-CAAGCAGAAGACGGCATACGAGAT-CGTGAT-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Reverse PCR primer for decay-seq and ribo-seq libraries                                                           | oJC2796 | Forrest, 2020 |
| 5'-CAAGCAGAAGACGGCATACGAGAT-ACATCG-GTGACTGGAGTTCAGAC-GTGTGCTCTTCCG-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Reverse PCR primer for decay-seq and ribo-seq libraries                                                           | oJC2797 | Forrest, 2020 |
| 5'-ccggaattcAGAGGGAATGACATT-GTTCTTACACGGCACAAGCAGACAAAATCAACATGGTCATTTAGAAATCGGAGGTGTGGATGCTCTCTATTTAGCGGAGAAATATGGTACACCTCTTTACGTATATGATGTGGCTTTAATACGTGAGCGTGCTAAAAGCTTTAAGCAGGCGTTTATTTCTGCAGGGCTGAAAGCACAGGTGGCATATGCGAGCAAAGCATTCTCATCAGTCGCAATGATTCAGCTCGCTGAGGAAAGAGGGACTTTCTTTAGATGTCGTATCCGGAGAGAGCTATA-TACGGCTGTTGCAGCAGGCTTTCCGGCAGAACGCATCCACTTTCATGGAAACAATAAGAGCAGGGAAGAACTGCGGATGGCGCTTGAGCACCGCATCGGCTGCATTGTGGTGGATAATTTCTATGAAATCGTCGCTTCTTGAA-GACCTATGTAAAGAAACGGGTCAC-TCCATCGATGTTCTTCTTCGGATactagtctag-3' | Spike-in for decay-seq (gBlock, portion of LYSa gene from B. subtilis (nt 355-834) cloned into pBluescript SK(+)) | oJC3075 | Forrest, 2020 |

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |                                                                                                                                    |                |                          |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------|----------------|--------------------------|
| <p>5'-ccggaattcACGGTGGGAGGTCTATATAA-<br/>GCAGAGCTCTCTGGCTAACTAGA-<br/>GAACCCAC-<br/>TGCTTACTGGCTTATCGAAATTAATACGA<br/>CTCACTATAGGGAGACCCAAGCTTGG-<br/>CATTCCGGTACTGTTGGTAAAGCCAC-<br/>CATGGAAGAC-<br/>GCCAAAAACATAAAGAAAGGCCCGGCGC<br/>CATTCTATCCGCTGGAAGATGGAAC-<br/>CGCTGGAGAGCAACTGCATAAGGC-<br/>TATGAAGAGATAC-<br/>GCCCTGGTTCCTGGAACAATTGCTTTTAC<br/>AGATGCACATATCGAGGTGGACATCAC-<br/>TTACGCTGAG-<br/>TACTTCGAAATGTCCGTTCCGTTGG-<br/>CAGAAAGCTATGAAACGATATGGGCTGAAT<br/>ACAAATCACAGAATCGTCGTATGCAG-<br/>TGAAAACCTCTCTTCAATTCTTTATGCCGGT<br/>GTTGGGCGCGTTATTTATCGGAGTT-<br/>GCAGTTGCGCCCGCGAAC-<br/>GACATTTATAATGAAC-<br/>GTGAATTGCTCAACAGTATGGGCATTTTCG<br/>CAGCCTAC-<br/>CGTGGTGTTCGTTTCCAAAAAGGGGTT-<br/>GCAAAAAATTTTGAACGTGCAAAAAA-<br/>GCTCCCAATCATCCAAAAAATTATTATCAT<br/>GGATTCTAAAACGGATTACCAGGGAT-<br/>TTCAGTCGATGTACAC-<br/>GTTTCGTACATCTCATCTAC-<br/>CTCCCGGTTTTAATGAATACGATTTTGTG<br/>CCAGAGTCCTTCGATAGGGACAAGA-<br/>CAATTGCACTGATCATGAACTCCTCTG-<br/>GATCTACTGGTCTGCCTAAAGGTGTCGCT<br/>CTGCCTCATAGAACTGCCTGCGTGAGAT-<br/>TCTCGCATGCCAGAGATCCTATTTTGG-<br/>CAATCAAATCATTCCGGATACTGCGATTT<br/>TAAGTGTTGTTCCATTCCATCACGGTTTT-<br/>GGAATGTTTACTACACTCGGATATTTGA-<br/>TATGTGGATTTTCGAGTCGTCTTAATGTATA<br/>GATTTGAAGAAGAGCTGTTTCTGAG-<br/>GAGCCTTCAGGATTACAAGATTCactag-<br/>tctag-3'</p> | <p>Spike-in for decay-seq<br/>(gBlock, portion of firefly<br/>luciferase (nt 18 to 997)<br/>cloned into pBluescript<br/>SK(+))</p> | <p>oJC3076</p> | <p>Forrest,<br/>2020</p> |
| <p>5'-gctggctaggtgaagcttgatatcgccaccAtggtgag-<br/>caagggcgaggagctgttcac-<br/>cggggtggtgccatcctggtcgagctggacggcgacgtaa<br/>ac-<br/>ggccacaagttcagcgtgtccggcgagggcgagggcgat<br/>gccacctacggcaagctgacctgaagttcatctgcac-<br/>caccggcaa-<br/>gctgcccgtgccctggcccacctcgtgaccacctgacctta<br/>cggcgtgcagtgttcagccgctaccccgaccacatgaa-<br/>gcagcac-<br/>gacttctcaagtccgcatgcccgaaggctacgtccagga</p>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | <p>gBlock with optimal eGFP<br/>to insert into<br/>EF.CMV.RFP</p>                                                                  | <p>oJC4794</p> | <p>This paper</p>        |

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |                                                                        |                |                   |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------------------------------------------|----------------|-------------------|
| <p>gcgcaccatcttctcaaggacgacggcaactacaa-<br/> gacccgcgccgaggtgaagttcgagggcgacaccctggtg<br/> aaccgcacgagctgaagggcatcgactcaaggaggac-<br/> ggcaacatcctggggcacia-<br/> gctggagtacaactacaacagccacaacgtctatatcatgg<br/> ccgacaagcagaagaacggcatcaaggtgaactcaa-<br/> gatccgccacaacatcgaggacgg-<br/> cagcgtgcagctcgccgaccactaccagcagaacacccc<br/> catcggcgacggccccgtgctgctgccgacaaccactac-<br/> ctgagcaccag-<br/> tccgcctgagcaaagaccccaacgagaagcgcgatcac<br/> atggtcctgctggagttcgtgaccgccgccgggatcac-<br/> tctcggcatggacgagctg-<br/> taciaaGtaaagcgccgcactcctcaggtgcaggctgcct<br/> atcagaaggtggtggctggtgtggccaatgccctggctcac<br/> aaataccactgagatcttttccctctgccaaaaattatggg-<br/> gacatcatgaagcccctt-<br/> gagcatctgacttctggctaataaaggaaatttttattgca<br/> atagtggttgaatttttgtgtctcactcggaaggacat-<br/> atgggagatatcgaattcctgcagcccta-3'</p>                                                                                                                                                                                                                                                                                                                                                                                                        |                                                                        |                |                   |
| <p>5'-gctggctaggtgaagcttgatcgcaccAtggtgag-<br/> taaaggagaagaacttttacag-<br/> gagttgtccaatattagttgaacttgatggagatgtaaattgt<br/> caciaaatttagcg-<br/> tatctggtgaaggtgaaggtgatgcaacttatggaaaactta<br/> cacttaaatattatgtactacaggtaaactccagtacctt-<br/> ggcctacattagttacta-<br/> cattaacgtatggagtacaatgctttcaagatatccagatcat<br/> atgaaacaacacgat-<br/> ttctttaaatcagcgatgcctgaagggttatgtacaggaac-<br/> gaacaa-<br/> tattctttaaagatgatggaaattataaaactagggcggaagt<br/> taaatttgaaggtgatacacttgtaa-<br/> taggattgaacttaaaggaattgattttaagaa-<br/> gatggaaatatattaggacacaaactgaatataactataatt<br/> ctcacaatgtatatattatggcaga-<br/> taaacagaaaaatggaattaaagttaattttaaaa-<br/> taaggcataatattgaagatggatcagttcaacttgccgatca<br/> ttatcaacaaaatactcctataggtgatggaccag-<br/> tattacttccagataatcactatttaa-<br/> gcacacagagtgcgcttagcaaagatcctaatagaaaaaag<br/> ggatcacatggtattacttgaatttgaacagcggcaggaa-<br/> taacattag-<br/> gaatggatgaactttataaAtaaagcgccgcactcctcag<br/> gtgcaggctgcc-<br/> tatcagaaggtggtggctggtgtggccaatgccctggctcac<br/> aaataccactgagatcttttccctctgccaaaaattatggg-<br/> gacatcatgaagcccctt-<br/> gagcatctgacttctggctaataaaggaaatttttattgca<br/> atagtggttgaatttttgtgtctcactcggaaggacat-<br/> atgggagatatcgaattcctgcagcccta-3'</p> | <p>gBlock with non-optimal<br/> GFP to insert into<br/> EF.CMV.RFP</p> | <p>oJC4795</p> | <p>This paper</p> |

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |                                                                                                                    |         |            |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------|---------|------------|
| 5'-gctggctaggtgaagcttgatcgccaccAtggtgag-<br>caaaggcgaggagctgtttac-<br>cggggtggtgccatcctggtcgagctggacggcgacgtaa<br>ac-<br>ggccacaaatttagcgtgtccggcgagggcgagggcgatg<br>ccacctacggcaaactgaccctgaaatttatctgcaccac-<br>cgg-<br>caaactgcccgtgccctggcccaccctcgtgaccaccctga<br>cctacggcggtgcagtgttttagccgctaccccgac-<br>cacatgaaacagcac-<br>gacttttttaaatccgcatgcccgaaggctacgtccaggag<br>cgcaccatcttttttaagacgacggcaac-<br>tacaaaaccgcgccgaggtgaaattt-<br>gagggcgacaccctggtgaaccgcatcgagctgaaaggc<br>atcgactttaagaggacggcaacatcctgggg-<br>caciaactggagtacaac-<br>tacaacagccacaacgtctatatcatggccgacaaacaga<br>aaaacgg-<br>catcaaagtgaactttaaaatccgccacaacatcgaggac-<br>ggcagcgtg-<br>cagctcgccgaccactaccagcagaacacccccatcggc<br>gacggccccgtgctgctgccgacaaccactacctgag-<br>caccagtcgccctgagcaaa-<br>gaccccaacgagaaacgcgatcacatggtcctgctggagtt<br>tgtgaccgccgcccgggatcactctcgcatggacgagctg-<br>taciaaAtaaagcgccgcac-<br>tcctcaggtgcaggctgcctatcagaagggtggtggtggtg<br>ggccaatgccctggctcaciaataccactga-<br>gatcttttccctctgccaaaaattatggg-<br>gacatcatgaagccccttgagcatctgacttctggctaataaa<br>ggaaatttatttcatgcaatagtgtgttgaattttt-<br>gtgtctctcactcg-<br>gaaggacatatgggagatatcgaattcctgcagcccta-3' | gBlock with eGFP in<br>which Phe and Lys are<br>substituted to non-optimal<br>codons, to insert into<br>EF.CMV.RFP | oJC4803 | This paper |
| 5'-TTGATCAACAATAGGGAATAACTG-<br>TAACAGTAAGTAAATTCG-<br>GATCCCCGGGTAAATTA-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Forward primer to delete<br><i>TYW1</i> using Longline<br>vectors                                                  | oJC5217 | This paper |
| 5'-ATATATACGTGA-<br>TATTACTCTTAATATATACCAGTATCTT-<br>GAATTCGAGCTCGTTTAAAC-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | Reverse primer to delete<br><i>TYW1</i> using Longline<br>vectors                                                  | oJC5218 | This paper |
| 5'-TGCGAATTCTGTGGATCGAACACAG-<br>GaCCTCCAGATCTTCAG-<br>TCTGGCGCTCTCCCAACTGAGCTAAATCC<br>GC-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        | Northern probe Phe-GAA<br>FL for yeast                                                                             | oJC5126 | This paper |
| 5'-TGGTTGCTAAGAGATTCTGAACCTCTT-<br>GCATCTTACGATACCTGAGCTT-<br>GAATCAGGCGCCTTa-<br>gACCGCTCGGCCAAACAACC-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            | Northern probe Leu-CAA<br>FL for yeast                                                                             | oJC5129 | This paper |
| 5'-TGCGTGTTCATCCTTGCGCAG-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          | Northern probe U6 for<br>yeast                                                                                     | oJC4339 | This paper |
| 5'-TTCCCACACCGGGAG-<br>TCGAACCCGGGCGCCTGGGTGAAAAC-<br>CAGGAATCCTaACCGCTA-<br>GACCATGTGGGA-3'                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         | Northern probe Glu-UUC<br>FL (mouse)                                                                               | oJC4376 | This paper |

|                                                                                                                   |                                   |                         |            |
|-------------------------------------------------------------------------------------------------------------------|-----------------------------------|-------------------------|------------|
| 5'-AGGTCCCACCGAGATTTGAACTCG-GATCGCTGGATTCAAAGTCCAGAG-TGCTaACCATTACACCATGGGGCC-3'                                  | Northern probe Gln-UUG FL (mouse) | oJC5573                 | This paper |
| 5'-GCTTGGTACTAATACGACTCACTA-3'                                                                                    | qPCR primer eGFP Forward          | oJC4812                 | This paper |
| 5'-CACCATGGTGGCGATATCAAG-3'                                                                                       | qPCR primer eGFP Reverse          | oJC4813                 | This paper |
| 5'-CCACTACCTGGTGGAGTTCAAGT-3'                                                                                     | qPCR primer RFP Forward           | oJC4810                 | This paper |
| 5'-GCTTGGCGTCCACGTAGTAGTA-3'                                                                                      | qPCR primer RFP Reverse           | oJC4811                 | This paper |
|                                                                                                                   |                                   |                         |            |
| <b>Yeast strains</b>                                                                                              |                                   |                         |            |
| <b>Genotype</b>                                                                                                   | <b>Name</b>                       | <b>Source</b>           |            |
| MATa, <i>ura3</i> , <i>leu2</i> , <i>his3</i> , <i>met15</i>                                                      | yJC151                            | This paper              |            |
| MATa, <i>ura3</i> , <i>leu2</i> , <i>his3</i> , <i>met15</i> , <i>TYW1::HIS5</i>                                  | yJC3063                           | This paper              |            |
|                                                                                                                   |                                   |                         |            |
| <b>Plasmids</b>                                                                                                   |                                   |                         |            |
| <b>Description</b>                                                                                                | <b>Name</b>                       | <b>Source</b>           |            |
| EF.CMV.RFP                                                                                                        | EF.CMV.RFP                        | Addgene plasmid # 17619 |            |
| EF.eGFP.CMV.RFP, EF.CMV.RFP with insertion of eGFP under EF1a promoter                                            | pJC1191                           | This paper              |            |
| EF.eGFP-KF.CMV.RFP, EF.eGFP.CMV.RFP with substitutions of AAG and TTC for AAA and TTT in the GFP sequence         | pJC1196                           | This paper              |            |
| EF.nonoptGFP.CMV.RFP, EF.eGFP.CMV.RFP with substitutions of all optimal to non-optimal codons in the GFP sequence | pJC1192                           | This paper              |            |

# Supplementary material for: Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay
**Source:** Nat Commun. 2022 Aug 25;13:5003. doi: 10.1038/s41467-022-32766-3
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Software 1

Description: Code files describing QuantM-seq, Decay-seq and ribosome profiling processing and plotting

# Supplementary material for: Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay
**Source:** Nat Commun. 2022 Aug 25;13:5003. doi: 10.1038/s41467-022-32766-3
**Supplement:** Supplementary file 3 — Supplementary Software 1

tRNA-seq Analysis, 10/31/18, TJ Sweet

Code 

- Show All Code
- Hide All Code
- Download Rmd

# tRNA-seq Analysis, 10/31/18, TJ Sweet

#SETUP - MUST DO BEFORE RUNNING R CODE:

1:Genomics core provides FastQC reports, de-multiplexes, and removes
PhiX reads. Results in a .fastq file for each library. If not already
done, gzip these fastq files with gzip in linux.

2:Move .fastq.gz files, bowtie2 index, and
“tRNA\_seq\_processing\_script.txt” to the working directory.

3:Run “tRNA\_seq\_processing\_script.txt” in bash. Make sure to set
number of processors for bowtie2 to use (number of processors on system
- 1). This script iterates over every .fastq file and performs each of
these operations in order: A:Trim adapters and CCA with cutadapt B:Map
reads to hg38 tRNAs with bowtie2 in very-sensitive mode C:Capture
statistics for each step in “processing.log” and “mapping.log”
D:Converts .sam to .bam and removes .sam to save space.

4:Manually set working directory and sampleTable in “R SCRIPT SETUP”
code chunk below

#R SCRIPT SETUP

```
setwd("/Users/thomassweet/Desktop/Coller Lab/Projects/tRNAseq/031919_NextSeq_HeLa_yeast/Yeast/")

#Call in packages needed
library(data.table)
library(tidyr)
library(Rsubread)
library(ggplot2)
library(Biostrings)
library(stringr)
library(reshape2)
library(gplots)
library(plyr)
library(corrplot)
library(DESeq2)
library(dplyr)

#Call in list of data files
#bamFiles <- list.files(pattern="\\.bam$",full.names = F)
bamFiles <- dir(".", "bam$")
sampleTable <- data.frame(bamFiles=bamFiles,sample=c("Yeast_1_YAMAT","Yeast_2_YAMAT","Yeast_1_circ","Yeast_2_circ"))

sampleTable

#Force number printout instead of scientific notation
options("scipen"=100, "digits"=4)
```

#COUNT READS OVER tRNA GENES

```
#Make annotation files for counting. "tRNA_names_size.txt" is created by the script above from the bowtie2 index mapped to.
#Need columns "GeneID","Chr","Start","End","Strand"
tRNA.annot <- as.data.frame(fread("tRNA_names_sizes.txt"))
tRNA.annot <- data.frame(GeneID=sub(" .*","",tRNA.annot$V2),Chr=sub(" .*","",tRNA.annot$V2),Start=1,End=tRNA.annot$V3,Strand="+")                            
#Count reads over tRNA genes
tRNA.counts <- featureCounts(bamFiles,annot.ext = tRNA.annot,strandSpecific = 1,useMetaFeatures=F,minMQS=10)
```

#ALL TRNA GENES #CONVERT TO READS PER MILLION #MAKE SURE TO MANUALLY
CONVERT THE PATHS ON LINES 75 AND 76 TO WHATEVER YOUR FOLDER IS #OUTPUTS
GENE-LEVEL CSV FILE

```
#Call in reads and total library stats from tRNA.counts object above
tRNA.RPM <- as.data.frame(tRNA.counts$counts)
tRNA.stat <- as.data.frame(tRNA.counts$stat)
rownames(tRNA.stat) <- tRNA.stat[,1]
tRNA.stat <- tRNA.stat[,2:ncol(tRNA.stat)]

tRNA.RPM

#Change column names to simplify (featureCounts takes the whole path of bam file) 
colnames(tRNA.RPM) <- as.character(sampleTable$sample[match(as.character(sampleTable$bamFiles),gsub("X.Users.thomassweet.Desktop.Coller.Lab.Projects.tRNAseq.031919_NextSeq_HeLa_yeast.Yeast.","",colnames(tRNA.RPM)))])
colnames(tRNA.stat) <- as.character(sampleTable$sample[match(as.character(sampleTable$bamFiles),gsub("X.Users.thomassweet.Desktop.Coller.Lab.Projects.tRNAseq.031919_NextSeq_HeLa_yeast.Yeast.","",colnames(tRNA.stat)))])

#Convert to reads per million mapped reads or throw error if data don't line up
if(identical(colnames(tRNA.RPM),colnames(tRNA.stat))){

for(i in 1:ncol(tRNA.RPM)){
  tRNA.RPM[,i] <- (tRNA.RPM[,i] * 1000000) / (sum(tRNA.stat[1,i],tRNA.stat[3,i]))
}

} else {
  stop("tRNA.RPM and tRNA.stat dataframe columns are not in same order")
}

tRNA.RPM

tRNA.RPM.mito <- tRNA.RPM[(grep("tdb",rownames(tRNA.RPM))),]
tRNA.RPM.cyto <- tRNA.RPM[(grep("tdb",rownames(tRNA.RPM),invert=T)),]

tRNA.RPM.mito
tRNA.RPM.cyto

write.csv(tRNA.RPM.cyto,"Yeast_tRNA_gene_summary.csv")
```

#GENERATE PLOTS FOR ALL GENES #A LOT OF GENERIC PLOTS, NONE ARE SAVED
AS OUTPUT SO CHANGE CODE IF YOU WANT OUTPUT

```
#Correlation matrix between samples
#pdf("FILE_NAME")
#corrplot(cor(tRNA.RPM.mito), order = "hclust", tl.col = "black", tl.srt = 45)
#corrplot(cor(tRNA.RPM.cyto), order = "hclust", tl.col = "black", tl.srt = 45)
#dev.off

#Raw heatmaps over all genes
#pdf("FILE_NAME")
heatmap.2(sqrt(as.matrix(tRNA.RPM.cyto)),col="bluered",scale="none", trace="none",dendrogram="none", margin=c(7, 5),cexCol=0.9,cexRow=0.5,density.info="density",breaks = seq(0, 150, length.out = 20))
#dev.off

ggplot(data = melt(sqrt(tRNA.RPM.cyto)), aes(x=variable,y=value)) + geom_boxplot(aes(fill=variable)) + ylim(0,100)
ggplot(data = melt(sqrt(tRNA.RPM.cyto)), aes(x=value)) + geom_density(aes(colour=variable)) 
ggplot(data = melt(sqrt(tRNA.RPM.cyto)), aes(x=value)) + geom_density(aes(colour=variable)) + xlim(0,150)

heatmap.2(as.matrix(tRNA.RPM.cyto),col="bluered",scale="none", trace="none",dendrogram="none", margin=c(7, 5),cexCol=0.9,cexRow=0.5,density.info="density",breaks = seq(0, 10000, length.out = 20))
#dev.off

ggplot(data = melt(tRNA.RPM.cyto), aes(x=variable,y=value)) + geom_boxplot(aes(fill=variable)) + ylim(0,100)
ggplot(data = melt(tRNA.RPM.cyto), aes(x=value)) + geom_density(aes(colour=variable)) 
ggplot(data = melt(tRNA.RPM.cyto), aes(x=value)) + geom_density(aes(colour=variable)) + xlim(0,150)
```

#COLLAPSE ALL ISODECODERS INTO SINGLE ANTICODON COUNT

```
#get anticodons with string operations
anticodons <- gsub("^.*?-.*","",rownames(tRNA.RPM.cyto))
anticodons <- gsub("^([^-]*-[^-]*)-.*$","\\1",anticodons)
anticodon.counts <- as.data.frame(tRNA.RPM.cyto)
anticodon.counts$tRNA <- anticodons
anticodon.counts

#sum all 
anticodon.counts <- as.data.frame(setDT(anticodon.counts)[,lapply(.SD,sum),by=tRNA])
rownames(anticodon.counts) <- anticodon.counts$tRNA
anticodon.counts$tRNA <- NULL
anticodon.counts
```

#ANTICODON OPERATIONS #OUTPUTS ANTICODON-LEVEL CSV FILE

```
#Call in from previous code chunk
tRNA.RPM <- as.data.frame(anticodon.counts)

tRNA.RPM.mito <- tRNA.RPM[(grep("tdb",rownames(tRNA.RPM))),]

#Throw out mito tRNAs, ambiguous "Und-NNN" gene
tRNA.RPM.cyto <- tRNA.RPM[(grep("tdb",rownames(tRNA.RPM),invert=T)),]
tRNA.RPM.cyto <- tRNA.RPM[(grep("Und-NNN",rownames(tRNA.RPM),invert=T)),]

as.data.frame(tRNA.RPM.cyto)

write.csv(tRNA.RPM.cyto,"Yeast_tRNA_anticodon_summary.csv")
```

LS0tCnRpdGxlOiAidFJOQS1zZXEgQW5hbHlzaXMsIDEwLzMxLzE4LCBUSiBTd2VldCIKb3V0cHV0OiBodG1sX25vdGVib29rCi0tLQoKI1NFVFVQIC0gTVVTVCBETyBCRUZPUkUgUlVOTklORyBSIENPREU6IAoKMTpHZW5vbWljcyBjb3JlIHByb3ZpZGVzIEZhc3RRQyByZXBvcnRzLCBkZS1tdWx0aXBsZXhlcywgYW5kIHJlbW92ZXMgUGhpWCByZWFkcy4gUmVzdWx0cyBpbiBhIC5mYXN0cSBmaWxlIGZvciBlYWNoIGxpYnJhcnkuIElmIG5vdCBhbHJlYWR5IGRvbmUsIGd6aXAgdGhlc2UgZmFzdHEgZmlsZXMgd2l0aCBnemlwIGluIGxpbnV4LgoKMjpNb3ZlIC5mYXN0cS5neiBmaWxlcywgYm93dGllMiBpbmRleCwgYW5kICJ0Uk5BX3NlcV9wcm9jZXNzaW5nX3NjcmlwdC50eHQiIHRvIHRoZSB3b3JraW5nIGRpcmVjdG9yeS4gCgozOlJ1biAidFJOQV9zZXFfcHJvY2Vzc2luZ19zY3JpcHQudHh0IiBpbiBiYXNoLiBNYWtlIHN1cmUgdG8gc2V0IG51bWJlciBvZiBwcm9jZXNzb3JzIGZvciBib3d0aWUyIHRvIHVzZSAobnVtYmVyIG9mIHByb2Nlc3NvcnMgb24gc3lzdGVtIC0gMSkuIFRoaXMgc2NyaXB0IGl0ZXJhdGVzIG92ZXIgZXZlcnkgLmZhc3RxIGZpbGUgYW5kIHBlcmZvcm1zIGVhY2ggb2YgdGhlc2Ugb3BlcmF0aW9ucyBpbiBvcmRlcjoKICAgQTpUcmltIGFkYXB0ZXJzIGFuZCBDQ0Egd2l0aCBjdXRhZGFwdAogICBCOk1hcCByZWFkcyB0byBoZzM4IHRSTkFzIHdpdGggYm93dGllMiBpbiB2ZXJ5LXNlbnNpdGl2ZSBtb2RlCiAgIEM6Q2FwdHVyZSBzdGF0aXN0aWNzIGZvciBlYWNoIHN0ZXAgaW4gInByb2Nlc3NpbmcubG9nIiBhbmQgIm1hcHBpbmcubG9nIgogICBEOkNvbnZlcnRzIC5zYW0gdG8gLmJhbSBhbmQgcmVtb3ZlcyAuc2FtIHRvIHNhdmUgc3BhY2UuCiAgIAo0Ok1hbnVhbGx5IHNldCB3b3JraW5nIGRpcmVjdG9yeSBhbmQgc2FtcGxlVGFibGUgaW4gIlIgU0NSSVBUIFNFVFVQIiBjb2RlIGNodW5rIGJlbG93CgojUiBTQ1JJUFQgU0VUVVAKCmBgYHtyIHdhcm5pbmc9RkFMU0V9CnNldHdkKCIvVXNlcnMvdGhvbWFzc3dlZXQvRGVza3RvcC9Db2xsZXIgTGFiL1Byb2plY3RzL3RSTkFzZXEvMDMxOTE5X05leHRTZXFfSGVMYV95ZWFzdC9ZZWFzdC8iKQoKI0NhbGwgaW4gcGFja2FnZXMgbmVlZGVkCmxpYnJhcnkoZGF0YS50YWJsZSkKbGlicmFyeSh0aWR5cikKbGlicmFyeShSc3VicmVhZCkKbGlicmFyeShnZ3Bsb3QyKQpsaWJyYXJ5KEJpb3N0cmluZ3MpCmxpYnJhcnkoc3RyaW5ncikKbGlicmFyeShyZXNoYXBlMikKbGlicmFyeShncGxvdHMpCmxpYnJhcnkocGx5cikKbGlicmFyeShjb3JycGxvdCkKbGlicmFyeShERVNlcTIpCmxpYnJhcnkoZHBseXIpCgojQ2FsbCBpbiBsaXN0IG9mIGRhdGEgZmlsZXMKI2JhbUZpbGVzIDwtIGxpc3QuZmlsZXMocGF0dGVybj0iXFwuYmFtJCIsZnVsbC5uYW1lcyA9IEYpCmJhbUZpbGVzIDwtIGRpcigiLiIsICJiYW0kIikKc2FtcGxlVGFibGUgPC0gZGF0YS5mcmFtZShiYW1GaWxlcz1iYW1GaWxlcyxzYW1wbGU9YygiWWVhc3RfMV9ZQU1BVCIsIlllYXN0XzJfWUFNQVQiLCJZZWFzdF8xX2NpcmMiLCJZZWFzdF8yX2NpcmMiKSkKCnNhbXBsZVRhYmxlCgojRm9yY2UgbnVtYmVyIHByaW50b3V0IGluc3RlYWQgb2Ygc2NpZW50aWZpYyBub3RhdGlvbgpvcHRpb25zKCJzY2lwZW4iPTEwMCwgImRpZ2l0cyI9NCkKYGBgCgojQ09VTlQgUkVBRFMgT1ZFUiB0Uk5BIEdFTkVTCgpgYGB7cn0KI01ha2UgYW5ub3RhdGlvbiBmaWxlcyBmb3IgY291bnRpbmcuICJ0Uk5BX25hbWVzX3NpemUudHh0IiBpcyBjcmVhdGVkIGJ5IHRoZSBzY3JpcHQgYWJvdmUgZnJvbSB0aGUgYm93dGllMiBpbmRleCBtYXBwZWQgdG8uCiNOZWVkIGNvbHVtbnMgIkdlbmVJRCIsIkNociIsIlN0YXJ0IiwiRW5kIiwiU3RyYW5kIgp0Uk5BLmFubm90IDwtIGFzLmRhdGEuZnJhbWUoZnJlYWQoInRSTkFfbmFtZXNfc2l6ZXMudHh0IikpCnRSTkEuYW5ub3QgPC0gZGF0YS5mcmFtZShHZW5lSUQ9c3ViKCIgLioiLCIiLHRSTkEuYW5ub3QkVjIpLENocj1zdWIoIiAuKiIsIiIsdFJOQS5hbm5vdCRWMiksU3RhcnQ9MSxFbmQ9dFJOQS5hbm5vdCRWMyxTdHJhbmQ9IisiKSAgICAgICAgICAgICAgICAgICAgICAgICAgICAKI0NvdW50IHJlYWRzIG92ZXIgdFJOQSBnZW5lcwp0Uk5BLmNvdW50cyA8LSBmZWF0dXJlQ291bnRzKGJhbUZpbGVzLGFubm90LmV4dCA9IHRSTkEuYW5ub3Qsc3RyYW5kU3BlY2lmaWMgPSAxLHVzZU1ldGFGZWF0dXJlcz1GLG1pbk1RUz0xMCkKYGBgCgojQUxMIFRSTkEgR0VORVMKI0NPTlZFUlQgVE8gUkVBRFMgUEVSIE1JTExJT04KI01BS0UgU1VSRSBUTyBNQU5VQUxMWSBDT05WRVJUIFRIRSBQQVRIUyBPTiBMSU5FUyA3NSBBTkQgNzYgVE8gV0hBVEVWRVIgWU9VUiBGT0xERVIgSVMKI09VVFBVVFMgR0VORS1MRVZFTCBDU1YgRklMRQoKYGBge3J9CiNDYWxsIGluIHJlYWRzIGFuZCB0b3RhbCBsaWJyYXJ5IHN0YXRzIGZyb20gdFJOQS5jb3VudHMgb2JqZWN0IGFib3ZlCnRSTkEuUlBNIDwtIGFzLmRhdGEuZnJhbWUodFJOQS5jb3VudHMkY291bnRzKQp0Uk5BLnN0YXQgPC0gYXMuZGF0YS5mcmFtZSh0Uk5BLmNvdW50cyRzdGF0KQpyb3duYW1lcyh0Uk5BLnN0YXQpIDwtIHRSTkEuc3RhdFssMV0KdFJOQS5zdGF0IDwtIHRSTkEuc3RhdFssMjpuY29sKHRSTkEuc3RhdCldCgp0Uk5BLlJQTQoKI0NoYW5nZSBjb2x1bW4gbmFtZXMgdG8gc2ltcGxpZnkgKGZlYXR1cmVDb3VudHMgdGFrZXMgdGhlIHdob2xlIHBhdGggb2YgYmFtIGZpbGUpIApjb2xuYW1lcyh0Uk5BLlJQTSkgPC0gYXMuY2hhcmFjdGVyKHNhbXBsZVRhYmxlJHNhbXBsZVttYXRjaChhcy5jaGFyYWN0ZXIoc2FtcGxlVGFibGUkYmFtRmlsZXMpLGdzdWIoIlguVXNlcnMudGhvbWFzc3dlZXQuRGVza3RvcC5Db2xsZXIuTGFiLlByb2plY3RzLnRSTkFzZXEuMDMxOTE5X05leHRTZXFfSGVMYV95ZWFzdC5ZZWFzdC4iLCIiLGNvbG5hbWVzKHRSTkEuUlBNKSkpXSkKY29sbmFtZXModFJOQS5zdGF0KSA8LSBhcy5jaGFyYWN0ZXIoc2FtcGxlVGFibGUkc2FtcGxlW21hdGNoKGFzLmNoYXJhY3RlcihzYW1wbGVUYWJsZSRiYW1GaWxlcyksZ3N1YigiWC5Vc2Vycy50aG9tYXNzd2VldC5EZXNrdG9wLkNvbGxlci5MYWIuUHJvamVjdHMudFJOQXNlcS4wMzE5MTlfTmV4dFNlcV9IZUxhX3llYXN0LlllYXN0LiIsIiIsY29sbmFtZXModFJOQS5zdGF0KSkpXSkKCiNDb252ZXJ0IHRvIHJlYWRzIHBlciBtaWxsaW9uIG1hcHBlZCByZWFkcyBvciB0aHJvdyBlcnJvciBpZiBkYXRhIGRvbid0IGxpbmUgdXAKaWYoaWRlbnRpY2FsKGNvbG5hbWVzKHRSTkEuUlBNKSxjb2xuYW1lcyh0Uk5BLnN0YXQpKSl7Cgpmb3IoaSBpbiAxOm5jb2wodFJOQS5SUE0pKXsKICB0Uk5BLlJQTVssaV0gPC0gKHRSTkEuUlBNWyxpXSAqIDEwMDAwMDApIC8gKHN1bSh0Uk5BLnN0YXRbMSxpXSx0Uk5BLnN0YXRbMyxpXSkpCn0KCn0gZWxzZSB7CiAgc3RvcCgidFJOQS5SUE0gYW5kIHRSTkEuc3RhdCBkYXRhZnJhbWUgY29sdW1ucyBhcmUgbm90IGluIHNhbWUgb3JkZXIiKQp9Cgp0Uk5BLlJQTQoKdFJOQS5SUE0ubWl0byA8LSB0Uk5BLlJQTVsoZ3JlcCgidGRiIixyb3duYW1lcyh0Uk5BLlJQTSkpKSxdCnRSTkEuUlBNLmN5dG8gPC0gdFJOQS5SUE1bKGdyZXAoInRkYiIscm93bmFtZXModFJOQS5SUE0pLGludmVydD1UKSksXQoKdFJOQS5SUE0ubWl0bwp0Uk5BLlJQTS5jeXRvCgp3cml0ZS5jc3YodFJOQS5SUE0uY3l0bywiWWVhc3RfdFJOQV9nZW5lX3N1bW1hcnkuY3N2IikKCmBgYAojR0VORVJBVEUgUExPVFMgRk9SIEFMTCBHRU5FUwojQSBMT1QgT0YgR0VORVJJQyBQTE9UUywgTk9ORSBBUkUgU0FWRUQgQVMgT1VUUFVUIFNPIENIQU5HRSBDT0RFIElGIFlPVSBXQU5UIE9VVFBVVAoKYGBge3J9CiNDb3JyZWxhdGlvbiBtYXRyaXggYmV0d2VlbiBzYW1wbGVzCiNwZGYoIkZJTEVfTkFNRSIpCiNjb3JycGxvdChjb3IodFJOQS5SUE0ubWl0byksIG9yZGVyID0gImhjbHVzdCIsIHRsLmNvbCA9ICJibGFjayIsIHRsLnNydCA9IDQ1KQojY29ycnBsb3QoY29yKHRSTkEuUlBNLmN5dG8pLCBvcmRlciA9ICJoY2x1c3QiLCB0bC5jb2wgPSAiYmxhY2siLCB0bC5zcnQgPSA0NSkKI2Rldi5vZmYKCiNSYXcgaGVhdG1hcHMgb3ZlciBhbGwgZ2VuZXMKI3BkZigiRklMRV9OQU1FIikKaGVhdG1hcC4yKHNxcnQoYXMubWF0cml4KHRSTkEuUlBNLmN5dG8pKSxjb2w9ImJsdWVyZWQiLHNjYWxlPSJub25lIiwgdHJhY2U9Im5vbmUiLGRlbmRyb2dyYW09Im5vbmUiLCBtYXJnaW49Yyg3LCA1KSxjZXhDb2w9MC45LGNleFJvdz0wLjUsZGVuc2l0eS5pbmZvPSJkZW5zaXR5IixicmVha3MgPSBzZXEoMCwgMTUwLCBsZW5ndGgub3V0ID0gMjApKQojZGV2Lm9mZgoKZ2dwbG90KGRhdGEgPSBtZWx0KHNxcnQodFJOQS5SUE0uY3l0bykpLCBhZXMoeD12YXJpYWJsZSx5PXZhbHVlKSkgKyBnZW9tX2JveHBsb3QoYWVzKGZpbGw9dmFyaWFibGUpKSArIHlsaW0oMCwxMDApCmdncGxvdChkYXRhID0gbWVsdChzcXJ0KHRSTkEuUlBNLmN5dG8pKSwgYWVzKHg9dmFsdWUpKSArIGdlb21fZGVuc2l0eShhZXMoY29sb3VyPXZhcmlhYmxlKSkgCmdncGxvdChkYXRhID0gbWVsdChzcXJ0KHRSTkEuUlBNLmN5dG8pKSwgYWVzKHg9dmFsdWUpKSArIGdlb21fZGVuc2l0eShhZXMoY29sb3VyPXZhcmlhYmxlKSkgKyB4bGltKDAsMTUwKQoKaGVhdG1hcC4yKGFzLm1hdHJpeCh0Uk5BLlJQTS5jeXRvKSxjb2w9ImJsdWVyZWQiLHNjYWxlPSJub25lIiwgdHJhY2U9Im5vbmUiLGRlbmRyb2dyYW09Im5vbmUiLCBtYXJnaW49Yyg3LCA1KSxjZXhDb2w9MC45LGNleFJvdz0wLjUsZGVuc2l0eS5pbmZvPSJkZW5zaXR5IixicmVha3MgPSBzZXEoMCwgMTAwMDAsIGxlbmd0aC5vdXQgPSAyMCkpCiNkZXYub2ZmCgpnZ3Bsb3QoZGF0YSA9IG1lbHQodFJOQS5SUE0uY3l0byksIGFlcyh4PXZhcmlhYmxlLHk9dmFsdWUpKSArIGdlb21fYm94cGxvdChhZXMoZmlsbD12YXJpYWJsZSkpICsgeWxpbSgwLDEwMCkKZ2dwbG90KGRhdGEgPSBtZWx0KHRSTkEuUlBNLmN5dG8pLCBhZXMoeD12YWx1ZSkpICsgZ2VvbV9kZW5zaXR5KGFlcyhjb2xvdXI9dmFyaWFibGUpKSAKZ2dwbG90KGRhdGEgPSBtZWx0KHRSTkEuUlBNLmN5dG8pLCBhZXMoeD12YWx1ZSkpICsgZ2VvbV9kZW5zaXR5KGFlcyhjb2xvdXI9dmFyaWFibGUpKSArIHhsaW0oMCwxNTApCmBgYAoKCgojQ09MTEFQU0UgQUxMIElTT0RFQ09ERVJTIElOVE8gU0lOR0xFIEFOVElDT0RPTiBDT1VOVAoKYGBge3J9CiNnZXQgYW50aWNvZG9ucyB3aXRoIHN0cmluZyBvcGVyYXRpb25zCmFudGljb2RvbnMgPC0gZ3N1YigiXi4qPy0uKiIsIiIscm93bmFtZXModFJOQS5SUE0uY3l0bykpCmFudGljb2RvbnMgPC0gZ3N1YigiXihbXi1dKi1bXi1dKiktLiokIiwiXFwxIixhbnRpY29kb25zKQphbnRpY29kb24uY291bnRzIDwtIGFzLmRhdGEuZnJhbWUodFJOQS5SUE0uY3l0bykKYW50aWNvZG9uLmNvdW50cyR0Uk5BIDwtIGFudGljb2RvbnMKYW50aWNvZG9uLmNvdW50cwoKI3N1bSBhbGwgCmFudGljb2Rvbi5jb3VudHMgPC0gYXMuZGF0YS5mcmFtZShzZXREVChhbnRpY29kb24uY291bnRzKVssbGFwcGx5KC5TRCxzdW0pLGJ5PXRSTkFdKQpyb3duYW1lcyhhbnRpY29kb24uY291bnRzKSA8LSBhbnRpY29kb24uY291bnRzJHRSTkEKYW50aWNvZG9uLmNvdW50cyR0Uk5BIDwtIE5VTEwKYW50aWNvZG9uLmNvdW50cwpgYGAKCiNBTlRJQ09ET04gT1BFUkFUSU9OUwojT1VUUFVUUyBBTlRJQ09ET04tTEVWRUwgQ1NWIEZJTEUKCmBgYHtyfQoKI0NhbGwgaW4gZnJvbSBwcmV2aW91cyBjb2RlIGNodW5rCnRSTkEuUlBNIDwtIGFzLmRhdGEuZnJhbWUoYW50aWNvZG9uLmNvdW50cykKCnRSTkEuUlBNLm1pdG8gPC0gdFJOQS5SUE1bKGdyZXAoInRkYiIscm93bmFtZXModFJOQS5SUE0pKSksXQoKI1Rocm93IG91dCBtaXRvIHRSTkFzLCBhbWJpZ3VvdXMgIlVuZC1OTk4iIGdlbmUKdFJOQS5SUE0uY3l0byA8LSB0Uk5BLlJQTVsoZ3JlcCgidGRiIixyb3duYW1lcyh0Uk5BLlJQTSksaW52ZXJ0PVQpKSxdCnRSTkEuUlBNLmN5dG8gPC0gdFJOQS5SUE1bKGdyZXAoIlVuZC1OTk4iLHJvd25hbWVzKHRSTkEuUlBNKSxpbnZlcnQ9VCkpLF0KCmFzLmRhdGEuZnJhbWUodFJOQS5SUE0uY3l0bykKCndyaXRlLmNzdih0Uk5BLlJQTS5jeXRvLCJZZWFzdF90Uk5BX2FudGljb2Rvbl9zdW1tYXJ5LmNzdiIpCgoKYGBgCgoK

# Supplementary material for: Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay
**Source:** Nat Commun. 2022 Aug 25;13:5003. doi: 10.1038/s41467-022-32766-3
**Supplement:** Supplementary file 4 — Reporting Summary

Last updated by author(s): Aug 10, 2022

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Publicly available softwares: PerkinElmer Harmony and Columbus software, MassLynx v4.1 and TargetLynx (Waters), Gene Expression Omnibus (GEO), Panther, R v4.1.1, RStudio v1.4.1717

Data analysis

Publicly available codes and softwares: cutadapt v2.8, bowtie2 v2.42, R v4.1.1, R packages (Rsubread featureCounts, DESeq2, ggplot2, gplots, Rmisc, ballgown, Biostings, dplyr, ggpubr, Bioconductor limma, Bioconductor GenomicAlignments and GenomicFeatures, Bioconductor ribosomeProfilingQC) and RStudio v1.4.1717, ImageQuant, FastQC, fastx\_clipper, hisat2 v2.1.0, stringtie v1.3.5, samtools v1.7-2, github.com/raslab/adarnell\_2018, and custom code for QuantM-seq is available in Pinkard et al, 2020. Analyses steps are also described in Supplementary Files.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All datasets generated in this study (QuantM-seq, Decay-Seq, Ribosome profiling) have been deposited in Gene Expression Omnibus (<https://www.ncbi.nlm.nih.gov/geo/>) under the SuperSeries accession code GSE182811 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE182811>). These include raw Fastq files as well as

processed data.

The expression dataset from myelinating oligodendrocytes, newly formed oligodendrocytes, whole cortex, OPCs and astrocytes are available in the GEO database under accession code GSE52564 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE52564>).

All uncropped and unprocessed Northern blots, Western blots and gels, as well as all the raw data points and mass spectrometry data, are provided in the Supplementary Information/Source Data file provided with this paper.

Other datasets are publicly available: GtRNAdb high confidence list of tRNAs for mouse (GRCm38) (<http://gtRNAdb.ucsc.edu/genomes/eukaryota/Mmus10/Mmus10-gene-list.html>) and yeast (S288c) (<http://gtRNAdb.ucsc.edu/genomes/eukaryota/Scere3/Scere3-gene-list.html>), hisat2 genome index (GRCm38 genome\_tran, [https://cloud.biohpc.swmed.edu/index.php/s/grcm38\\_tran/download](https://cloud.biohpc.swmed.edu/index.php/s/grcm38_tran/download)), gff3 files for mouse canonical transcripts and coding sequence from Gencode vM9 ([https://www.gencodegenes.org/mouse/release\\_M9.html](https://www.gencodegenes.org/mouse/release_M9.html)), and mouse ribosomal RNA sequences from NCBI (<https://www.ncbi.nlm.nih.gov/nucleotide/>).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Oligodendrocyte differentiation alters tRNA modifications and codon optimality-mediated mRNA decay
**Source:** Nat Commun. 2022 Aug 25;13:5003. doi: 10.1038/s41467-022-32766-3
**Supplement:** Supplementary file 5 — Source data

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Method: L:\masslynx\2020DS.PRO\MethDB\JH20210215targeted.mdb 15 Feb 2021 09:36:24

Calibration: 15 Feb 2021 09:49:11

Compound name: m1A

Compound name: m1A

Correlation coefficient:  $r = 0.990927$ ,  $r^2 = 0.981936$ Calibration curve:  $4.72346 * x + 0.384862$ 

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

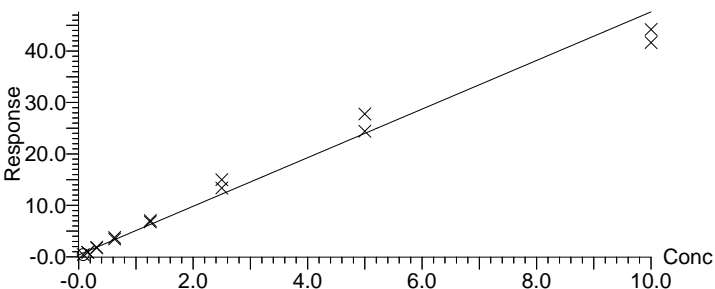

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

## Compound name: Gm

## Compound name: Gm

Correlation coefficient:  $r = 0.996757$ ,  $r^2 = 0.993524$ Calibration curve:  $0.637066 * x + -0.0085284$ 

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

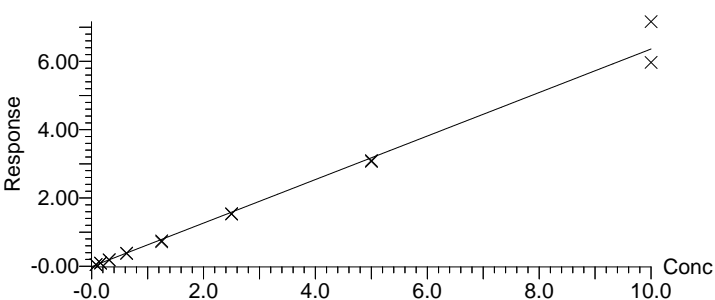

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

## Compound name: mcm5U

## Compound name: mcm5U

Correlation coefficient:  $r = 0.975383$ ,  $r^2 = 0.951371$ Calibration curve:  $0.15988 * x + -0.0100966$ 

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

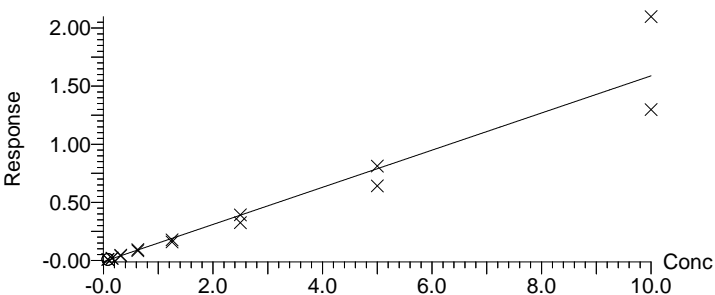

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

## Compound name: mcm5s2U

## Compound name: mcm5s2U

Correlation coefficient:  $r = 0.969289$ ,  $r^2 = 0.939521$ Calibration curve:  $0.112484 * x + -0.00810238$ 

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

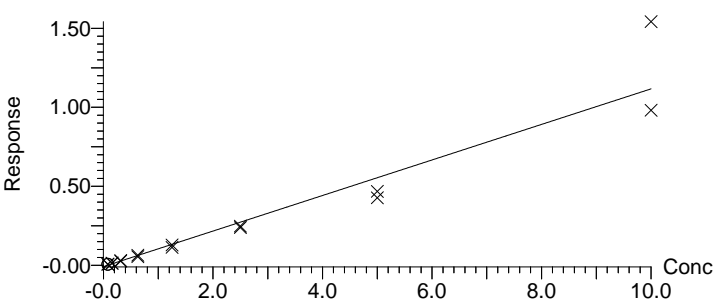

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

## Compound name: G13C15N

Compound name: G13C15N

Response Factor: 136170

RRF SD: 18555.9, % Relative SD: 13.627

Response type: External Std, Area

Curve type: RF

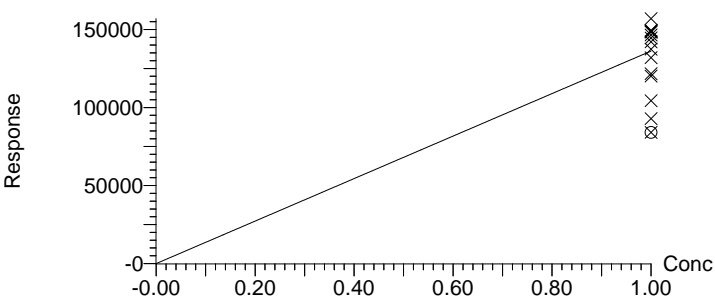

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Method: L:\masslynx\2020DS.PRO\MethDB\JH20210215targeted.mdb 15 Feb 2021 09:36:24

Calibration: 15 Feb 2021 09:49:11

Name: JH20210214STD1, Date: 14-Feb-2021, Time: 14:25:30, ID: STD1, Description: 10 pg/ul+ISGm/m1A/mcm5U/mcm5s2U

Name: JH20210214STD2, Date: 14-Feb-2021, Time: 14:33:18, ID: STD2, Description: 5

Name: JH20210214STD3, Date: 14-Feb-2021, Time: 14:41:07, ID: STD3, Description: 2.5

Name: JH20210214STD4, Date: 14-Feb-2021, Time: 14:48:56, ID: STD4, Description: 1.25

Name: JH20210214STD5, Date: 14-Feb-2021, Time: 14:56:45, ID: STD5, Description: 0.625

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

**Name: JH20210214STD6, Date: 14-Feb-2021, Time: 15:04:33, ID: STD6, Description: 0.3125**

**Name: JH20210214STD7, Date: 14-Feb-2021, Time: 15:12:22, ID: STD7, Description: 0.15625**

**Name: JH20210214STD8, Date: 14-Feb-2021, Time: 15:20:10, ID: STD8, Description: 0.078125**

**Name: JH20210214Blank1, Date: 14-Feb-2021, Time: 15:27:59, ID: blk, Description: blank**

**Name: JH20210214S1\_1, Date: 14-Feb-2021, Time: 15:35:48, ID: S1, Description: A+IS**

**Name: JH20210214S1\_2, Date: 14-Feb-2021, Time: 15:43:37, ID: S2, Description: A+IS**

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

**Name: JH20210214S1\_2, Date: 14-Feb-2021, Time: 15:43:37, ID: S2, Description: A+IS**

**Name: JH20210214S2\_1, Date: 14-Feb-2021, Time: 15:51:25, ID: S3, Description: B+IS**

**Name: JH20210214S2\_2, Date: 14-Feb-2021, Time: 15:59:14, ID: S4, Description: B+IS**

**Name: JH20210214S3\_1, Date: 14-Feb-2021, Time: 16:07:03, ID: S5, Description: C+IS**

**Name: JH20210214S3\_2, Date: 14-Feb-2021, Time: 16:14:51, ID: S6, Description: C+IS**

**Name: JH20210214S4\_1, Date: 14-Feb-2021, Time: 16:22:40, ID: S7, Description: D+IS**

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

**Name: JH20210214S4\_2, Date: 14-Feb-2021, Time: 16:30:29, ID: S8, Description: D+IS**

**Name: JH20210214blank2, Date: 14-Feb-2021, Time: 16:38:17, ID: blk, Description: blank**

**Name: JH20210214SSTD1, Date: 14-Feb-2021, Time: 16:46:06, ID: STD1, Description: 10 pg/ul+ISGm/m1A/mcm5U/mcm5s2U**

**Name: JH20210214SSTD2, Date: 14-Feb-2021, Time: 16:53:55, ID: STD2, Description: 5**

**Name: JH20210214SSTD3, Date: 14-Feb-2021, Time: 17:01:43, ID: STD3, Description: 2.5**

**Name: JH20210214SSTD4, Date: 14-Feb-2021, Time: 17:09:32, ID: STD4, Description: 1.25**

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

**Name: JH20210214SSTD4, Date: 14-Feb-2021, Time: 17:09:32, ID: STD4, Description: 1.25**

**Name: JH20210214SSTD5, Date: 14-Feb-2021, Time: 17:17:21, ID: STD5, Description: 0.625**

**Name: JH20210214SSTD6, Date: 14-Feb-2021, Time: 17:25:09, ID: STD6, Description: 0.3125**

**Name: JH20210214SSTD7, Date: 14-Feb-2021, Time: 17:32:58, ID: STD7, Description: 0.15625**

**Name: JH20210214SSTD8, Date: 14-Feb-2021, Time: 17:40:47, ID: STD8, Description: 0.078125**

**Name: JH20210214Blank3, Date: 14-Feb-2021, Time: 17:48:35, ID: blk, Description: blank**

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

---

**Method: L:\masslynx\2020DS.PRO\MethDB\JH20210215targeted.mdb 15 Feb 2021 09:36:24**

**Calibration: 15 Feb 2021 09:49:11**

No totals to report

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Method: L:\masslynx\2020DS.PRO\MethDB\JH20210215targeted.mdb 15 Feb 2021 09:36:24

Calibration: 15 Feb 2021 09:49:11

Compound name: m1A

Correlation coefficient:  $r = 0.990927$ ,  $r^2 = 0.981936$

Calibration curve:  $4.72346 * x + 0.384862$

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

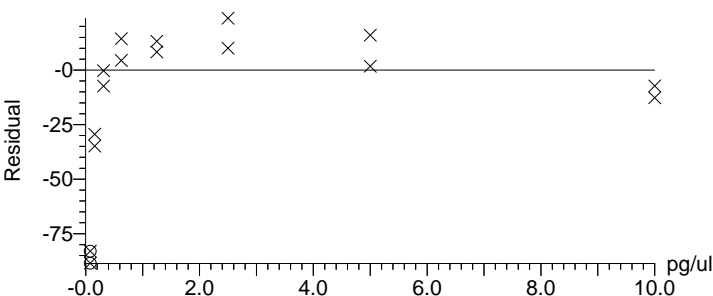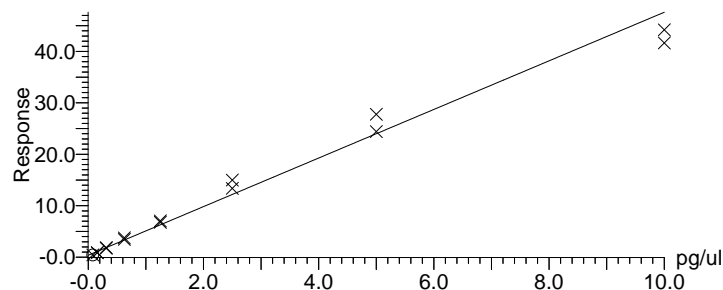

Compound name: Gm

Correlation coefficient:  $r = 0.996757$ ,  $r^2 = 0.993524$

Calibration curve:  $0.637066 * x + -0.0085284$

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

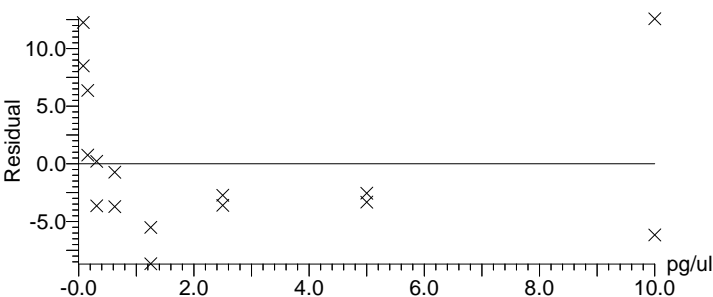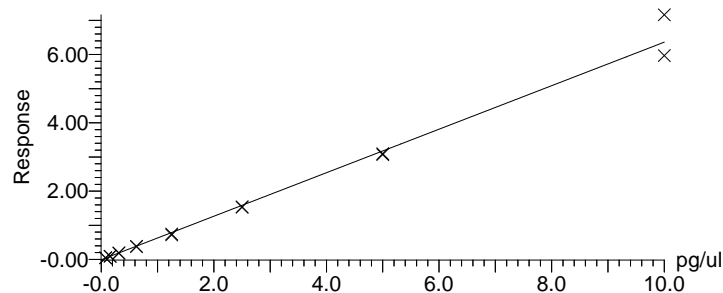

Compound name: mcm5U

Correlation coefficient:  $r = 0.975383$ ,  $r^2 = 0.951371$

Calibration curve:  $0.15988 * x + -0.0100966$

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

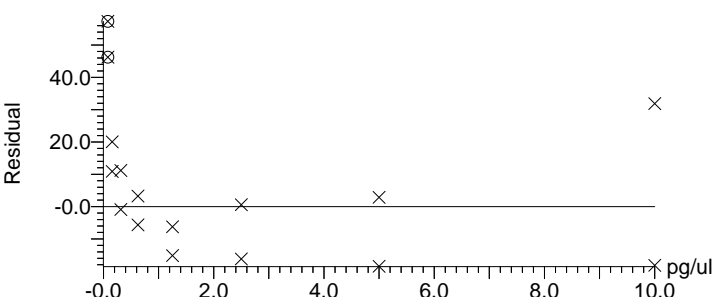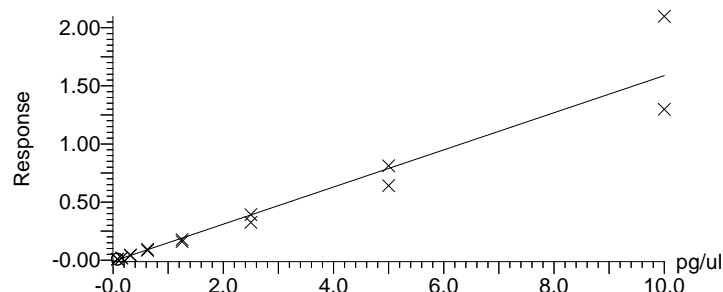

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Compound name: mcm5s2U

Correlation coefficient:  $r = 0.969289$ ,  $r^2 = 0.939521$

Calibration curve:  $0.112484 * x + -0.00810238$

Response type: Internal Std ( Ref 5 ), Area \* ( IS Conc. / IS Area )

Curve type: Linear, Origin: Exclude, Weighting: 1/x, Axis trans: None

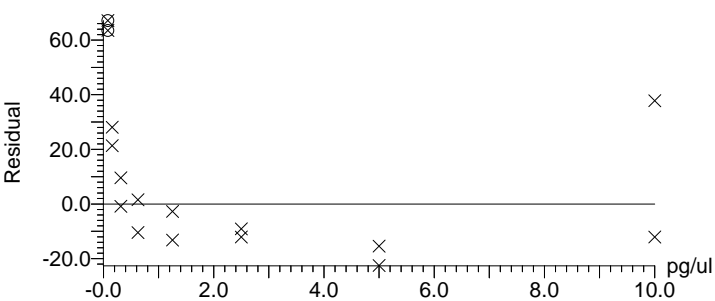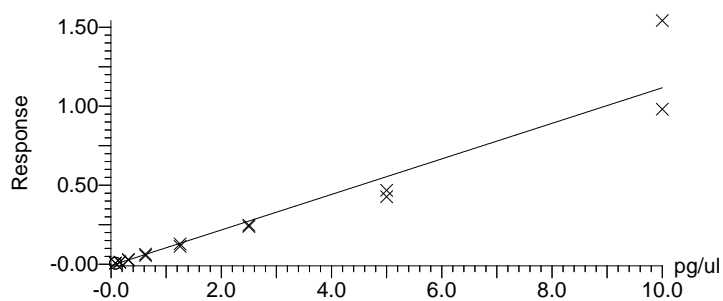

Compound name: G13C15N

Response Factor: 136170

RRF SD: 18555.9, % Relative SD: 13.627

Response type: External Std, Area

Curve type: RF

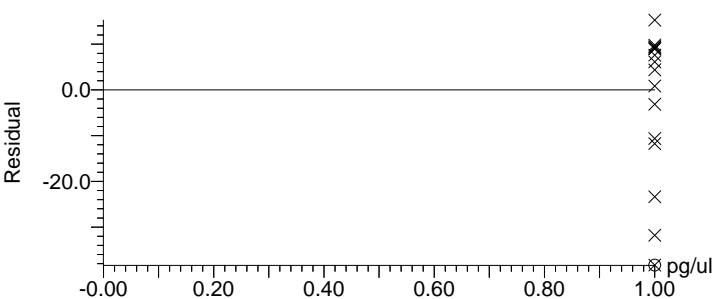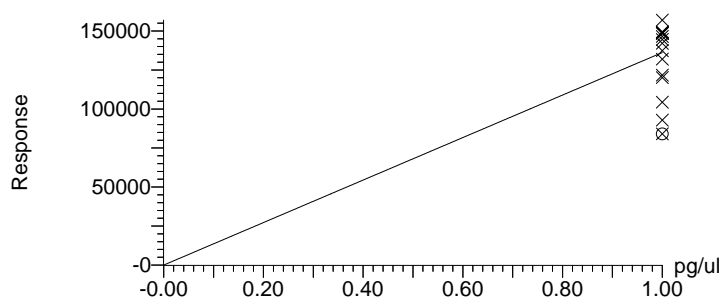

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Method: L:\masslynx\2020DS.PRO\MethDB\JH20210215targeted.mdb 15 Feb 2021 09:36:24

Calibration: 15 Feb 2021 09:49:11

Name: JH20210214STD1, Date: 14-Feb-2021, Time: 14:25:30, ID: STD1, Description: 10 pg/ul+ISGm/m1A/mcm5U/mcm5s2U

## m1A

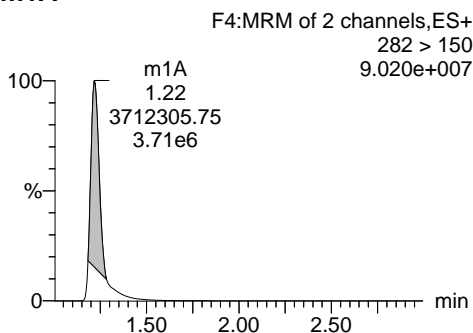

## Gm

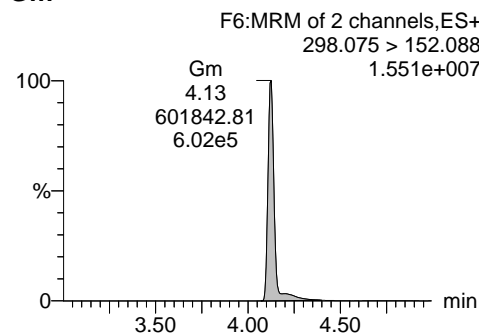

## mcm5U

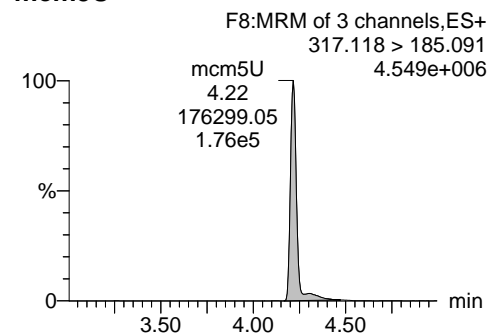

## mcm5s2U

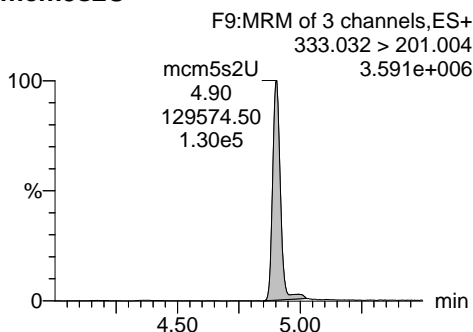

## G13C15N

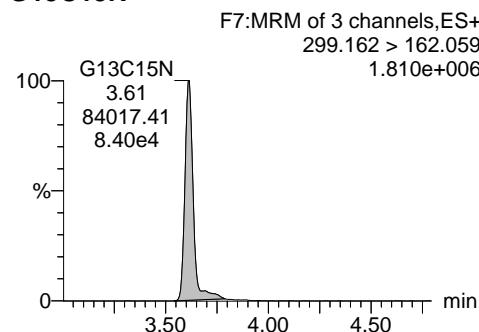

Name: JH20210214STD2, Date: 14-Feb-2021, Time: 14:33:18, ID: STD2, Description: 5

## m1A

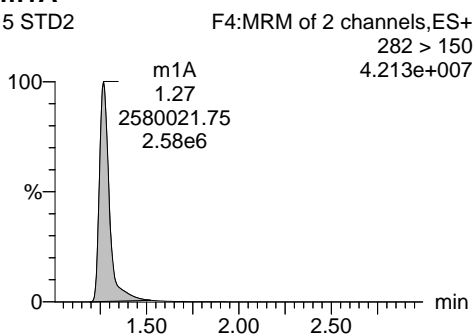

## Gm

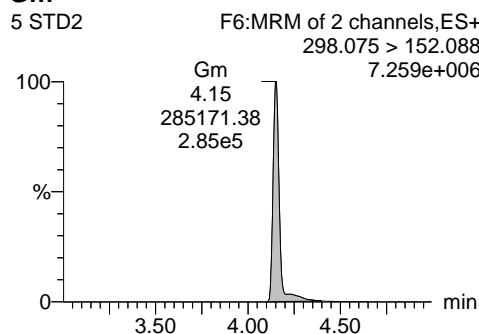

## mcm5U

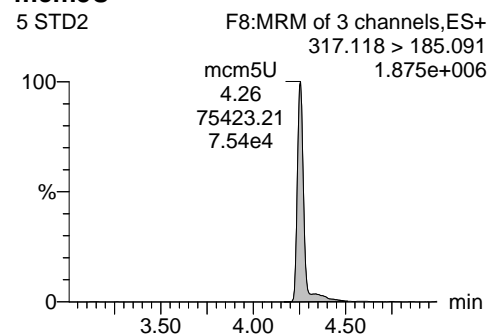

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Name: JH20210214STD2, Date: 14-Feb-2021, Time: 14:33:18, ID: STD2, Description: 5

## mcm5s2U

5 STD2

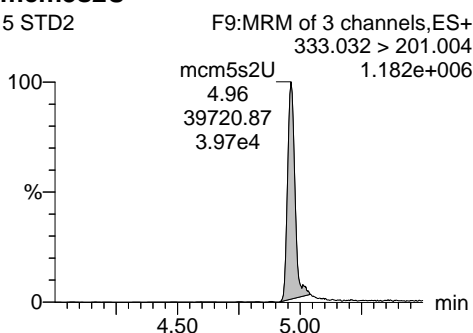

## G13C15N

5 STD2

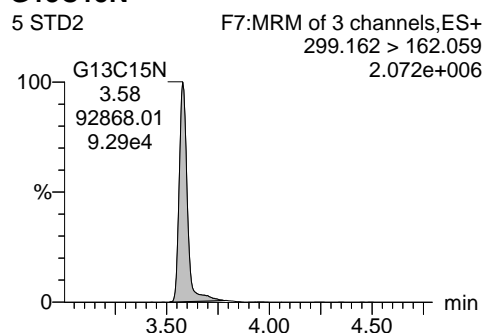

Name: JH20210214STD3, Date: 14-Feb-2021, Time: 14:41:07, ID: STD3, Description: 2.5

## m1A

2.5 STD3

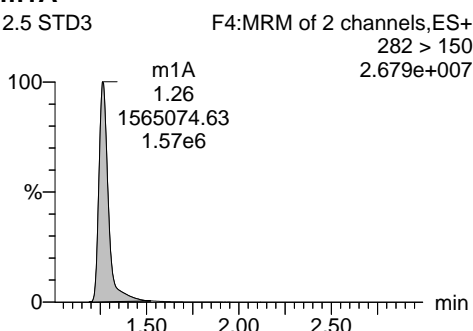

## Gm

2.5 STD3

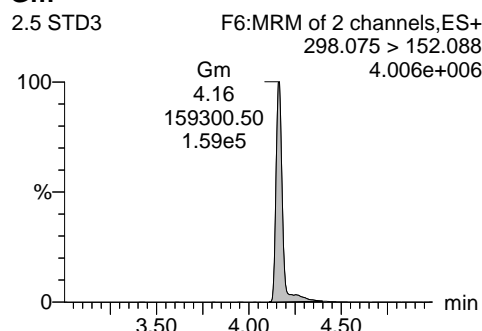

## mcm5U

2.5 STD3

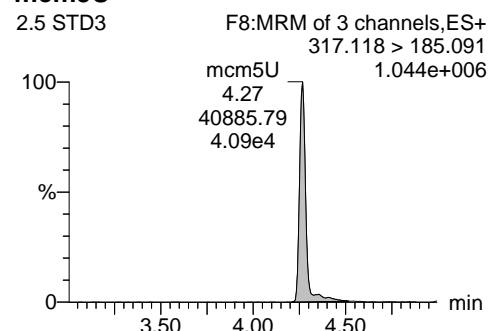

## mcm5s2U

2.5 STD3

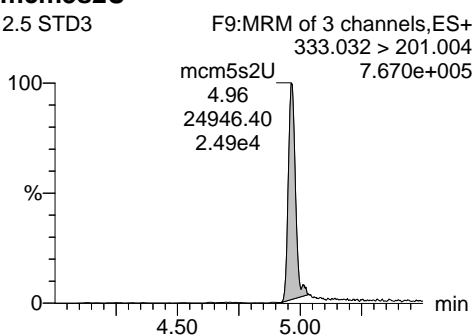

## G13C15N

2.5 STD3

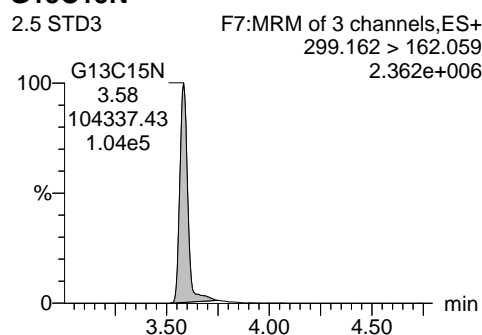

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Name: JH20210214STD4, Date: 14-Feb-2021, Time: 14:48:56, ID: STD4, Description: 1.25

**m1A**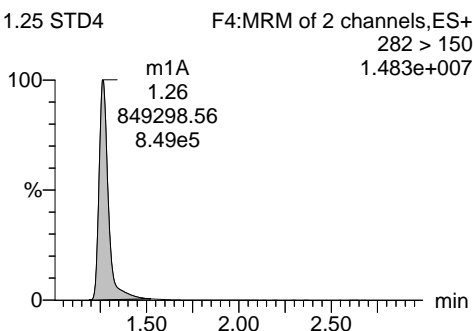**Gm**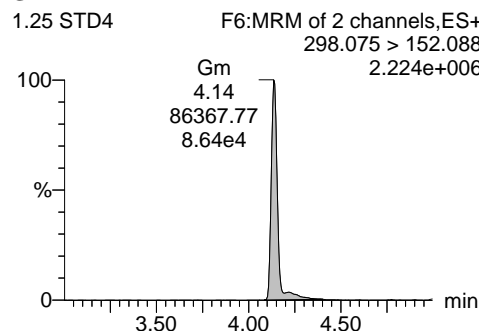**mcm5U**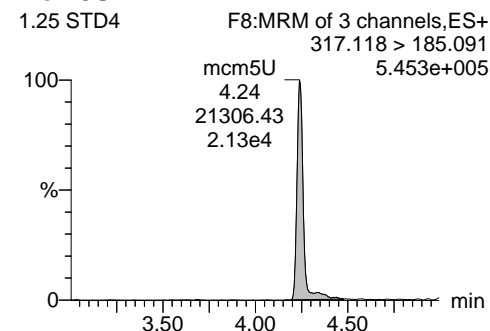**mcm5s2U**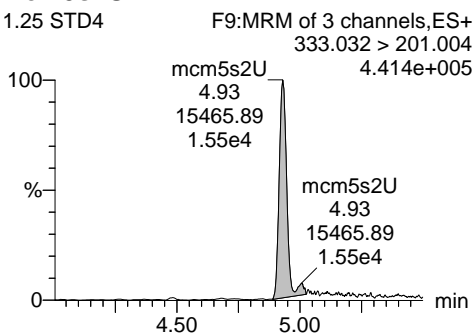**G13C15N**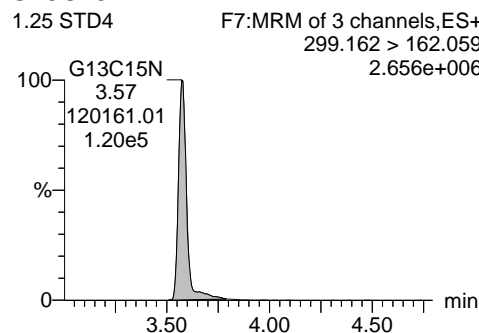

Name: JH20210214STD5, Date: 14-Feb-2021, Time: 14:56:45, ID: STD5, Description: 0.625

**m1A**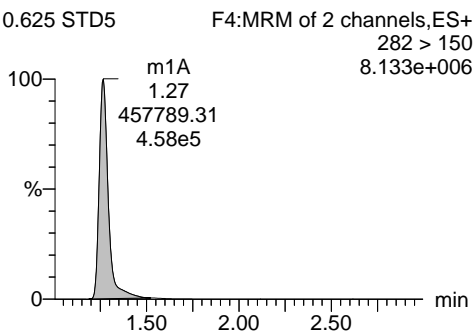**Gm**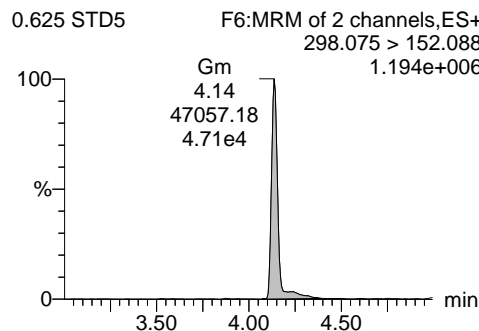**mcm5U**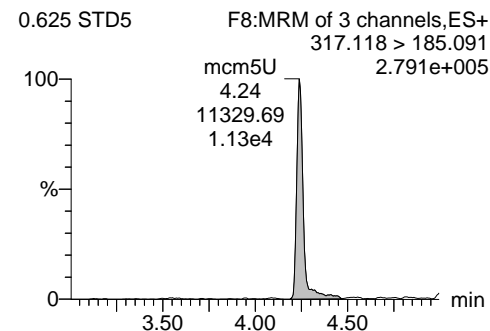

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Name: JH20210214STD5, Date: 14-Feb-2021, Time: 14:56:45, ID: STD5, Description: 0.625

## mcm5s2U

0.625 STD5

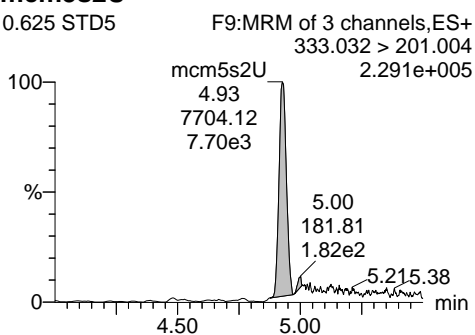

## G13C15N

0.625 STD5

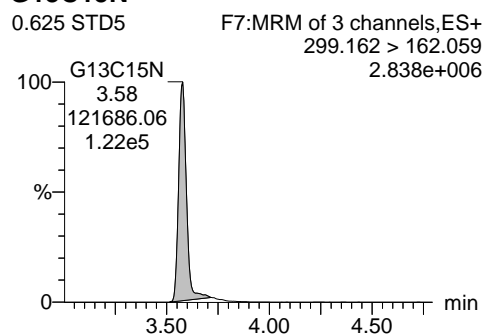

Name: JH20210214STD6, Date: 14-Feb-2021, Time: 15:04:33, ID: STD6, Description: 0.3125

## m1A

0.3125 STD6

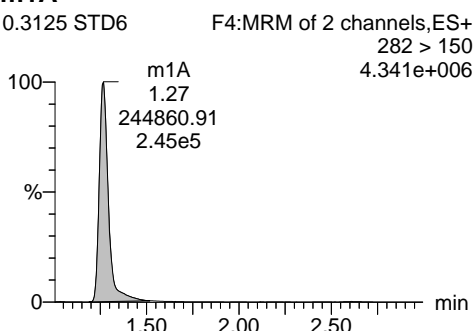

## Gm

0.3125 STD6

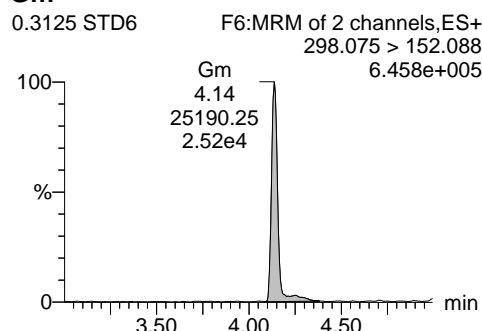

## mcm5U

0.3125 STD6

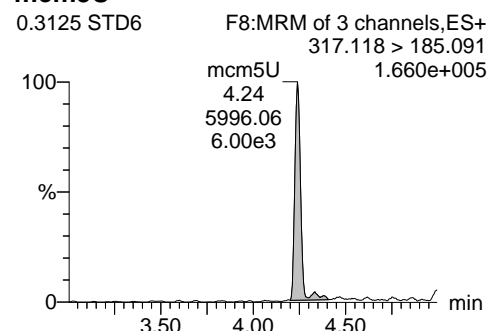

## mcm5s2U

0.3125 STD6

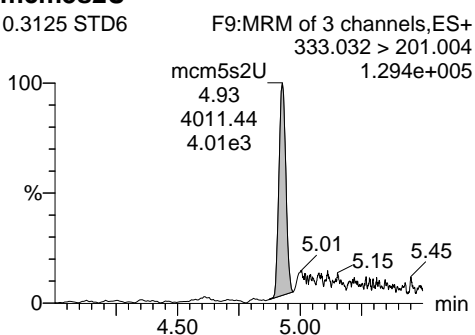

## G13C15N

0.3125 STD6

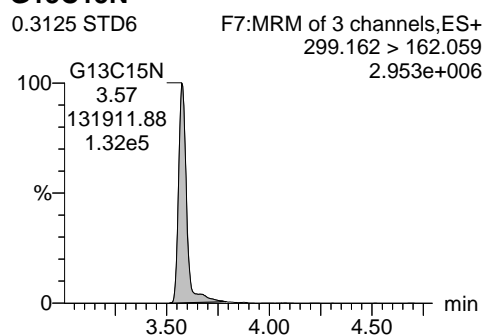

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Name: JH20210214STD7, Date: 14-Feb-2021, Time: 15:12:22, ID: STD7, Description: 0.15625

**m1A**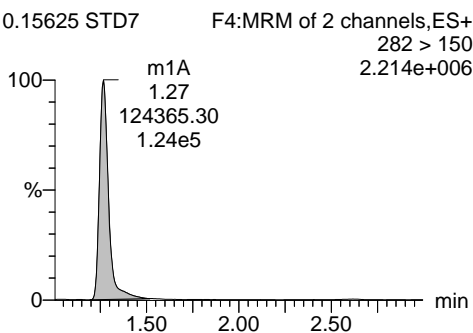**Gm**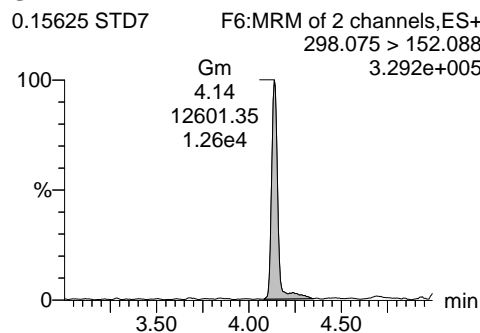**mcm5U**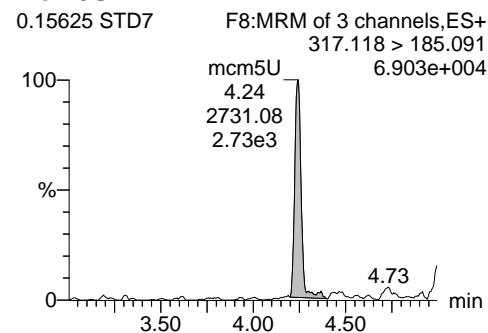**mcm5s2U**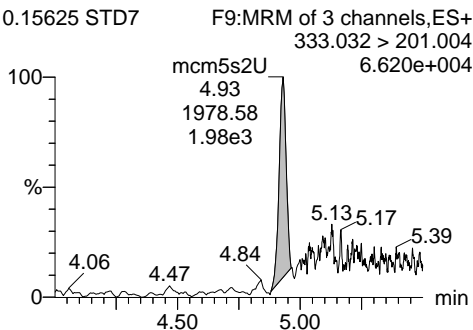**G13C15N**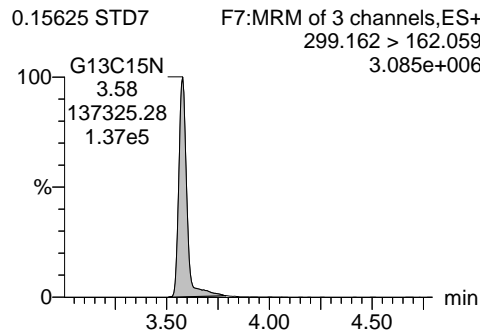

Name: JH20210214STD8, Date: 14-Feb-2021, Time: 15:20:10, ID: STD8, Description: 0.078125

**m1A**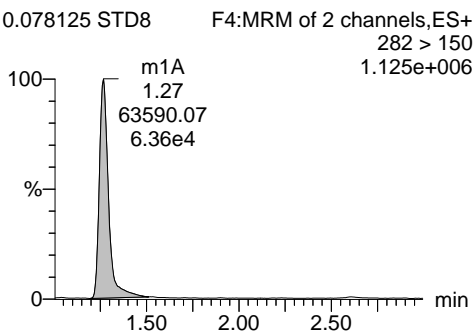**Gm**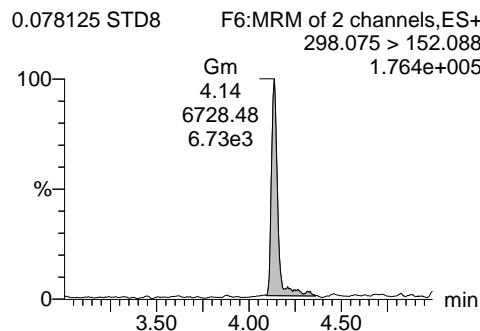**mcm5U**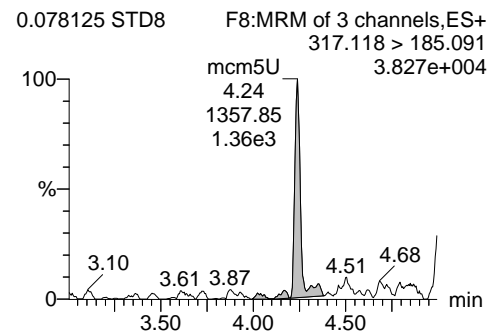

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Name: JH20210214STD8, Date: 14-Feb-2021, Time: 15:20:10, ID: STD8, Description: 0.078125

## mcm5s2U

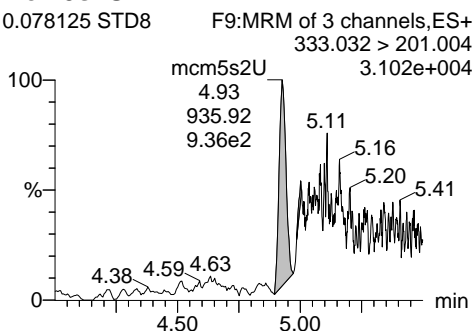

## G13C15N

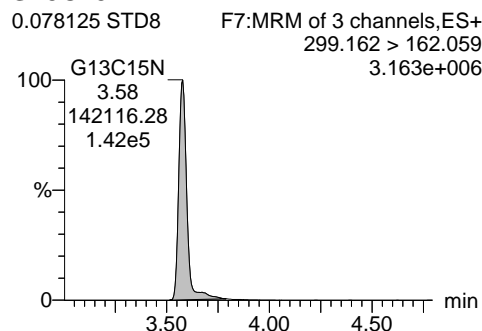

Name: JH20210214Blank1, Date: 14-Feb-2021, Time: 15:27:59, ID: blk, Description: blank

## m1A

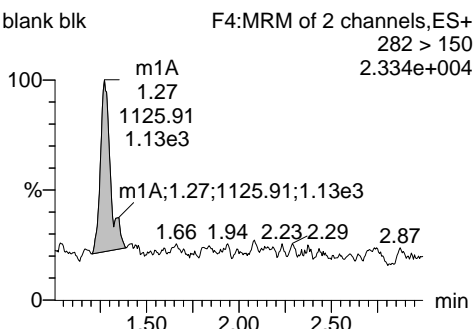

## Gm

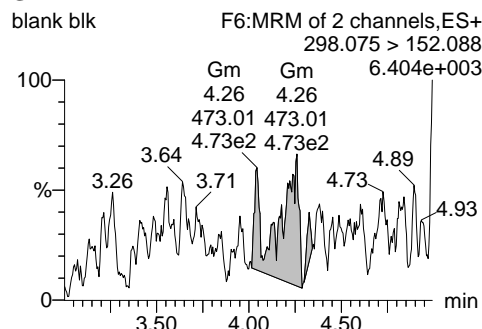

## mcm5U

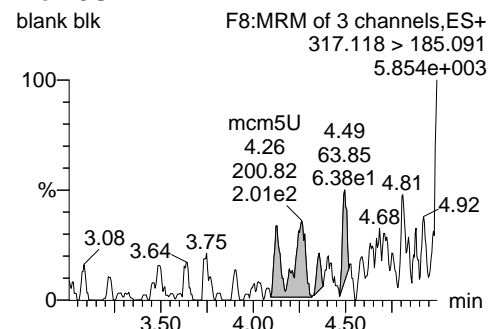

## mcm5s2U

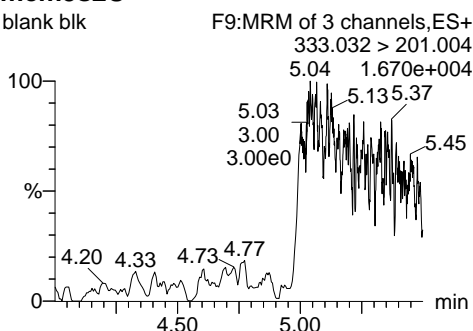

## G13C15N

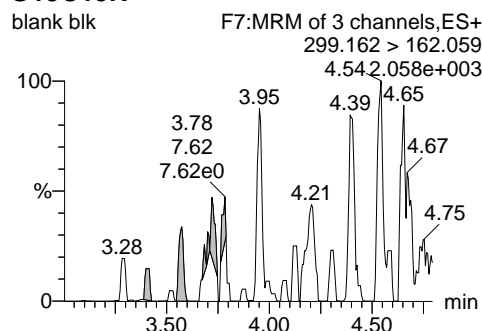

Dataset: L:\masslynx\2020DS.PRO\JH20210215R.qld

Last Altered: Monday, February 15, 2021 09:49:11 Eastern Standard Time

Printed: Monday, February 15, 2021 09:51:12 Eastern Standard Time

Name: JH20210214S1\_1, Date: 14-Feb-2021, Time: 15:35:48, ID: S1, Description: A+IS

How the deposited data were processed for this re-analysis (not part of the article)

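Ribosome footprints and total RNA were sequenced from 2 cultures of mouse OPCs and 2 cultures of oligodendrocytes, collected after 3 days. This gives 8 libraries, 4 of footprints and 4 of RNA-seq, and each of the 8 columns of values was used. Libraries were grouped by the cell type and kind of library in their labels. Oligodendrocyte and OPC cultures with the same replicate number were taken as pairs, because the labels share these numbers and the paper states that oligodendrocytes were differentiated from the OPC replicates.

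The authors deposited FPKM values, fragments scaled to length in kilobases and to the number of mapped reads. They trimmed the adapter with fastx_clipper, keeping reads of at least 18 nucleotides, mapped the reads to GRCm38 with hisat2 v2.1.0 and tabulated FPKM with stringtie v1.3.5 and ballgown, on the whole transcript for RNA-seq and on the CDS for footprints. Their annotation held the canonical coding transcripts of Gencode vM9, which leaves out rRNA reads. For the differential expression of Fig. 4c the authors used DESeq2 on counts, which cannot be repeated from FPKM. The paper's text does not name a filter on listed transcripts. It states default parameters for hisat2, and the authors' code for stringtie gives no strand option. The deposited FPKM cover 10987 transcripts with 10982 gene symbols, and none is listed at 0 in all 8 libraries. All 10987 transcript identifiers were found in Gencode vM21 (GRCm38), from which coordinates, exons and coding sequences were taken. For 10938 the symbol was the same, and for 10954 a CDS was found.

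FPKM were used as deposited, without further scaling. Differential abundance was tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 0.1), with eBayes and a trend of variance on mean abundance, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. All tests are two-sided. Fold changes are oligodendrocytes against OPCs on the log2(FPKM + 0.1) scale. RNA-seq and footprints were fitted separately over 4 libraries each, for transcripts with a mean of at least 1 FPKM over those libraries. The change in RD was the interaction of cell type and kind of library in a fit over all 8 libraries, for transcripts that pass the minimum in both kinds. With 2 cultures in each group, splits of the samples cannot give a p-value below 0.333 and outlying cultures cannot be told from the others, so neither was tested. No culture was left out of the reported values. Values of a transcript listed at 0 are given per library, with no fold against a group at 0.

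Depth was estimated, since counts and library totals are not part of the values used here. FPKM multiplied by length moves in steps that correspond to a single aligned base, and the step that best accounted for the 1500 lowest values of each library gave the number of aligned bases. On simulated libraries with 10% or 20% of reads shared between transcripts, the ratio of the estimate to the true depth was 1, 0.967 and 1, and 1, 1 and 2. The setting that decides between steps (0.25) was chosen after the simulations were seen, and each depth carries a possible factor of 2. Zeros expected from depth were computed by Poisson sampling of reads of 30 bases, from the mean FPKM of the other libraries of the same kind. The listed transcripts account for between 63.9% and 74.4% of the aligned bases of a library.

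The tests were also tested on simulated data made from the spread of these libraries, with 200 transcripts changed. The RNA-seq test recovered 0 of 200 at a log2 change of 1, 100 at a log2 change of 2 and 149 at a log2 change of 3, with 4 false calls among 104 and 9 among 158 at the larger changes. The footprint test recovered 0, 10 and 68, with 2 false calls among 12 and 5 among 73. In the data themselves 2772 transcripts passed the threshold in RNA-seq and 1969 in footprints, against 200 changed in each simulation. With few changes the adjusted threshold is harder to reach, so the shares recovered by these tests do not carry over to the data. The RD test recovered 0, 62 and 98, with 26 false calls among 88 and 21 among 119, and it made 2 calls where nothing was changed. Its calls therefore have a higher share of false calls than the threshold states. RD tested per culture recovered 0 of 200 at each size of change.

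Genes are named in the text by a rule: the genes the paper names and the lists of stress response, proliferation, astrocyte and leukodystrophy genes, and the 5 largest rises and the 5 largest falls past the threshold in RNA-seq and in RD that changed the same way in both pairs of cultures. Not every gene that meets the rule is reported. Genes of Fig. 4c that are not reported were left out of the counts and medians of the enzymes, in part after their values had been seen. Median log2 fold changes of lists were compared with 10000 random lists of the same size matched on mean expression in 20 bins. Ribosomal protein transcripts were also matched on CDS length, and their shared sequence was measured as 30-base words found in other genes. UUU bias is the UUU share of Phe codons and AAA bias the AAA share of Lys codons, and transcripts in the paper's lowest bins (up to 0.286 and 0.226) were compared with those in its highest bins (from 0.615 and 0.521). These bins were also matched on the GC content at the third positions of the other codons, within 2 percentage points.

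Alternatives were a pseudocount of 1 or 0.01, no filter, a minimum mean of 5 FPKM, scaling by the median ratio to the geometric mean of libraries of the same kind, quantile normalization, limma without the trend, the replicate number as a block, all 8 libraries in one fit, RD tested per culture, and leaving out each culture in turn. Fits that left out a culture gave values without a test. Half-lives and pause scores need data other than FPKM and were not computed. Lists and figures were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.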

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

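Of the tests in this part, those on swapped labels and on the bases shared with Mir7025 for Pdgfra, on the scaling and the shared sequence of ribosomal protein transcripts, and on the authors' quantification of transcripts listed at 0 were chosen only after the result was seen.

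Pdgfra, a marker of OPCs that the paper does not discuss, was higher in the oligodendrocyte cultures. Its RNA-seq values were 53.5 and 31.3 FPKM in OPCs and 105 and 101 FPKM in oligodendrocytes, a log2 fold change of 1.33 (limma, adjusted p = 0.0158, range 0.00211 to 0.0550 over the 10 settings), higher in both pairs of cultures. With the replicate block the adjusted p-value was 0.00211, beside a pairing correlation of 0.108. Its footprints were 116 and 80.4 FPKM in OPCs and 259 and 236 FPKM in oligodendrocytes, a log2 fold change of 1.36 (adjusted p = 0.0220, range 0.0125 to 0.0707), also higher in both pairs. After median-ratio scaling the RNA-seq log2 fold change was 1.51, but this scaling moves the median of all transcripts by 0.18 in the same direction, so it could not have lowered the value, and the absolute size of the rise cannot be told apart from the scaling of the FPKM. Relative to the median of all tested transcripts, the log2 fold change was 1.56 in RNA-seq and 1.52 in footprints. Swapped labels are ruled out by Cnp, whose log2 fold change was 5.46. An exon of 1 other gene, Mir7025, overlaps 30 of the 6549 bases of the transcript on the same strand. That overlap alone cannot tell whether reads of Mir7025 add to the values, but the rise was alike over the whole transcript in RNA-seq and over the CDS of 3267 bases in footprints (difference of the log2 fold changes 0.027), which goes against them as its source. Reads at single positions were not analysed. No biological explanation was tested.

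The 53 ribosomal protein transcripts, which the paper does not discuss, had a median change in log2 RD of -0.78 in oligodendrocytes, or -0.88 relative to the median of all tested transcripts. The change was negative for 53 of 53 transcripts and the median was negative in both pairs of cultures (-0.78 and -0.82), but 0 passed the adjusted threshold one by one, with 43 at an unadjusted p-value under 0.05. Their median log2 fold change was -0.54 in RNA-seq (percentile 1.05 of random lists) and -1.32 in footprints, where 52 passed the threshold. The RD median lay at percentile 0 of 10000 random lists matched on mean expression. Their CDS is shorter than that of other transcripts (median 444 against 1392 bases), but against lists matched on CDS length the percentile was also 0. After median-ratio scaling the median was -0.94, but this scaling moves the median of all transcripts by -0.16, so it could not have made the fall smaller, and the absolute size of the fall cannot be told apart from the scaling of the FPKM. Among the 26 transcripts that share the fewest 30-base words with other genes, the median change was -0.82, and among the other 27 it was -0.75, so the fall was not larger where more is shared. But the 26 still share a median of 90.3% of their words, against 100% for the 27. The pattern is consistent with a change in the translation of these transcripts, and it cannot be told apart from reads shared with pseudogenes or paralogs either.

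Dpm1 had a mean of 73 FPKM in the footprints of oligodendrocytes while its RNA-seq was listed at 0, a signal the paper does not discuss. The footprint values were 53.5 and 56.6 FPKM in OPCs and 74.5 and 71.5 FPKM in oligodendrocytes, and the RNA-seq values 17.6 and 15.5 FPKM in OPCs and 0 in both oligodendrocyte cultures. It was the transcript past the threshold for a change in RD (adjusted p = 0.00245, range 0.00101 to 0.711 over the 10 settings), higher in both pairs, and with the replicate block its adjusted p-value was 0.182, beside a pairing correlation of 0.0604. A failed estimate in the authors' quantification remains a candidate explanation, which the count of such transcripts cannot test. There are 6 transcripts listed at 0 in both RNA-seq libraries of a cell type with at least 5 FPKM in both footprint libraries. Of these, 4, Dpm1 included, have exons that overlap another gene. Rpl39l and Tspan18, named after their values were seen, have no such overlap, so overlap does not account for every such transcript. For Dpm1 the overlapping gene on the same strand is Gm20716, whose RNA-seq values were 0 and 41.0 FPKM in OPCs and 31.6 and 30.1 FPKM in oligodendrocytes. The RD of Dpm1 cannot be told apart from RNA-seq reads assigned to Gm20716.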

How the results depend on the processing

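The alternatives were set before the data were examined, except for the replicate block and the leave-outs of the codon bins and of the gene lists, which were chosen after seeing the data. Each changes one choice and keeps the rest. Fits that left out a culture gave values without a test.

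In RNA-seq, the number of transcripts past the threshold was between 2075 (limma without the trend) and 3323 (replicate block) against 2772, and the 4 fits that each left out a culture kept the direction of 2740 to 2752 of them. The share that was higher in oligodendrocytes moved from 39.1% to 51.5% with median-ratio scaling, which moved the median of all transcripts by 0.18. In footprints, the count was 1036 with limma without the trend (671 higher and 365 lower, 64.8% higher) against 1969 with it, and the cause was not tested. With the other alternatives it was between 1735 (replicate block) and 2691 (all 8 libraries in one fit), and the 4 leave-out fits kept the direction of 1965 to 1969 transcripts.

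For the change in RD, 3 transcripts passed the threshold, all higher, with a pseudocount of 0.01, with median-ratio scaling and with quantile normalization. These were Dpm1, Tspan2 and Pcp4, the last pair named after their values were seen and both listed at 0 in the footprints of both OPC cultures. Without the trend 14 passed, 7 higher and 7 lower. Apart from Dpm1, each of the 14 was listed at 0 in the footprints of both cultures of a cell type. With the replicate block 0 passed (439 at an unadjusted p-value under 0.05), beside a pairing correlation of 0.0604, and with RD tested per culture 0 passed (539 at an unadjusted p-value under 0.05). In the simulations, RD tested per culture recovered 0 of 200 at each size of change, so its count of 0 decides nothing. The cause of the other changes in the count was not tested. Dpm1 kept its direction in each of the 4 leave-out fits.

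With a minimum mean of 5 FPKM, the median RD was 1.86 and 1.89 in OPC replicates 1 and 2 and 2.14 and 2.06 in oligodendrocyte replicates 1 and 2. The Spearman correlation of replicates was then 0.896 in OPCs and 0.795 in oligodendrocytes, and 0.872 and 0.763 over transcripts above 0 in all 8 libraries. The cause was not tested.

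Of the enzymes of Fig. 4c, 3 passed the threshold over the list with median-ratio scaling against 8 without. This scaling moves the median of all tested transcripts toward higher values in oligodendrocytes by 0.18, which makes falls smaller. When each culture was left out in turn, their median log2 fold change ranged from -0.74 to -0.44. The ratio of mean FPKM in OPCs to that in oligodendrocytes ranged from 0.558 to 1.16 for Tyw3, from 0.982 to 1.70 for Lcmt2 and from 0.623 to 1.01 for Elp4. The log2 fold change in RNA-seq ranged from -0.74 to 0.026 for Lcmt2 and from -0.023 to 0.66 for Elp4. In footprints it ranged from -1.45 to 3.75 for Aldh1l1, over 3 fits since the minimum was not met in the other, and from -0.035 to 0.021 for Rlim, which was also reversed with median-ratio scaling, at 0.013, where the median of all transcripts moves by 0.019. The cause of the changes with a culture left out was not tested.

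Matching the codon bins on GC content moved the difference in footprints between high and low UUU bias to -0.047, and reversed those for AAA bias, to 0.029 in RNA-seq and 0.076 in footprints. Leaving out each culture gave differences from -0.26 to -0.059 in footprints and from -0.023 to 0.067 in RD for UUU, and from -0.25 to -0.051 in footprints and from -0.0024 to 0.12 in RD for AAA. In RNA-seq the differences ranged from -0.33 to -0.052 for UUU and from -0.33 to -0.0051 for AAA. Without OPC replicate 2 the AAA difference in RNA-seq was therefore nearly gone. Median-ratio scaling moves the median RD change of all tested transcripts by -0.16, and the lists moved with it, the stress response genes from 0.11 to -0.046, the proliferation genes from -0.12 to -0.28 and the ribosomal protein transcripts from -0.78 to -0.94. In RNA-seq, where it moves the median of all transcripts by 0.18, the ribosomal protein transcripts moved from -0.54 to -0.36. These shifts are not specific to the lists. Across the leave-out fits, the median ranged from -0.27 to 0.029 for the RD of the proliferation genes. For the astrocyte markers it ranged from -1.69 to 1.04 in RNA-seq, from -2.26 to 1.34 in footprints and from -0.56 to 0.30 in RD, but not over the same genes: without oligodendrocyte replicate 1, Slc1a3 and Vim alone were tested, at -1.69, -2.26 and -0.56. With all cultures their median is -1.68 in RNA-seq, -1.99 in footprints and -0.30 in RD, against 0.54, -0.19 and -0.81 for the 4 markers, so the loss of Gfap and Aldh1l1 accounts for the low end in RNA-seq. For the ribosomal protein transcripts it ranged from -0.66 to -0.44 in RNA-seq, from -1.40 to -1.29 in footprints and from -0.78 to -0.74 in RD. The cause of the other changes was not tested.

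Apart from these, the comparisons of single genes under the tested alternatives gave 574 values on the same side of the threshold, 24 weaker, 6 stronger and 6 that moved by more than the spread between replicates. The remaining summary results were unchanged by this measure in 153 comparisons, and in 57 more with a culture left out. Where a value has a spread between replicates, unchanged means within that spread, which can be wide. Counts and shares of transcripts have no such spread. Among those taken as unchanged is the RNA-seq count of 2075 with limma without the trend, against 2772. The 57 include the RNA-seq differences of the codon bins, with the ranges given above. They also include the median of the stress response genes in footprints, from -0.53 to -0.10. Among the other leave-out values of single genes, 280 were within that spread and 44 moved. Of the footprint libraries, that of oligodendrocyte replicate 2 has the lowest estimated depth, 93.0 Mb aligned. It lists 3421 zeros where sampling at this depth would give 1726. At the estimated depths 7 of the 8 libraries share such an excess to some degree, and 5 would if each depth were too high by a factor of 2.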

Differences from the paper's values

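The paper's values of mean FPKM are those of the source data of Fig. 4c, which rest on more replicates of each cell type. By the paper's methods, the cultures analysed here are 2 and 2 of these. The others are the first time-point of the decay experiment, in which labeled RNA was captured, so they are another kind of library. The source values are listed by gene and those here by canonical transcript. The gaps below therefore compare unlike values, and their cause was not tested. Values were counted as different if they lay beyond a factor of 1.5 from the paper's and beyond the SD between replicates. By this rule the ratio of mean FPKM in OPCs to that in oligodendrocytes differed for 2 of the 16 enzymes. For Cdkal1 the ratio was 2.85 against the paper's 1.53, which was not counted because the SD between pairs of cultures was 2.51. For Tyw3 it was 0.753 against the paper's 1.98, and no alternative set before the data were examined closed the gap. For Tyw5 it was 1.41 against the paper's 0.232. Leaving out OPC replicate 2 gave 1.05, within the wide spread between pairs of cultures (SD 0.885) of the paper's value but still far from it, and the other alternatives set before the data were examined did not bring it within that spread.

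The mean FPKM in OPCs was 7.04 against the paper's 12.1 for Ftsj1, 0.773 against the paper's 2.48 for Tyw3, 6.06 against the paper's 19.6 for Tyw5, 19.5 against the paper's 32.9 for Dph3, 13.6 against the paper's 5.12 for Ctu1, 14.9 against the paper's 28.1 for Ctu2 and 11.8 against the paper's 5.74 for Mocs3, and none of the alternatives set before the data were examined closed these gaps. For Elp6 it was 22.6 against the paper's 15.0, and most of this gap stayed under each of the alternatives set before the data were examined. The value was 21.0 with median-ratio scaling, 21.8 with quantile normalization and 22.4 without OPC replicate 2, which are just within 1.5 times the paper's value, and the others were not. For Kti12 it was 23.4 against the paper's 14.7, and with median-ratio scaling it was 21.7, just within 1.5 times the paper's value, so that most of this gap stayed as well. The other alternatives gave values beyond 1.5 times the paper's.

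The mean FPKM in oligodendrocytes was 4.31 against the paper's 84.4 for Tyw5, 3.25 against the paper's 7.37 for Cdkal1, 7.66 against the paper's 2.68 for Ctu1, 7.20 against the paper's 13.2 for Ctu2, 140.2 against the paper's 82.7 for Urm1, 11.4 against the paper's 6.36 for Kti12 and 10.3 against the paper's 3.81 for Mocs3, and none of the alternatives set before the data were examined closed these gaps. For Ftsj1 it was 4.08 against the paper's 8.54, and 6.26 without oligodendrocyte replicate 2, the alternative that came within 1.5 times the paper's value. For Elp6 it was 13.0 against the paper's 8.37, and 10.7 without oligodendrocyte replicate 1, again the alternative that came within 1.5 times the paper's value. Both gaps became smaller but were not closed in full.

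Genes not among those the paper lists as past the adjusted threshold in Fig. 4c passed it here over all transcripts: Cdkal1 (adjusted p = 0.0484, range 0.0232 to 0.622 over the 10 settings), Ctu2 (adjusted p = 0.0341, range 0.0254 to 0.153) and Wdr6 (adjusted p = 0.0299, range 0.0145 to 0.0918).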

Other observations

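Of the tests in this part, those on the scaling of RNA-seq, on the zeros of oligodendrocyte replicate 2, on the stress response, proliferation and astrocyte lists, and on transcripts at 0 in RNA-seq were chosen only after the result was seen.

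More transcripts were lower than higher in the RNA-seq of oligodendrocytes, with 39.1% of those past the threshold higher. After median-ratio scaling 51.5% were higher. This scaling centres the fold changes, so a split close to even follows from it, and a true excess of falls cannot be told apart from the scaling of the FPKM. Lower depth of the oligodendrocyte libraries is not a sufficient explanation, since the share among transcripts with a mean of at least 20 FPKM was 41.7%. A global change in RNA content cannot be measured from FPKM and was not tested.

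The footprints of oligodendrocyte replicate 2 list 31.1% of transcripts at 0. This library has the lowest estimated depth of the footprint libraries, and among the 4309 transcripts with a mean of at least 20 FPKM in the others 3.46% (149) are listed at 0 in it, so its zeros are less common where abundance is high. Lower depth alone does not account for them, however. For each of these 4309 transcripts at least 17.5 reads would be expected at the estimated depth, and 141 of the 149 are above 0 in each of the other footprint libraries. Over all transcripts, Poisson sampling would give 1726 zeros at the estimated depth and 1968 if that estimate were too high by a factor of 2, against 3421 listed. This sampling treats each read as independent, so it covers counting error alone. Amplified copies of the same molecule were not set apart. In the RNA-seq of the same culture, with a lower estimated depth, 0.336% of the transcripts with a mean of at least 20 FPKM in the others are listed at 0. The expectation may be low in general, since 7 of the 8 libraries list more zeros than it gives, by a factor of 1.98 in this library and up to 1.70 in the others. If each depth were too high by a factor of 2, 5 of the 8 would list more. The expectation is taken from the other libraries of the same kind, which include both cultures of the other cell type. Transcripts found in a single cell type therefore add zeros beyond it, and their share was not measured. Such transcripts are not among the 141 that are above 0 in each of the other footprint libraries. What else accounts for the excess was not identified, and no biological explanation was tested.

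From mRNA half-lives, beside codon optimality and ribosome pausing, the paper concludes that genes with many UUU or AAA codons are lower in oligodendrocytes. The fold changes below are of abundance, which is not a measure of decay, so they do not test the half-life result. In RNA-seq, the median log2 fold change of the 1657 transcripts with high UUU bias was below that of the 1788 with low UUU bias by a difference of -0.19 (-0.060 and -0.30 in the pairs of cultures). In bins matched on third-position GC content of the other codons (513 pairs of transcripts) it was -0.097 (-0.037 and -0.15 in the pairs of cultures), so GC content may account for much of the difference. What remains was not compared with chance, and GC content is not ruled out for it. Among transcripts with a mean of at least 5 FPKM the difference was -0.14, so low abundance alone does not account for it. Of 7 other codon families split the same way by a third-position A or U, Glu gave a difference of -0.20, and the other 6 gave smaller ones, from -0.17 (Asp) to -0.076 (Cys). The paper proposes that tRNAs Glu-UUC and Gln-UUG are also less modified in oligodendrocytes, so neither Glu nor Gln (-0.10) is a neutral comparison. The differences of all 7 have the same sign, so part of the UUU difference may be shared by codons of this kind. For AAA bias (1703 transcripts against 1660) the difference was -0.16 (-0.024 and -0.34 in the pairs), and -0.15 among transcripts with a mean of at least 5 FPKM. In matched bins (374 pairs) it was 0.029, so the AAA difference is consistent with an effect of third-position GC content. Among the other families Glu gave -0.19 and Asp -0.17, both beyond AAA, and Cys gave the smallest difference (-0.065). In footprints the differences were -0.17 for UUU and -0.17 for AAA, and in RD 0.020 and 0.066. The Spearman correlation of bias with log2 fold change in RNA-seq was -0.0841 for UUU and -0.0595 for AAA across transcripts, which are not independent replicates.

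Of 13 genes of the stress response, 9 were tested in RNA-seq. Their median log2 fold change was -0.43, or -0.20 relative to all tested transcripts, at percentile 26.4 of random lists, so the list as a whole gave no sign of a stress response in the oligodendrocyte cultures. Of these genes 3 were higher and 6 lower, between -0.93 and 0.88, and in footprints the median was -0.29, between -3.93 and 2.81. Single genes did change in both directions. Ddit3 was higher in both pairs of cultures, with a log2 fold change of 0.88 in RNA-seq (limma, adjusted p = 0.0483, range 0.0341 to 0.105 over the 10 settings) and 2.81 in footprints (adjusted p = 0.0311, range 0.00153 to 0.0780, from 1.31 and 1.34 to 10.6 and 9.27 FPKM). With the replicate block its adjusted p-value was 0.0379 in RNA-seq and 0.0780 in footprints, beside pairing correlations of 0.108 and 0.0860. The block was the setting in which the footprints of Ddit3 did not pass the threshold. Hspa5 (-0.84, adjusted p = 0.0259, range 0.00427 to 0.0908) and Hsp90b1 (-0.93, adjusted p = 0.0192, range 0.00221 to 0.0681) were lower in RNA-seq. Exons of Ddit3 and Hsp90b1 overlap exons of other annotated genes on both strands, and reads of those genes were not set apart. The 8 tested proliferation genes were all lower and past the threshold in RNA-seq (median -2.27) and in footprints (median -2.36), at percentile 0 of random lists, which is consistent with exit from the cell cycle. The direction held in both pairs of cultures and in the leave-out fits, from -2.53 to -2.01 in RNA-seq. Of the 4 astrocyte markers tested, 2 were higher in oligodendrocytes, Gfap and Aldh1l1, and Slc1a3 and Vim were lower, so the markers did not rise together. But Slc1a3 (136 and 181 FPKM in RNA-seq) and Vim were already abundant in OPCs, so their fall cannot tell whether astrocytes were present. The median log2 fold change of the 4 markers was 0.54 in RNA-seq (0.98 and 0.096 in the pairs of cultures, percentile 88.1 of random lists) and -0.19 in footprints. In RNA-seq, Gfap was listed at 0.155 and 0 FPKM in OPCs and 14.2 and 2.11 FPKM in oligodendrocytes (limma, adjusted p = 0.0195, higher in both pairs), and Vim at 778 and 719 FPKM and 155 and 151 FPKM. The footprints of Gfap were 0 in both OPC cultures and 28.0 and 0 FPKM in oligodendrocytes (limma, adjusted p = 0.390). They did not rise in both pairs.

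A single transcript passed the threshold for a change in RD. In data simulated with the spread of these libraries, 31% of 4-fold changes in RD were recovered, so the low count is consistent with the spread between libraries, and changes of that size could be missed. The simulation made calls with the same number of cultures, but only where large changes had been put into the data. At a log2 change of 1 it recovered 0 of 200, so it does not rule out the number of cultures as a reason.

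Among 6 transcripts listed at 0 in both RNA-seq libraries of a cell type with at least 5 FPKM in both footprint libraries, 4 have exons that overlap another gene. Gm21987 had 223 and 188 FPKM in the footprints of OPCs and 217 and 145 FPKM in those of oligodendrocytes, with RNA-seq at 0 throughout. Gm21987 was named after its values were seen. The count of 6 is what raised a failed estimate in the authors' quantification as an explanation, so it cannot test it. For these 6 transcripts, which have footprints, a 0 in RNA-seq is not evidence that the mRNA is absent.

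Among the largest rises in RNA-seq were those of Mag, S100a1, Tmem163 and Rasgef1b. Mag was listed at 0 in both OPC cultures and at 371 and 317 FPKM in oligodendrocytes, S100a1 at 0 and at 69.9 and 128 FPKM, and Tmem163 at 0 and at 82.8 and 75.4 FPKM. Rasgef1b had 0.124 and 0.276 FPKM in OPCs and 157 and 116 FPKM in oligodendrocytes. The largest falls were those of U2af1l4, Ndufaf6, Dpm1, 3110009E18Rik and Upp1, each listed at 0 in both oligodendrocyte cultures. In OPCs, U2af1l4 had 38.5 and 37.4 FPKM, Ndufaf6 18.4 and 22.0 FPKM, 3110009E18Rik 7.20 and 19.2 FPKM and Upp1 17.7 and 7.61 FPKM. Their footprints did not all follow. Those of Upp1 fell from 41.1 and 19.1 FPKM to 0 in both oligodendrocyte cultures, those of Ndufaf6 were 23.2 and 29.1 FPKM in OPCs and 4.80 and 0 FPKM in oligodendrocytes, and those of 3110009E18Rik 52.5 and 68.7 FPKM and 41.3 and 0 FPKM (limma, adjusted p = 0.309), so that its 0 in the RNA-seq of oligodendrocyte replicate 1 is not matched by its footprints. U2af1l4 had footprints of 3.41 and 0 FPKM in OPCs and 0 in oligodendrocytes, and those of Dpm1 were 53.5 and 56.6 FPKM and 74.5 and 71.5 FPKM. Exons of U2af1l4 and Dpm1 overlap those of other genes.

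Cdipt, on chromosome 7 of GRCm38 from 126975914 to 126980162 on the plus strand, has 2 UUU, 13 UUC, 1 AAA and 4 AAG codons among 213. Its RNA-seq rose by a log2 fold change of 0.60 (limma, adjusted p = 0.0443, range 0.0224 to 0.0997 over the 10 settings) and its footprints by 1.11 (adjusted p = 0.0287, range 0.00491 to 0.0857), in both pairs of cultures. Exons of Cdipt overlap a gene on the opposite strand. Rlim, on chromosome X of GRCm38 from 103957163 to 103981284 on the minus strand, has 10 UUU, 5 UUC, 6 AAA and 0 AAG codons among 600. Its RNA-seq log2 fold change was -0.48 (adjusted p = 0.107, range 0.0588 to 0.283) and that of its footprints -0.0072 (adjusted p = 0.972, range 0.757 to 0.978), whose direction changes with median-ratio scaling.

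In footprints, 16 enzymes of Fig. 4c were tested and 3 passed the threshold, Wdr6 (log2 fold change 1.29) and Urm1 (2.48) higher and Kti12 (-1.51) lower in oligodendrocytes. The footprints were lower for 12 and higher for 4, with a median log2 fold change of -0.56. Tyw3 had 5.78 and 2.79 FPKM in the footprints of OPCs and 1.43 and 0 FPKM in those of oligodendrocytes, a fall within the spread of its libraries (adjusted p = 0.218). Of the leukodystrophy genes the paper names, Dars, Rars, Eif2b1, Eif2b2 and Eif2b4 were analysed, with log2 fold changes in RNA-seq of -0.44, -0.49, -1.01, -0.54 and -0.74. Their adjusted p-values were between 0.0570 for Eif2b1 and 0.186 for Eif2b2. For Eif2b1, lower in both pairs of cultures, the replicate block gave an adjusted p-value of 0.0353 (range 0.0353 to 0.115 over the 10 settings), beside a pairing correlation of 0.108, and it passed the threshold in 3 of the 10 settings. Eif2b4 passed in 1 of them (range 0.0493 to 0.126), and Dars, Rars and Eif2b2 in 0.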
